# Temporal Profile of Brain Gene Expression After Prey Catching Conditioning in an Anuran Amphibian

**DOI:** 10.3389/fnins.2019.01407

**Published:** 2020-01-14

**Authors:** Vern Lewis, Frédéric Laberge, Andreas Heyland

**Keywords:** transcriptome, learning and memory, RNA sequencing, *Bombina orientalis*, neuronal plasticity, immediate-early genes

## Abstract

A key goal in modern neurobiology is to understand the mechanisms underlying learning and memory. To that end, it is essential to identify the patterns of gene expression and the temporal sequence of molecular events associated with learning and memory processes. It is also important to ascertain if and how these molecular events vary between organisms. In vertebrates, learning and memory processes are characterized by distinct phases of molecular activity involving gene transcription, structural change, and long-term maintenance of such structural change in the nervous system. Utilizing next generation sequencing techniques, we profiled the temporal expression patterns of genes in the brain of the fire-bellied toad *Bombina orientalis* after prey catching conditioning. The fire-bellied toad is a basal tetrapod whose neural architecture and molecular pathways may help us understand the ancestral state of learning and memory mechanisms in tetrapods. Differential gene expression following conditioning revealed activity in molecular pathways related to immediate early genes (IEG), cytoskeletal modification, axon guidance activity, and apoptotic processes. Conditioning induced early IEG activity coinciding with transcriptional activity and neuron structural modification, followed by axon guidance and cell adhesion activity, and late neuronal pruning. While some of these gene expression patterns are similar to those found in mammals submitted to conditioning, some interesting divergent expression profiles were seen, and differential expression of some well-known learning-related mammalian genes is missing altogether. These results highlight the importance of using a comparative approach in the study of the mechanisms of leaning and memory and provide molecular resources for a novel vertebrate model in the relatively poorly studied Amphibia.

## Introduction

Broadly defined, learning is the change in behavior that comes as a result of experience (Mackintosh, 1974; Rudy, 2014). Information about prior experiences is established and stored as memories in brain neuronal networks and allows for the subsequent modification of behavior. At the level of the neuron, information encoding is mediated by changes in the efficacy of synaptic transmission (Castillo, 2012; Squire et al., 2012). The persistent increase in synaptic efficacy is termed long-term potentiation (LTP), while the weakening of such efficacy is termed long-term depression; both presynaptic and post-synaptic processes mediate these phenomena. Among the molecular mechanisms of long-term memory and learning, our knowledge of LTP is most advanced. LTP involves structural modification of the synapse as well as growth of new synaptic connections. While many mechanisms underlie LTP, these mechanisms share distinct temporal phases: *induction* is the initial event that triggers LTP, *expression* is an established change in synaptic transmission, and *maintenance* is the process of stabilizing the change over time (Lamprecht, 2014; Schaefer et al., 2017). *Induction* of long-term memory formation is independent of protein synthesis and mediated by the depolymerization and lengthening of actin cytoskeletal elements in axons and dendrites (Lynch et al., 2007; Rudy, 2015a). *Induction* also involves activity-dependent Ca^+2^ second messenger signaling cascades which lead to the recruitment of AMPA receptors to the post-synaptic density, as well as activation of the MAPK-CREB pathway which results in learning-related gene transcription (Kandel, 2012). These early memory processes begin the events leading to long-term changes in the strength of synaptic transmission. Learning-related changes in neuroarchitecture also involve modification of larger neuronal structures by neurite growth or pruning, and possibly the birth and differentiation of new neurons in brain regions that display adult neurogenesis (Cameron and Glover, 2015; Augusto-Oliveira et al., 2019). After *induction*, *expression*, and *maintenance* of the change in synaptic transmission are needed for the consolidation of long-term memory. *Expression* depends on the establishment of mechanisms that potentiate synaptic efficacy. For example, AMPA receptors recruited to the post-synaptic density during *induction* are phosphorylated, leading to increased conductance post-synaptically. Additionally, the availability of neurotransmitters is increased pre-synaptically by increasing the number of synaptic vesicles available (Abraham and Williams, 2003). *Maintenance* of long-term synaptic change is the last phase of LTP, and it involves protein synthesis. Waves of delayed expression of many genes relating to signal transduction (*camk2a)*, cytoskeletal organization (*arc)* and transcriptional regulation (*c-fos* and *egr-1*) have been implicated in the persistence of synaptic changes and memories (Katche et al., 2010; Lisman et al., 2012). Functionally, the *maintenance* phase involves stabilizing the increase in AMPA receptors at synapses, as well as structural stabilization of synaptic modifications, such as synaptic enlargement (Desmond and Levy, 1986; Stewart et al., 2000; Blitzer, 2005; Rudy, 2015b). While much is known about the molecular pathways underlying vertebrate LTP (Malenka and Bear, 2004), there is still much to be learned especially in terms of the mechanisms underlying maintenance of stored memory.

Invertebrates have long been popular models to investigate learning and memory mechanisms due to the simplicity and accessibility of their nervous systems and vast behavioral repertoires. Many arthropods and cephalopods are capable of complex forms of learning like contextual, spatial, and concept learning (Mather and Kuba, 2013; Perry et al., 2013; Byrne and Hawkins, 2015). Our understanding of the molecular correlates of learning and memory comes from a large body of literature that started with work on *Aplysia californica*, *Caenorhabditis elegans*, and *Drosophila melanogaster* (Kandel and Schwartz, 1982; Sokolowski, 2001; Kaletta and Hengartner, 2006). Many molecular mechanisms underlying long-term memory formation are conserved between invertebrates and mammals (for reviews see Bailey et al., 1996; Cayre et al., 2002; Kandel et al., 2014). Long-term facilitation, the invertebrate analog of LTP, engages many similar molecular signaling pathways as mammalian LTP, moreover, both invertebrates and mammals show synaptic potentiation and depression as parallel processes underling memory formation and maintenance. However, while invertebrates share some learning mechanisms with vertebrates, robust information about the transition from invertebrate to vertebrate learning mechanisms is lacking in the literature. Invertebrates are incredibly diverse and important differences in central nervous system organization could limit their usefulness as comparative models for vertebrate learning. Furthermore, molecular differences in invertebrate and vertebrate learning mechanisms have not been studied in detail, and while some fundamental similarities exist, important differences have been noted, such as the absence of retrograde signaling pathways in invertebrates and different mechanisms of modulation of synaptic plasticity between groups (Glanzman, 2010; Shomrat et al., 2015). Lastly, it has not been determined if similarities in learning mechanisms represent homology or homoplasy, thus compounding the limited usefulness of invertebrates as comparative models. Such differences may suggest evolutionary divergence in some learning and memory mechanisms. Hence, the study of the molecular mechanisms involved learning could benefit from a broader selection of animals, especially representatives of basal vertebrate lineages, which are understudied. A basal vertebrate comparative model would help us to determine if learning mechanisms have been conserved or lost during the evolution of the complex behaviors demonstrated by amniote vertebrates.

Anuran amphibians, while generally understudied, are capable of several forms of learning (e.g., Schmajuk et al., 1980; Daneri et al., 2007; Mitchell and McCormick, 2013; Ramsay et al., 2013; Liu et al., 2016; Miller et al., 2018). The fire-bellied toad *Bombina orientalis* is a member of the *Bombinatoridae*, a group which occupies a basal position in anuran phylogeny (Yu et al., 2007) and follows a typical anuran life history with aquatic larvae and terrestrial adults, unlike the more established anuran models of the *Xenopus* genus which are derived aquatic specialists. *B. orientalis* offers a closer comparison with amniotes than phylogenetically more distant models, such as invertebrates or teleost fishes and shows extensive homology in brain structure with mammals (Laberge and Roth, 2007). Their phylogenetic position as a basal tetrapod, and brain homology, may help establish the ancestral tetrapod condition for brain structure and behavioral capacity, allowing us to address questions about the evolution of learning and memory.

Here we investigate the temporal sequence of gene expression after conditioning in the brain of the fire-bellied toad. We used a previously developed prey-catching conditioning task to initiate gene expression and assessed whole-brain gene expression by transcriptomic analysis at different time points following conditioning. The initial steps of short-term memory formation occur immediately after a learning event, and as such, transcriptomic analysis is not amenable to such short-term changes mediating early plasticity. Given that immediate early gene (IEG) expression is consistently associated with learning in vertebrates (Jarvis et al., 1995; Guzowski et al., 2001; Mokin and Keifer, 2005; Lau et al., 2011), and is activated very quickly and transiently, time-points must be considered which capture both IEG expression as well as related downstream genes whose expression depends on IEGs. Many IEGs are known to show expression as early as 30 min following a learning event and can persist for up to 4–6 h. Furthermore, there is evidence that structural changes of the neuron are still taking place for long periods after a learning event in mammals and late phase IEG activity appears to be a critical component for long-term memory persistence, for instance, *c-fos* shows late expression linked to the persistence of fear memory (Bekinschtein et al., 2008; Katche et al., 2010; Hertler et al., 2016). Therefore, early (2 h), intermediate (4 h), and late timepoints were included (24 h) in our study. If the underlying molecular pathways are conserved from anurans to mammals, we expect to see similar changes in transcription over time following conditioning. This study serves as a foundational step for investigating the molecular correlates of learning in *B. orientalis* and provides a new vertebrate model for the comparative study of the molecular mechanisms of learning and memory.

## Materials And Methods

### Animals

To quantify gene expression following conditioning, we trained 14 fire-bellied toads on a prey catching task in which the modification of a snapping response toward a visual prey stimulus by the administration of food reward was previously shown to involve learning (Ramsay et al., 2013). Animals were purchased from National Reptile Supply (Mississauga, ON) and housed in glass terrariums of 37 × 22 × 25 cm in dimension. Temperature was held constant at 21°C, and a 12/12 h light-dark photoperiod was maintained with light onset at 7 h. Terrariums were furnished with a rock-gravel substrate, broken clay pot pieces and large flat rocks for cover. The substrate was kept moist and the animals had constant access to water in a bowl. Prior to behavioral assays, toads were fed juvenile crickets (*Acheta domesticus*) dusted with vitamin and calcium supplements weekly, *ad libitum*. Individual toads were identified based on dorsal patterns of coloration. All procedures were approved by the University of Guelph animal care committee (animal utilization protocol #3590) under guidance from the Canadian Council on Animal Care.

### Testing Arena

Behavioral assays were performed in a Bussey-Saksida rodent touch screen chamber running the ABET II software (Lafayette Instrument, Lafayette, IN, United States) (Figure 1). Each chamber wall and the touch screen were covered with matte vinyl coverings adhering to the interior surfaces to prevent the toads from reacting to their own reflections. At the end of every testing session, the Plexiglas floor and screen surfaces were cleaned with a 5% Tergazyme^TM^ solution and rinsed with distilled water to remove mucus build-up left by the toads. The visual stimulus used to stimulate toad prey catching was an 8 × 3 cm video of moving crickets against a white background previously used for similar conditioning experiments (Ramsay et al., 2013), located in the center-bottom portion of the monitor flush with the floor of the enclosure (Figure 1). The video was displayed using ABET VideoTouch version 2.18.10.2 (Lafayette Instruments, Lafayette, IN, United States).

**FIGURE 1:**
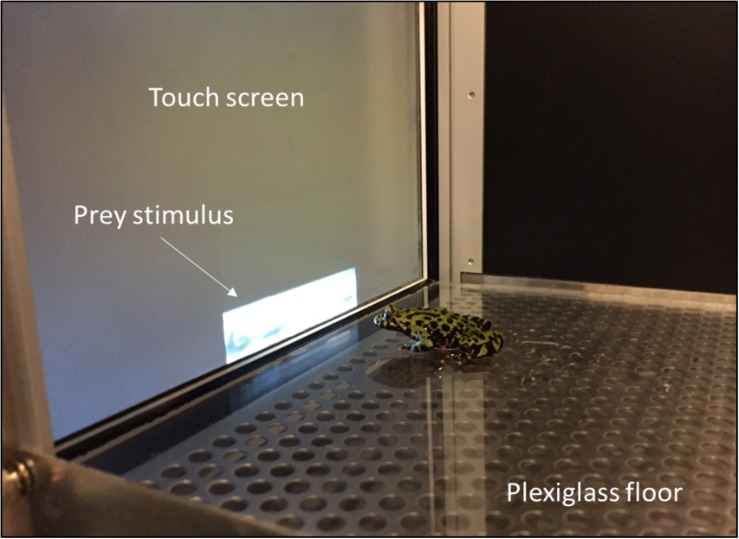
Training area for prey-catching conditioning. Toads were required to touch the prey stimulus five times, at which point the video was turned off and the toad fed a cricket (Photo by V. Lewis).

### Conditioning

Prior to conditioning, each toad was gently handled for 1 min once per day over 5 days, followed by one shaping trial, and 2 days of rest. Shaping consisted of placing a toad in the touch screen chamber for 1 min, with hand feeding of one cricket after 30 s. No video stimulus was playing during shaping trials. All toads successfully completed shaping (consuming the cricket presented) on their first attempt. Two days after the shaping trial, toads underwent prey catching conditioning for a period of about 1.5 h. Conditioning involved two sessions of six trials. The trials within each session were separated by an interval of 3 min, while the two sessions were separated by 30 min. A preliminary experiment showed that this conditioning protocol was sufficient to see a significant change in performance between the two sessions (Supplementary Figure S2). In each trial, toads were required to snap five times at the cricket video stimulus before manual administration of a cricket reward by the experimenter. During each conditioning trial, a toad was placed in the arena facing the video stimulus from a distance of 15 cm and given 2 min to complete the task. The time it took toads to execute the five snaps (i.e., latency to task completion) was measured. Toads were placed temporarily in a separate container between trials and sessions. To insure high prey catching activity, toads were not fed for 7 days before shaping and the size of cricket rewards administered during conditioning was kept small to minimize satiation.

Following completion of the two conditioning sessions, only toads whose performance improved by a pre-defined amount were selected for genomic analysis. This performance criterion was based on the average change in performance (i.e., decreased latency to task completion) between sessions 1 and 2 (Figure 2A). Toads which showed less than 20% decrease in average latency between sessions were not used for genomic analysis. Two toads out of 14 were rejected based on this criterion.

**FIGURE 2:**
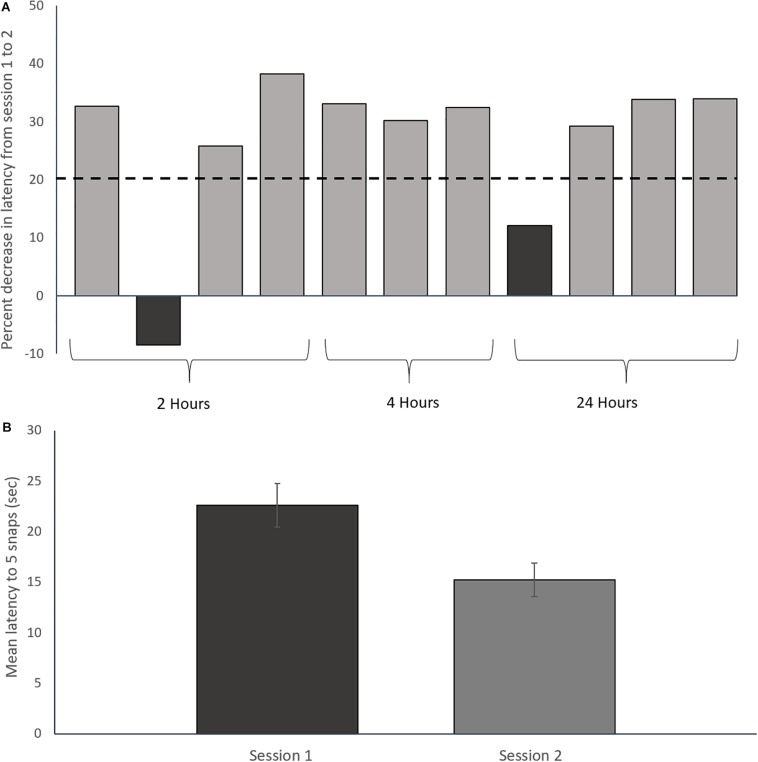
Prey catching conditioning results. **(A)** Percent decrease in latency to five snaps from session one to session two for each toad. The dashed line represents the rejection threshold, which was set to 1 standard deviation below the mean of two previous 2-session acquisition experiments (*n* = 20; 37% ± 15%; Lewis, unpublished). Dark bars are two rejected toads that were not used for transcriptomic analysis. Only toads showing a ≥20% decrease in latency between sessions 1 and 2 were used for transcriptomic analysis. **(B)** Mean prey-catching performance over 2 sessions of 6 trials for trained toads included in the study. Error bars represent ± Standard Deviation. The decrease in latency between sessions is statistically significant (Paired *t*-test: *t* = 9.07, *df* = 8, *p* < 0.01).

### Time-Course

We chose to assess brain gene expression at 2, 4, and 24 h post-conditioning to evaluate gene expression associated with the induction, expression and maintenance phases of long-term memory. The temporal pattern of gene expression following conditioning was studied by sacrificing groups of toads (*n* = 3 per group) at the three time points post-training. Sacrifice timepoints were based on time elapsed from the start of the first conditioning trial in the first training session. Each toad was returned to its home terrarium during the interval between the end of conditioning and sacrifice. Control toads (*n* = 3) were housed with the conditioned toads, and handled daily, but never experienced the touch-screen chamber and were sacrificed immediately after being removed from the terrarium. We faced important constraints in our choice of controls. First, we could not use unpaired controls within the time period of 2 h before sampling of the first group of toads because Ramsay et al. (2013) showed that unpairing the prey catching response and cricket administration by 5 min was insufficient to prevent an improvement in prey caching performance with training. In fact, longer delays of 1 h and 1 day had to be used to demonstrate that learning was involved in modification of the innate prey catching response. Second, because prey catching toward a moving prey stimulus is an innate response, a control procedure where toads exposed to the cricket stimulus would not be rewarded could produce aversive learning and thus not be a good control. Third, similar to exposure to the cricket stimulus on its own, controls that would simply be put into the experimental context without the video stimulus playing and without cricket administration could also produce aversive learning because we have observed regularly that fire-bellied toads put into a restricted space try to escape if nothing is there to capture their attention (Laberge, personal observations). In the end, we chose to use unexposed controls as the best method to assess gene expression induced by the prey catching conditioning procedure. This method allows only the assessment of gene candidates that could be associated with learning. We verified the likelihood that the expression of these gene candidates was involved in learning by comparison with other studies (see section Discussion).

### Brain Dissection

Before sacrifice, toads were anesthetized by immersion in a 0.05% solution of buffered tricaine methanesulfonate (Argent Chemical Laboratories, Redmond, WA, United States) until loss of reaction to a leg pinch (about 5 min). Thereafter, the head was cut, and the brain was quickly dissected (∼10 min) from a ventral approach in a physiological Ringer’s solution consisting of Na^+^ 129 mM, K^+^ 4 mM, Ca ^2+^ 2.4 mM, Mg^2+^ 1.4 mM, Cl^–^ 115 mM, HCO^3–^ 25 mM, and glucose 10 mM. Cranial nerves, the pituitary gland and the dura mater were removed before transfer of the brain in 700 μl of TRIzol^TM^ (Life Technologies Inc., Carlsbad, CA, United States) followed by freezing on dry ice. The whole brain was used from the olfactory bulbs to the caudal hindbrain, excluding the spinal cord. Therefore, the pathways responsible for control of prey catching behavior (e.g., midbrain: Ewert, 1967; medulla: Takei et al., 1987; Matesz et al., 2014) and their potential modification by learning or other processes (e.g., Carr et al., 2002) were all included in the analysis of molecular responses.

### RNA Extraction and Sequencing

To isolate brain tissue RNA, brains were thawed and ground up using a pestle in a 1.5 ml Eppendorf tube before a modified TRIzol^TM^ extraction protocol was used (Supplementary Material, Section 2). Extracted RNA was cleaned up using the RNeasy mini kit (Qiagen, Venlo, Netherlands) before samples were stored at −80^*o*^C. RNA concentration and quality were respectively assessed using the NanoDrop1500 (Thermo Fisher Scientific) and the Agilent 2100 Bioanalyzer (Agilent Technologies; RIN ≥ 1.9; Supplementary Figure S4 and Supplementary Table S8).

Library preparation and sequencing was done by The Hospital for Sick Children’s Center for Applied Genomics (Toronto, ON, Canada). Libraries were poly-a filtered and 125 bp strand specific, paired-end sequenced reads were produced at a depth of 25 million reads with a HiSeq2500 system (Illumina Inc., CA, United States). All raw RNA-seq data has been uploaded to the Gene Expression Omnibus (GSE135054).

### Analysis Pipeline

#### Quality Control

Removal of indexing base pairs and trimming of low-quality segments was performed using the FastQC/Trimmomatic tools (Babraham Bioinformatics, Cambridgeshire, United Kingdom). Approximately 250 million reads across the 12 samples were trimmed for quality and length resulting in ∼230 million clean reads (Supplementary Table S1).

#### *De novo* Assembly- Alignment -Annotation

*De novo* assembly of the *B. orientalis* brain transcriptome was performed using custom scripts within the Trinity assembly suite, which reconstructs transcripts by partitioning RNA-seq data into multiple De Bruijn graphs (Haas et al., 2013). Read alignment was performed using the Bowtie2 − > eXpress pipeline, and differential gene expression was analyzed using DESeq2 (Langmead and Salzberg, 2012; Roberts and Pachter, 2013; Love et al., 2014). Transcript abundance was estimated in a genome-free manner using the alignment-based eXpress tool. eXpress aligns raw reads back against the *de novo* transcriptome and outputs expression-count estimates in Transcripts Per Million (TPM). DESeq2 uses these count estimates to analyze differential gene expression. Analysis was done in a pair-wise fashion, with each post-training time point being compared against the control. Differentially expressed genes (DEG) were sorted by a strict ≥ 1 log^2^ fold-change and the P-values reported by DESeq2 were used to calculate False Discovery Rates (FDR) for all transcripts using the Benjamini-Hochberg transformation (0.1 ≥ FDR, Benjamini and Hochberg, 1995). Annotation of the *de novo* transcriptome was performed using the Trinotate annotation suite (Haas et al., 2013), which is part of the Trinity platform. Trinotate takes the *de novo* assembly, uses the program Transdecoder (Haas et al., 2013) to estimate the longest open reading frames, and performs multiple BLAST homology searches against local databases (NCBI_nr, Swissprot, KEGG, GO).

Analysis of possible taxonomically-restricted anuran gene orthologs in the *B. orientalis* transcriptome was accomplished by homology search against model *Xenopus* spp. genomes. Two current *Xenopus* genomes (*X. laevis*, v2; *X. tropicalis*, v9.1) were combined to create a local database and a homology search was performed with the *B. orientalis* transcriptome using NCBI’s BLASTx tool (Altschul et al., 1990; Camacho et al., 2009). The resulting orthologs were then subjected to a protein motif survey to determine coding vs. non-coding transcripts. NCBI’s ORFinder website was used to find all open reading frames (ORF), then a motif search was performed for every ORF with an amino acid length greater or equal to 100. The motif survey was performed using the MyHits online portal (Pagni et al., 2007).

#### Hierarchical Clustering and Enrichment Analyses

Hierarchical clustering of co-expressed genes was performed using the Java-based desktop application Multi-Experiment Viewer (MeV; Chu et al., 2008) using K-means clustering with test parameters set to default (Pearson Correlation distance measure, Absolute distance used, and a Maximum Iteration of 50). Unsorted DEG in the dataset (122981 transcripts; Gene Omnibus: GSE135054) were sorted into 11 co-expression clusters. Gene Ontology enrichment analysis was performed on three clusters (2, 4, and 24 h absolute expression peaks; Figure 3) using the DAVID Bioinformatics Resources website and the PANTHER classification system (Thomas, 2003; Huang et al., 2009), with each cluster individually compared to a background gene list consisting of all gene annotations (*n* = 19,290 non-redundant annotated transcripts). The ratio of functional group genes to all genes in the set was compared between the individual clusters and the background, and functional groups were considered enriched if the number of genes in a cluster was significantly different compared to the background (Fisher’s exact test *p* ≥ 0.05). Finally, while Gene Ontology enrichment analysis provides an estimate of what functions may be affected by the treatment, they tell us little about possible molecular pathways that may be involved. In order to investigate the pathways involved, we searched the Kyoto Encyclopedia of Genes and Genomes (KEGG) database using the DAVID Bioinformatics resource and performed a similar enrichment analysis.

**FIGURE 3:**
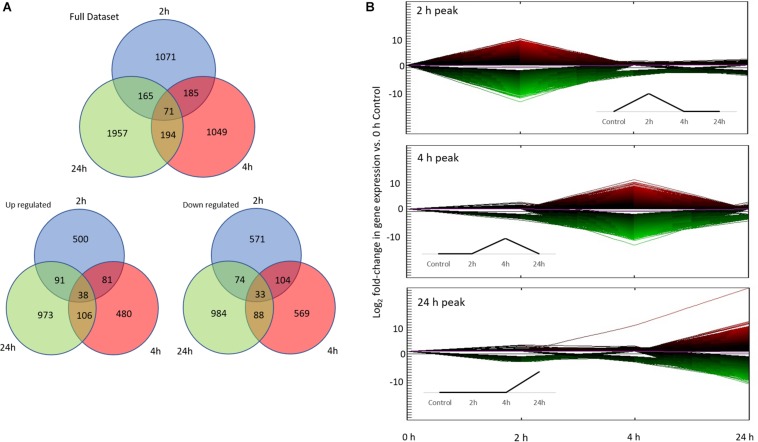
Differential gene expression associated with conditioning. **(A)** Number of differentially expressed genes (DEG) in each treatment (2, 4, 24 h) vs. control (0 h; total of 4692 DEG). The first Venn diagram includes the full data set, while the bottom two diagrams show up/down regulated gene numbers separately. **(B)** The top three co-expression patterns of all 122981 unsorted DEG based on hierarchical clustering. More than 90% of DEG fall into these three co-expression patterns: 2, 4, and 24 h peak. Line color represents direction and magnitude of gene expression; red is up regulated while green is down regulated. Inset figures are idealized up-regulated co-expression patterns.

## Results

### Behavior

The 12 toads included in the study significantly improved prey catching performance between the first and second training sessions as demonstrated by a reduction in mean latency to complete 5 snaps between the training sessions (Figure 2B; paired *t*-test: *t* = 9.07, *df* = 8, *p* < 0.01; Supplementary Figure S3).

### Transcriptome Details

RNA-sequencing resulted in 268,925,312 raw reads across the 12 samples and yielded a total of 259,530,365 clean reads (96.5% of raw reads) following quality control procedures (Supplementary Table S1; Gene Omnibus: GSE135054). 

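The libraries are poly-A RNA-seq of whole brain from 12 toads, 1 library per toad: 3 controls and 3 trained toads each at 2, 4 and 24 h after the first conditioning trial. The values used here are the authors' deposited TPM and FPKM per assembled transcript, which eXpress computed from reads aligned with Bowtie2 and which come without counts. The number of fragments behind each library was therefore estimated from the steps between the lowest FPKM values. The median estimate was 14.49 M fragments in the controls, 15.06 M at 2 h, 14.63 M at 4 h and 15.3 M at 24 h, with a range over the 12 libraries of 12.88 to 15.62 M. At this depth a single fragment on a transcript of 1000 bases gives a TPM between 0.0498 and 0.0611, so values near 0.1 TPM rest on very few fragments.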

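The deposited sequences of the merged assembly have a median length of 311 bases, a mean of 531.2, an N50 of 668 and a GC content of 39.6%. Of the Trinity genes, 543834 hold 1 transcript only. The expression tables list 1170034 transcripts of 671607 Trinity genes, and between 317197 and 345445 transcripts per library reach 0.1 TPM.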

Transcriptome assembly resulted in 1,236,332 total transcripts consisting of 656,704,220 BP and ultimately 714,091 non-redundant “Trinity” genes (non-isoform transcripts; Supplementary Table S2). Replicate variability was tested using a correlation matrix comparing TPM values across treatments and clearly showed greater between- than within-treatment variability (Supplementary Figure S1). 

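Pearson correlations of log2(TPM + 1) over 1170034 transcripts averaged 0.742 between toads of the same group and 0.741 between toads of different groups. The difference of 0.0012 was reached or exceeded by 1300 of the 15400 ways of placing 12 libraries into 4 groups of 3 (exact permutation p = 0.0844). Within groups the correlations ran from 0.735 to 0.751. For single libraries the mean correlation with the own group was 0.739 to 0.747 and that with the other groups 0.734 to 0.747. The choices that moved the difference most were keeping only transcripts at 0.1 TPM or more in all 12 libraries, with 0.0023 (exact permutation p = 0.0884), and Spearman correlations, with 0.0001 (exact permutation p = 0.432). Without the controls it was 0.0018 (14 of 280 placements, exact permutation p = 0.05), and for TPM summed per gene symbol it was 0.0004, with both means at 0.981 (p = 0.0769).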

Alignment of raw reads back to the transcriptome resulted in an average of 23% uniquely mapped reads, with an average of 93% overall alignment quality across all samples (Supplementary Table S2).

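In the authors' deposited annotation, 89831 transcripts carry a Swiss-Prot hit (7.27% of all transcripts, 15288 gene symbols) and 273529 carry a BLASTX protein hit (22.1%), with 89464 carrying both. A GO term is attached to 87236 transcripts. Counted per Trinity gene, 35627 have a Swiss-Prot hit, 135612 a BLASTX hit, and 135757 (19.0%) either of them.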

As there is currently no publicly available genome for *B. orientalis*, 714,091 aligned transcripts were annotated using sequence Blast homology searches against the NCBI_nr and Swissprot protein databases, resulting in 137,305 transcripts annotated to 24,830 non-redundant genes (19.2% of transcriptome). All BLAST searches reported here were based on a cut-off of *E* ≥ 0.005 with a minimum Percent Similarity of 30%.

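Each time point was tested against the controls with limma (trend and eBayes) on log2(TPM + 0.1), since the deposited values are TPM and not counts. Transcripts entered a comparison if they reached 0.1 TPM in at least 3 of its 6 libraries, and those with a Benjamini-Hochberg adjusted p of at most 0.1 and a log2 fold change of at least 1 in either direction are counted here as differentially expressed. The median residual standard deviation of single transcripts was 1.04 log2 units, against 0.22 at 2 h when TPM was summed per gene symbol. In simulated data with log2 fold changes of -3, -2, 2 or 3 put into 200 transcripts, the test recovered 10, 4 and 2 of them at 2, 4 and 24 h while 195, 198 and 197 had the right sign. For gene symbols it recovered 194, 193 and 184 of 200. All simulated changes lay in features with a mean of about 1 TPM or more. Recovery for lower features, or for changes nearer the limit of 1, was not simulated. With 3 toads against 3, the smallest p that an exact rank test can give is 0.1.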

Differential expression was analyzed across three time points by comparing gene expression against the controls. A total of 122,981 contigs were found to be differentially expressed before sorting for fold change and FDR. 

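The authors' deposited tables of the 3 comparisons list 103436 transcripts at 2 h, 103324 at 4 h and 103136 at 24 h, and 122981 appear in at least 1 of them. These are the transcripts given a fold change and p, before any limit on either. In the limma test 284753, 282969 and 281734 transcripts were tested, of which 17826 (6.26%), 17589 (6.22%) and 17422 (6.18%) had an unadjusted p below 0.05. In 10.3%, 10.1% and 10.2% of those tested, all 3 trained toads lay on the same side of all 3 controls, and 10% do so by chance.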

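Differentially expressed by the limma test were 53 transcripts at 2 h (27 higher, 26 lower), 19 at 4 h (12 higher, 7 lower) and 7 at 24 h (4 higher, 3 lower), 74 in total, with 1 shared by all time points. The 3 comparisons use the same control toads, so part of the overlap is built in. In 20 simulations with shared controls and no effect, a mean of 0.3 transcripts (0 to 2) passed in any comparison and 0 in more than 1. Other splits of the same 6 libraries gave 0 to 51 transcripts at 2 h, 0 to 52 at 4 h and 2 to 60 at 24 h. Summed per Trinity gene the numbers were 9, 0 (limma smallest adjusted p 0.161, 12591 of 207262 with unadjusted p below 0.05) and 9, and per gene symbol 14, 8 and 2. The choice that moved the numbers most was 1 fit over all 4 groups, with 1589, 1516 and 1486. All of the transcripts found here are among those that pass in the authors' deposited DESeq2 tables, which hold 1450 at 2 h (689 higher, 761 lower), 1458 at 4 h (685 higher, 773 lower) and 2321 at 24 h (1162 higher, 1159 lower) at the same limits. Of these, 1313, 1319 and 1955 could be tested with limma, all with the same sign, and 96.6%, 96.8% and 92.6% had an unadjusted p below 0.05. Over all 1450, 1458 and 2321, the median absolute log2 ratio of group means of TPM + 0.1 was 3.83, 3.82 and 3.38 for the transcript and 0.42, 0.36 and 0.44 for the sum of its Trinity gene.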

Ultimately, a total of 4,692 transcripts were found to be significantly differentially expressed overall (*p* ≤ 0.1 FDR, | Fold change| ≥ 2; Figure 3). Of these, 1,344 annotated DEG were of use (557 genes with *Uncharacterized Protein* accessions were ignored for subsequent enrichment analysis). 

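Of the transcripts differentially expressed in the limma test, 11 carry a Swiss-Prot hit. Those with the largest changes are isoforms of cyclin-L1 (*ccnl1*) at 2 h, below 0.001 TPM on average in controls and at 18.3 ± 12.3 TPM after training (limma adjusted p = 0.088), of the V-type proton ATPase subunit F (*atp6v1f*) at 2 h (29.8 ± 12.3 to 0.104 ± 0.0941 TPM, log2 fold change -7.21, adjusted p = 0.069) and 4 h (-7.41, adjusted p = 0.0897), of the UAP56-interacting factor (*fyttd1*) at 2 h (0.00868 to 10.8 ± 1.99 TPM, adjusted p = 0.0687), of annexin A5 (*anxa5*), below 0.001 TPM on average in controls and at 28.4 ± 5.87 TPM at 4 h (adjusted p = 0.0392) and 39.7 ± 6.09 TPM at 24 h (adjusted p = 0.0523), and of protein phosphatase inhibitor 2 at 24 h (32.9 ± 1.75 to 0.188 ± 0.129 TPM, -6.93, adjusted p = 0.0884). Fold changes against a group at or near 0 depend on the constant added before taking logarithms and set no bound. The sums over all transcripts of the same gene symbol changed by 1.92 (*ccnl1*), 0.32 and 0.21 (*atp6v1f*), 1.10 (*fyttd1*), 0.32 and 0.47 (*anxa5*) and 0.03 (phosphatase inhibitor 2). Among these sums only that of *fyttd1* was differentially expressed (limma adjusted p = 0.0129).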

All subsequent expression profile and enrichment analyses were performed on these 1,344 annotated DEG.

Finally, a homology search of the 557 uncharacterized DEG against the *Xenopus* spp. database found 39 orthologs. Of these 39, 22 orthologs were upregulated and 17 were downregulated, with the majority (34) showing expression at a single timepoint (2, 4, or 24 h; Supplementary Table S6). 

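In Supplementary Table S6 itself, 17 of the 39 lines hold positive fold changes and 22 negative ones, and 1 line holds the fold change that the authors' deposited table gives for its transcript. Several values on other lines are the deposited ones of another transcript in the same list. Examples are -10.97 at 2 h and 12.08 at 4 h. Of the 39 transcripts, 27 could be tested with limma at all 3 time points. There 6 lay above the controls at every time point, 13 below, and the rest on both sides. One was differentially expressed at 4 h, with a log2 fold change of 7.63. None carries a Swiss-Prot hit, and 0 pass at all 3 time points in the deposited tables.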

Finally, 23 out of the 39 uncharacterized orthologs contained a protein motif, 15 of which showed a strong motif match (Sigrist, 2002), suggesting that most of these taxonomically-restricted transcripts were effectively coding for proteins (Supplementary Table S6).

### Identification of Distinct Temporal Co-expression Patterns

To analyze gene expression patterns over time (both up and down regulation of genes), we adapted the time points of our experiment based on *a priori* expectations informed by the literature on molecular responses associated with learning. These time points are: *Early* (2 h), *Intermediate* (4 h), *Late* (24 h) in comparison to the beginning of the experiment (0 h). We then performed an unbiased clustering analysis on the entire unsorted DEG dataset (122981 DEG), which resulted in 11 co-expression patterns based on absolute expression levels. 

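Sorted by the group with the highest mean TPM, the 122981 listed transcripts peak in the controls in 25.9%, at 2 h in 27.5%, at 4 h in 25.2% and at 24 h in 21.4%, so that 74.1% peak at some time point after training. In 100 random regroupings of the 12 libraries the share peaking in the 3 groups standing in for the time points ran from 72.5% to 78.2%. For the 4569 transcripts that pass the authors' limits in a deposited comparison, 39.1% peak in the controls, 18.6% at 2 h, 18.2% at 4 h and 24.1% at 24 h, or 60.9% at any time point. These transcripts were selected for differing from the controls. The paper's profiles come from K-means clustering with Pearson correlation and absolute distance, and they hold up- and downregulated transcripts. Shares by highest mean are another measure and cannot be set against the paper's share.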

Of the 11 co-expression patterns, the majority of DEG (>90%) were found in the *Early, Intermediate*, and *Late* co-expression peak profiles (Figure 3). Hence, all subsequent analyses were performed on these three co-expression profiles.

### Enrichment Analysis and Annotation of Co-expression Groups

High level gene ontology annotation (GO) was performed on the three co-expression profiles identified above. GO annotations are separated into three broad categories: biological processes (BP), cellular component (CC), and molecular function (MF). All genes were sorted into first level GO sub-groups (herein referred to as functional groups) within these categories (Figure 4). In the biological process category, 989 genes were assigned to eight functional groups with the largest number of genes within the cellular and metabolic processes groups (Figure 4A), indicating that at the highest GO functional group level most DEG are involved in processes related to cell metabolism, growth, and maintenance. The cellular process functional group was unpacked to give a better idea of the specific processes involved. Interestingly, most genes in this group fall into the cytoskeleton organization (GO:0007010), and gene expression (GO:0010467) functional groups by GO level 4 (Figure 4D). In the cellular component category, 620 genes were assigned to eight functional groups with cell part and organelles showing the greatest gene assignment (Figure 4B). Lastly, in the molecular function category, 441 genes were assigned to six functional groups, with catalytic activity and binding being most represented (Figure 4C).

**FIGURE 4:**
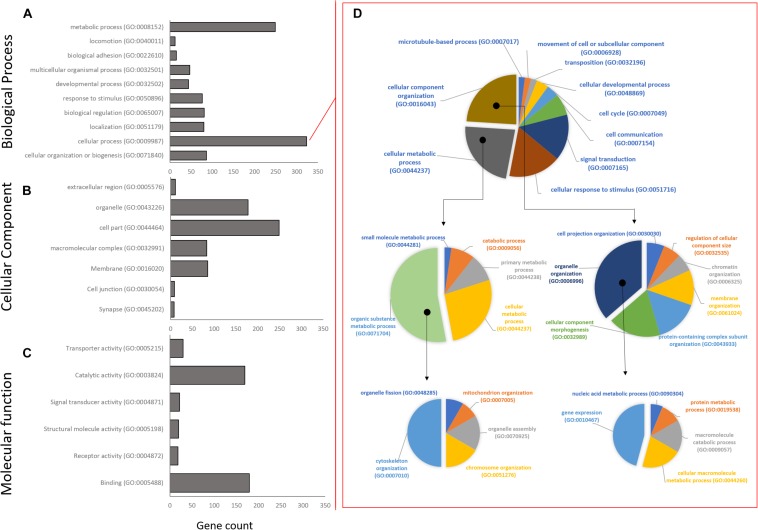
Distribution of Gene Ontology assignments for all annotated DEG transcripts. **(A)** Biological process functional group. **(B)** Cellular component group. **(C)** Molecular function group. Horizontal bars represent the number of DEG found in the associated level 1 Gene Ontology functional classification. **(D)** The largest Biological Process group, Cellular Process, has been expanded to show relative distribution of DEG at GO levels 2–4. Isolated segments represent expanded subgroup in subsequent charts on the right. The majority of DEG in the Biological Process group belong to cytoskeletal organization and gene expression.

Following GO annotation, a functional group enrichment analysis was performed. Significant GO groups consisting of 2 or less genes were omitted. In total, the *Early* co-expression profile consisted of 10 BP, 16 CC, and 6 MF enriched functional groups, the *Intermediate* profile consisted of 18 BP, 8 CC, and 3 MF enriched groups, and the *Late* profile consisted of 11 BP, 7 CC, and 12 MF enriched groups (Figure 5 and Supplementary Tables S3A–C).

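For the 39 biological process groups of Supplementary Tables S3A–C, the annotated gene symbols found differentially expressed with limma (2 up and 1 down at 2 h, 1 up and 1 down at each later time) were compared with all annotated symbols tested. They fell into these groups 1 time against 0.8 by chance, and 0 of 39 groups had a one-sided Fisher p of at most 0.05. The choice that moved this most was the set of transcripts: with those passing in the authors' deposited tables, symbols fell into the groups 217 times against 124.2 by chance, 14 of 39 groups had a Fisher p of at most 0.05 and 9 a Fisher p adjusted over the groups of at most 0.1. The paper's table gives 218 genes in the same groups. Of the 39 groups, 2 have 0 members in the annotation used and could not pass, and 1 has 1 member. The limma lists at 4 and 24 h hold 1 symbol in each direction. The transcription groups there, with 0.07 or 0.11 expected by chance, could not reach a Fisher p of 0.05 either. Symbols passing in the deposited tables have a median of 4 tested transcripts against 2 for the 13024 that do not, so a gene with more isoforms has more chances to enter. The 39 groups are those the paper found enriched in its own lists from the same libraries. The chance numbers and the adjusted p do not account for that selection. The enrichment values printed for single time points are those of the deposited tables and carry the same limit.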

**FIGURE 5:**
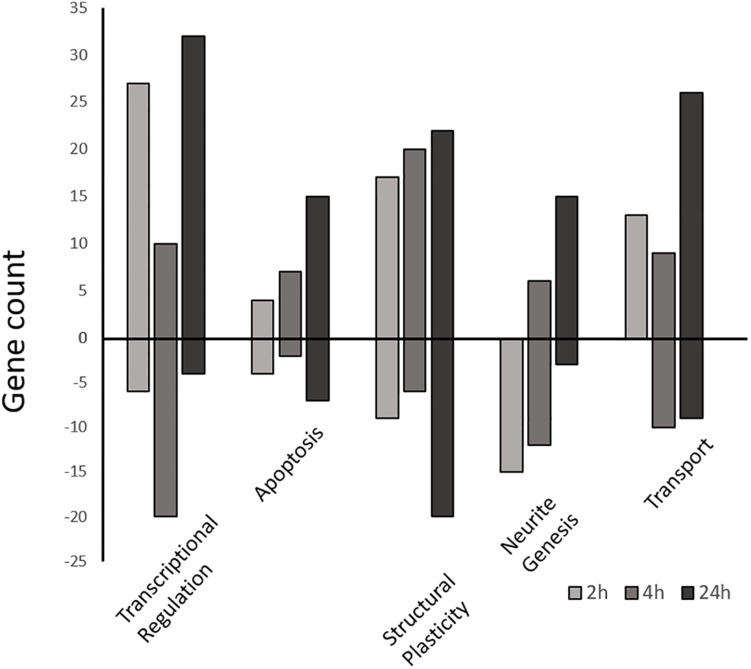
Differentially expressed gene counts associated with similar functional categories. Gene ontology enriched functional groups for each time-point (2, 4, and 24 h) were grouped by functional similarity and plotted as a function of gene number. Positive bars represent upregulated genes vs. the control, while negative bars are downregulated genes. All genes part of the enrichment analysis as well as manually selected genes (Supplementary Tables S4A–C) are included.

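Among the 161 annotated gene symbols with a transcript higher at 2 h in the authors' deposited table, 19 belong to regulation of transcription against 11.04 by chance (Fisher p = 0.0142). For actin filament organization the number was 3 against 0.86 (Fisher p = 0.0544), actin cytoskeleton organization 2 against 1.35 (p = 0.393), axon guidance 3 against 1.68 (p = 0.236) and protein transport 6 against 4.15 (p = 0.237). Of the 7 groups, 1 had a Fisher p of at most 0.05.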

At the *Early* time point most upregulated genes are related to transcriptional regulation, followed by structural plasticity-related genes (actin filament and cytoskeleton organization; axon guidance; positive regulation of synapse assembly), and intracellular transport genes (transport, protein transport; Supplementary Table S3A). This activity is localized mainly to the nucleus, intracellularly, and to neuronal cell bodies, with some activity in the axon and growth cone. The MF group shows some minor protein dimerization activity but is dominated by DNA binding activity. Conversely, other groups related to structural plasticity and genesis of neuronal extensions are down-regulated at 2 h (neuron projection development, microtubule cytoskeleton organization).

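Of the 151 gene symbols with a transcript lower at 2 h in the authors' deposited table, 5 belong to neuron projection development against 1.21 by chance (Fisher p = 0.00735) and 3 to microtubule cytoskeleton organization against 0.68 (p = 0.0305).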

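At 4 h, 146 gene symbols have a higher transcript in the authors' deposited table. Axon guidance holds 5 of them against 1.52 by chance (Fisher p = 0.0184), endocytosis 4 against 1.32 (p = 0.043), cell-cell adhesion via plasma membrane adhesion molecules 2 against 0.38 (p = 0.0561), cell-matrix adhesion 2 against 0.65 (p = 0.137) and homophilic cell adhesion 3 against 1.32 (p = 0.145).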

The *Intermediate* time point shows up-regulation in several genes related to structural plasticity GO groups (axon guidance; single organismal cell-cell adhesion; homophilic cell adhesion via plasma membrane adhesion molecules; heterophilic cell-cell adhesion via plasma membrane cell adhesion molecules; cell-matrix adhesion; Figure 5 and Supplementary Table S3B) as well as endocytosis, apoptosis, and metabolic activity. The MF category shows nucleic acid binding activity, while activity localizes mainly to the mitochondrion, transcription factor complex, and filopodium. The most suppressed biological process group is regulation of transcription followed by protein modification, axonogenesis, and metabolic activity.

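In the authors' deposited table 160 gene symbols have a transcript lower at 4 h. They include 15 of regulation of transcription against 10.86 by chance (Fisher p = 0.127), 5 of protein autophosphorylation against 1.6 (p = 0.0221), 4 of positive regulation of neuron projection development against 0.95 (p = 0.015), 1 of axonogenesis against 0.95 (p = 0.616), 2 of glutamine metabolism against 0.19 (p = 0.0154) and 2 of glucose metabolism against 0.53 (p = 0.0979). Adjusted over the groups, the Fisher p of neuron projection development and of glutamine metabolism is 0.0959 each.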

Finally, the *Late* time point also shows most up-regulated genes that are related to transcriptional regulation (regulation of transcription, DNA-templated; transcription, DNA-templated). 

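With 235 gene symbols higher at 24 h in the authors' deposited table, regulation of transcription holds 25 against 16.19 by chance (Fisher p = 0.02) and transcription 33 against 26.35 (p = 0.102).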

Interestingly, while showing some structural plasticity gene enrichment (actin filament organization, focal adhesion assembly, cytoskeleton organization), and glucose metabolic gene enrichment (positive regulation of glucose import), the late profile shows strong up-regulation of apoptotic process genes (positive regulation of apoptotic process; Figure 5; Supplementary Table S3C). Conversely, the most suppressed groups include cell cycle, actin filament bundle assembly, and cell-cell adhesion. 

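At 24 h the authors' deposited table places 8 higher gene symbols in positive regulation of apoptotic process against 3.87 by chance (Fisher p = 0.0407, adjusted p = 0.122), 2 in focal adhesion assembly against 0.34 (p = 0.0439), 2 in positive regulation of glucose import against 0.37 (p = 0.0527), 3 in cytoskeleton organization against 1.51 (p = 0.191) and 1 in actin filament organization against 1.26 (p = 0.72).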

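Among 247 gene symbols lower at 24 h in the authors' deposited table, 13 are of the cell cycle against 5.63 by chance (Fisher p = 0.00441), 3 of actin filament bundle assembly against 0.48 (p = 0.0121) and 1 of cell-cell adhesion against 1.12 (p = 0.677).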

The *late* profile only shows molecular function activity in the Metabolic Processes and Binding groups. The binding group involves activity related to peptide binding (metal ion binding), DNA/RNA binding, and actin binding. While the metabolic group includes nuclease activity (endonuclease activity), proteolysis activity (aspartic-type endopeptidase activity) and polymerase activity (RNA-directed DNA polymerase activity). Furthermore, the most suppressed MF group is cadherin binding involved in cell-cell adhesion. Lastly, most enriched activity is localized to the spindle and nuclear matrix.

Enriched functional groups within the Biological Process category were used to group DEG under the following general, high level, subjectively selected functional headings: transcriptional regulation, structural plasticity, transport, apoptosis, and neurite genesis (Supplementary Tables S4A–C). In this way genes not represented in the enrichment analysis could be included and discussed. A total of 239 additional DEG from this study were ultimately included.

### Pathway Analysis

We searched the KEGG database using all 1,344 annotated DEG to identify putative biological pathways represented in our transcriptome (Table 1). Interestingly, pathways related to virus infection were enriched (hsa05169: Epstein-Barr, hsa05168: herpes simplex), as well as two structural plasticity pathways (hsa04360: Axon guidance, hsa04514: Cell adhesion molecules), and a protein processing pathway (hsa04141: Protein processing in endoplasmic reticulum).

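Table 1 shows 28 changes of a gene at a time point, and 21 of the transcripts behind them could be tested with limma. All 21 had the direction of the table, 17 had an unadjusted p below 0.05, and 0 were differentially expressed. In 22 of the 28 the toads of the groups did not overlap, which 10% of transcripts do by chance when not selected, but the authors selected these on the same libraries. Summed per gene symbol, 20 of 27 had the same direction and 3 an adjusted p of at most 0.1: *c-fos* at 2 and 4 h and *drb1-9* at 2 h (6.21, 3.82 and 9.34 TPM in controls and below 0.001 in each of the 2 h toads, limma adjusted p = 0.0064). The sum of *drb1-9* also varied among toads outside this comparison, with 1.02e-26, 3.7e-27 and 4.6 TPM at 4 h and 4.21, 0.965 and 9.46 at 24 h. The median absolute log2 fold change was 2.31 for the transcripts, 0.24 for the Trinity genes and 0.19 for the gene symbols. An example is *rnf5* at 24 h, whose isoform rose from 4.23 ± 2.99 to 20.9 ± 2.24 TPM (log2 fold change 2.61, limma adjusted p = 0.232) while the gene as a whole went from 22.0 to 25.4 TPM (0.22).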

**TABLE 1:** Enriched KEGG pathways, their constituent genes, and expression levels relative to control.

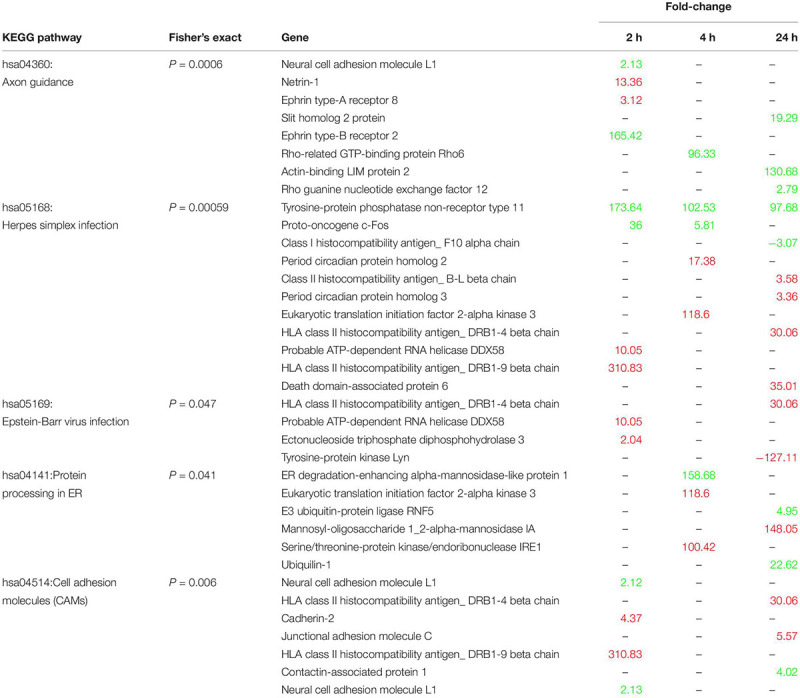

**Each gene within a given pathway is shown with its expression fold-change vs. the control.* Red is down-regulation and green is up-regulation.*

### Temporal Expression Patterns After Conditioning

There are currently over 100 described immediate early genes (IEG), and a subset of those are known to be induced during learning tasks (Clayton, 2000; Minatohara et al., 2016). Multiple learning related IEG’s were positively expressed at 2 h post-conditioning in *B. orientalis*, with a few at 4 h but none at 24 h (Table 2). 

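Of 45 IEG listed from general knowledge of activity-regulated genes, 38 were measured, with TPM summed per gene symbol. At 2 h 36 of the 38 lay above the controls (median log2 fold change 0.49, fry p = 0.000398, camera with estimated correlation p = 0.00529), at 4 h 36 of 38 (0.48, fry p = 0.00011, camera p = 0.00154) and at 24 h 28 of 38 (0.22, fry p = 0.0985, camera p = 0.13). The 9 IEG that the paper names as changed are in this list and were picked from these same libraries. The choice that moved the result most was leaving out the third 24 h toad, which gave a fry p of 0.00712 at 24 h, and over the other alternatives p reached 0.255. Of the 12 changes of a named IEG in Table 2, 11 could be tested as a transcript, all in the same direction with an unadjusted p below 0.05 and 0 differentially expressed. Summed per gene symbol, all 12 had the same direction and 9 a limma adjusted p of at most 0.1. Not named in the paper but differentially expressed as a sum was *egr4* at 2 h (2.49 ± 0.361 to 9.67 ± 1.4 TPM, log2 fold change 1.91, limma adjusted p = 0.0129) and 4 h (7.96 ± 1.13 TPM, 1.64, adjusted p = 0.039). The sum of *npas4* rose at 2 h to 14.1 ± 1.18 TPM (1.71, limma adjusted p = 0.00924).

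**Figure D1:**
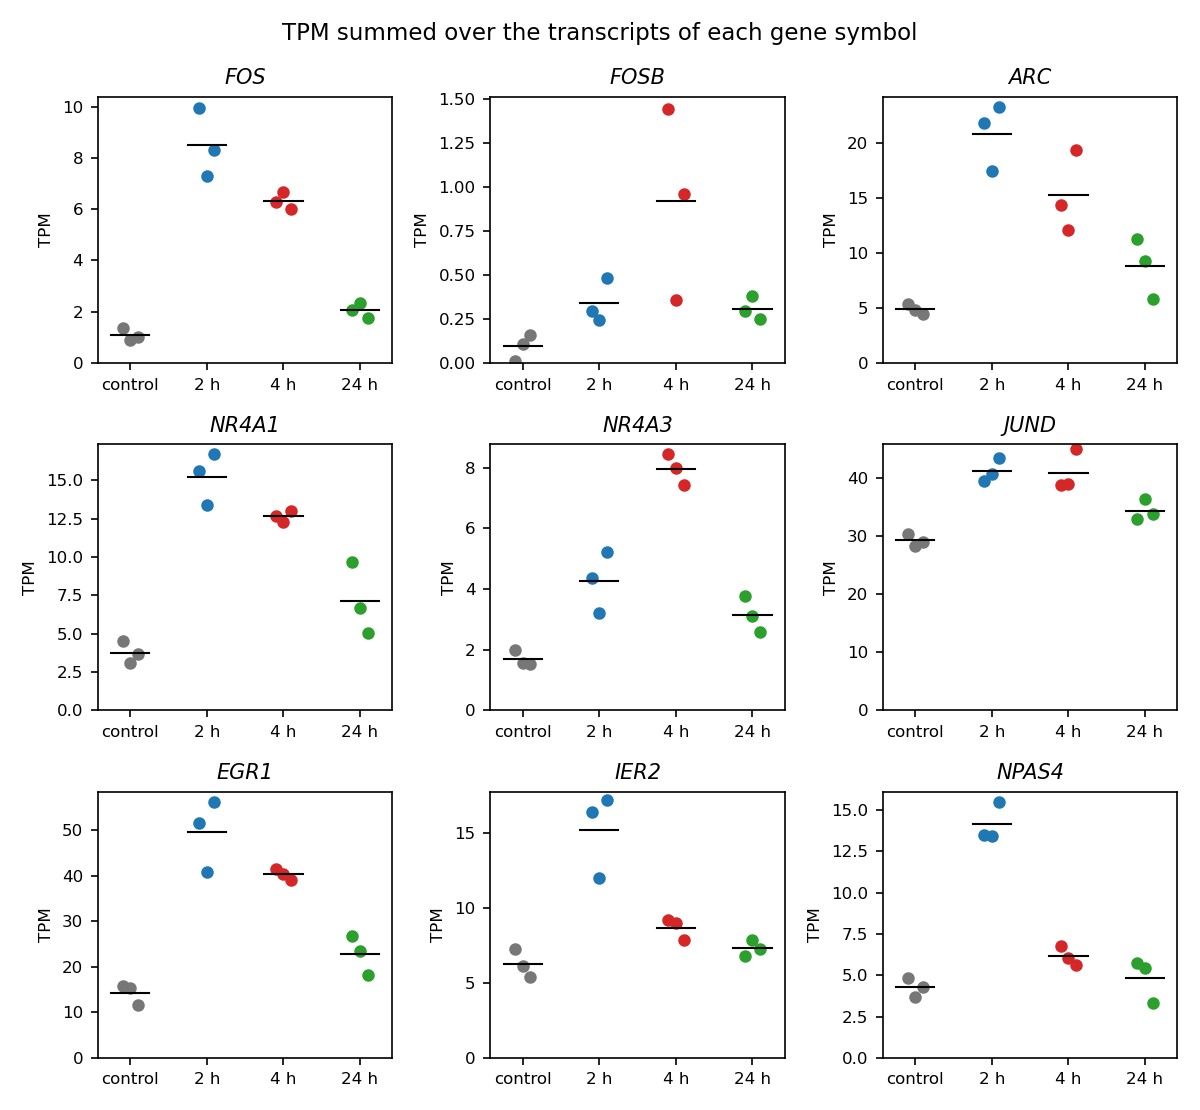
TPM summed per gene symbol in each library for 9 IEG, with bars at the group means. For FOS the 2 h toads lie at 9.95, 7.3 and 8.32 TPM and the controls at 1.37, 0.908 and 1.0.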

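The isoform of *c-fos* that Table 2 reports at 2 h went from 0.065 ± 0.0258 TPM in controls to 2.56 ± 3.68 TPM, too few libraries at 0.1 TPM for a test, and a second isoform at 4 h went from 0.532 ± 0.277 to 3.15 ± 2.46 TPM (log2 fold change 2.14, standard error 0.76, limma adjusted p = 0.623). The transcripts with a Swiss-Prot hit for *c-fos* together stood at 1.09 ± 0.244 TPM in controls, 8.52 ± 1.34 at 2 h (2.86, standard error 0.20, limma adjusted p = 0.00677), 6.32 ± 0.33 at 4 h (2.45, adjusted p = 0.0106) and 2.06 ± 0.288 at 24 h (0.87, adjusted p = 0.858). Over the alternatives the limma adjusted p of this sum ran from 0.00721 to 0.088 at 2 h and from 0.00698 to 0.15 at 4 h. Isoforms of the same Trinity gene without such a hit are left out of the sum. Among them, one of 248 bases stood at 2.61, 1.39 and 12.4 TPM in the 2 h toads and at most 0.00192 in the controls. The isoform of *fosB* rose at 4 h from 0.00204 ± 0.00275 to 0.249 ± 0.101 TPM (limma adjusted p = 0.198), values at the limit of detection. Its sum had log2 fold changes of 1.23 at 2 h, 2.32 at 4 h (limma adjusted p = 0.61, 0.569 to 0.884 over the alternatives) and 1.15 at 24 h.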

Members of the Fos family *c-fos* and *fosB* were found to peak either early or intermediately and return to baseline by 24 h. 

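For *arc/arg3.1*, a gene with 1 transcript, TPM was 4.89 ± 0.455 in controls, 20.9 ± 3.0 at 2 h (log2 fold change 2.06, standard error 0.24), 15.3 ± 3.75 at 4 h (1.60, standard error 0.28) and 8.78 ± 2.77 at 24 h (0.78, standard error 0.34). The limma adjusted p was 0.177, 0.171 and 0.862 among all transcripts, and 0.00665 at 2 h and 0.0779 at 4 h among gene symbols. Leaving out any 1 library gave 1.98 to 2.18 at 2 h and 1.42 to 1.76 at 4 h. The transcript of *nr4a1* rose from 1.96 ± 1.06 to 10.7 ± 1.06 TPM at 2 h (2.52, limma adjusted p = 0.177) and 6.41 ± 1.23 at 4 h (1.77, adjusted p = 0.317), with 4.88 ± 2.15 at 24 h (1.31, adjusted p = 0.838). Its sum changed by 2.00, 1.75 and 0.88 (limma adjusted p = 0.0108, 0.0148 and 0.858). The isoform of *egr1* rose from 0.512 ± 0.202 to 1.99 ± 0.45 TPM at 2 h (1.81, limma adjusted p = 0.443) and changed by 0.15 at 4 h, whereas the sum over the gene went from 14.3 ± 2.2 TPM to 49.6 ± 7.88, 40.3 ± 1.11 and 22.8 ± 4.23 (1.79, 1.50 and 0.67, adjusted p = 0.0134, 0.0148 and 0.858).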

The genes *arc/arg3.1, nr4a1*, and *egr1* were found to peak at 2 h, showed reduced expression by 4 h and returned to baseline by 24 h. The genes *jund* and *ier2* were both differentially expressed only in the 2 h treatment. 

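The transcript of *jund* rose from 10.6 ± 1.22 TPM to 22.1 ± 3.89 at 2 h (log2 fold change 1.05, adjusted p = 0.179 in limma) and 21.2 ± 2.85 at 4 h (1.00, adjusted p = 0.176), and stood at 15.7 ± 1.23 at 24 h (0.57, adjusted p = 0.733). In the authors' deposited table, made with DESeq2, its value at 4 h is 0.98 with an adjusted p of 0.000154. Its sum over the gene changed by 0.49, 0.48 and 0.23. For *ier2*, TPM went from 6.26 ± 0.952 to 15.2 ± 2.78 at 2 h (1.26, limma adjusted p = 0.178), then 8.7 at 4 h (0.48) and 7.31 at 24 h (0.23).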

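The transcript of *nr4a3* stood at 1.04 ± 0.551 TPM in controls, 3.01 ± 1.22 at 2 h (log2 fold change 1.49, limma adjusted p = 0.731), 4.8 ± 0.752 at 4 h (2.21, adjusted p = 0.185) and 1.83 at 24 h (0.87). Summed over the gene, *nr4a3* went from 1.69 ± 0.262 to 4.26 TPM at 2 h (1.27, limma adjusted p = 0.301) and 7.95 ± 0.508 at 4 h (2.18, adjusted p = 0.009, 0.00698 to 0.139 over the alternatives), and *fosb* from 0.093 ± 0.0746 to 0.339 ± 0.126 and 0.917 ± 0.541.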

Interestingly, *fosb* and *nr4a3*, which are known to be expressed early in response to acute stress or other environmental cues (30 min to 2 h; Perrotti et al., 2004; Hawk et al., 2012) were only differentially expressed at 4 h (73.5 and 21.1-fold-change) in our transcriptome. 

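As sums over the gene symbol, *bdnf* went from 8.66 ± 1.19 TPM in controls to 11.7 ± 0.95 at 2 h, 12.1 ± 0.424 at 4 h and 10.3 ± 1.24 at 24 h (log2 fold changes 0.43, 0.48 and 0.26, limma adjusted p = 0.651, 0.61 and 0.899, unadjusted p = 0.0104 and 0.00417 at 2 and 4 h). For *homer1* the values were 10.4 ± 0.161 TPM in controls and 11.1, 11.2 and 10.5 after training (0.10, 0.11 and 0.02, limma adjusted p = 0.849, 0.882 and 0.99). The gene *slc2a3* was low, at 0.548 TPM in controls and 0.52, 0.359 and 0.634 after training (0.02, -0.45 and 0.36).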

Further, *bdnf, homer1*, and *slc2a3*, which are known IEG’s associated with learning (Lu et al., 2008; Zhao et al., 2010; Chowdhury and Hell, 2018), were not differentially expressed even though they are present in the transcriptome.

**TABLE 2:** Expression levels (Fold-change relative to control) of the most relevant mammalian learning-associated genes at 2, 4, and 24 h.

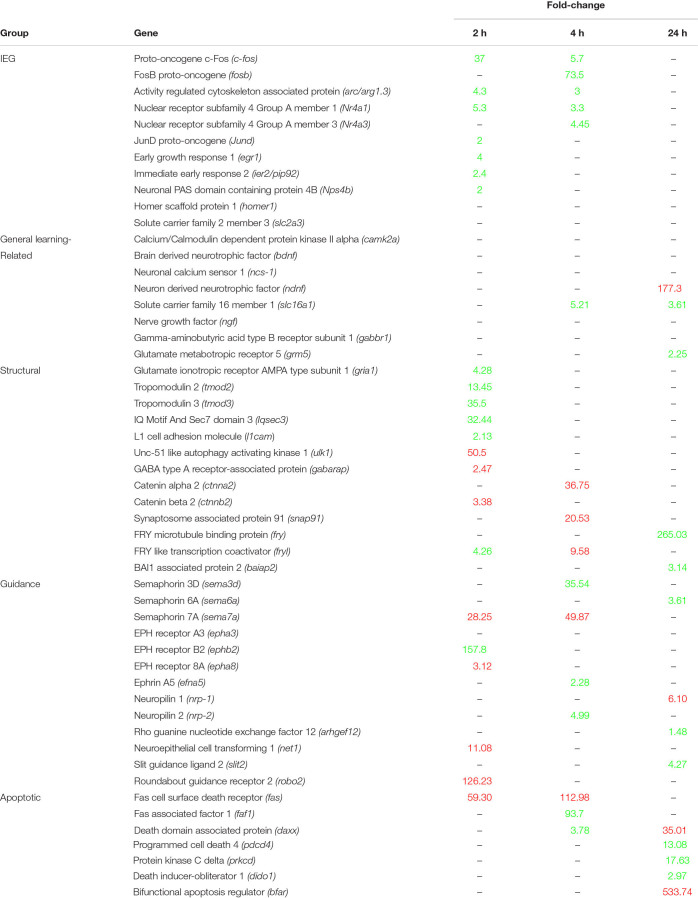

**The immediate-early gene (IEG) group represents any gene categorized as IEG. The General learning-related group represents genes chosen for their relevance to mammalian learning that do not fit into the other categories. The Structural group represents any gene involved in cytoskeletal modification. The Guidance group represents any gene involved in axon guidance. The Apoptotic group represents any gene involved in programmed cell death. Dashes (–) indicate no significant difference vs. the control. Green numbers are significantly upregulated while red numbers are downregulated. Where overlap in gene function exists, the gene was subjectively placed into the most relevant group.**

Based on the results of the enrichment and KEGG pathway analyses, the temporal expression of a number of important learning-related genes (based on the mammalian literature) was compared to mammalian expression patterns. These genes, including the aforementioned IEG’s, were grouped into generalized functional groups based roughly on gene ontology functional groups: *IEG’s*, *structural* genes, *axon guidance* genes, and *apoptotic* genes as well as a *general learning-related* category (Table 2). 

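In Table 2 the structural genes account for 14 changes of a gene at a time point. The limma test covered all 14 transcripts, and 11 had an unadjusted p below 0.05 with 0 differentially expressed. In 12 of the 14 the 3 trained toads did not overlap the 3 controls, but the transcripts were selected by the authors on the same libraries, so the 10% expected by chance for unselected ones is no measure for them. The median absolute log2 fold change was 2.06 for the transcripts, 0.12 for the sums per Trinity gene and 0.07 for the sums per gene symbol, and 8 of the 14 symbol sums had the direction of the transcript.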

The *structural* group includes all genes related to cytoskeletal, microtubule, adhesion, actin, and tubulin activity, and consists of 13 DEG. *Structural* activity peaks at 2 h with 9 of 13 genes showing differential expression. 

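At 2 h the 9 structural changes are of *gria1*, *tmod2*, *tmod3*, *iqsec3*, *l1cam*, *ulk1*, *gabarap*, *ctnnb* and *fryl*, against 3 at 4 h and 2 at 24 h. The choice that moved these most was summing per gene symbol, which took *ctnnb* at 2 h from a log2 fold change of -1.66 to 0.05 and *snap91* at 4 h from -3.47 to 0.07.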

*Axon guidance* includes any gene related to repulsion/attraction or extension of existing axons and consists of 11 DEG and 1 non-differentially expressed gene. 

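For the axon guidance genes of Table 2, the limma test covered 13 changes of a gene at a time point. Of their transcripts 10 had an unadjusted p below 0.05, 12 had no overlap between the groups (10% by chance if they had not been selected on the same libraries) and 0 were differentially expressed. The median absolute log2 fold change was 1.84 for the transcripts, 0.22 for the Trinity genes and 0.15 for the gene symbols, of which 8 of 13 had the direction of the transcript.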

*Axon guidance* activity is similar between time-points. 

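The 13 guidance changes divide into 5 at 2 h, 4 at 4 h and 4 at 24 h. Those with the smallest adjusted p in limma were *ephb2* and *robo2* at 2 h, each at 0.177.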

*Apoptosis* included any genes associated with programmed cell death, neurite pruning and the intrinsic/extrinsic apoptotic pathways, and consists of 7 DEG, with activity peaking at 24 h for 5 of 7 genes showing differential expression. 

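The apoptotic genes account for 9 changes, 1 at 2 h, 3 at 4 h and 5 at 24 h. With limma 8 transcripts could be tested, 7 had an unadjusted p below 0.05 and 0 were differentially expressed, and in 6 of the 9 the groups did not overlap (10% by chance if they had not been selected on the same libraries). The median absolute log2 fold change was 2.38 for the transcripts, 0.28 for the Trinity genes and 0.16 for the gene symbols. Of the 9 symbol sums, 5 had the direction of the transcript.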

*General learning-related* is a catch all group for important mammalian learning genes which have only a few gene members (e.g., Signaling pathways, Neurotropic factors) or do not fit well into the other groups (e.g., *camk2a* or *ncs-1*) and consists of 14 DEG. 

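Of the general learning-related genes, Table 2 marks *ndnf*, *slc16a1* and *grm5* as changed, in 4 places. The transcript of *ndnf* at 24 h went from 0.482 to 0.00141 TPM and was not tested, while all transcripts of *ndnf* together changed by a log2 of 0.17. Of the 3 tested with limma, 2 had an unadjusted p below 0.05 and 0 were differentially expressed. The gene *gabbr1* changed by 0.19, -0.03 and -0.25 at 2, 4 and 24 h.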

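Over all named genes, 78 changes of a gene at a time point were examined. Most of their transcripts were picked because their deposited fold change or TPM, from these same libraries, matches the printed value. Their direction and low unadjusted p are therefore largely built in. The limma test covered 69, of which 67 had the paper's direction, 55 an unadjusted p below 0.05 and 0 an adjusted p of at most 0.1. The 2 others are *cntnap2* and *itga7* at 24 h, followed through their most abundant transcript; the isoforms that pass in the authors' deposited table have the paper's direction here (2.08 and -1.03). Without the IEG, 66 changes remain: the symbol sums had the paper's direction in 43 of 65, reached a log2 fold change of 1 that way in 4, and had a limma adjusted p of at most 0.1 in 1. For the IEG the median absolute log2 fold change was 1.81 for the transcripts and 1.90 for the symbol sums. Of the genes and time points that the paper shows without a change (46 at 2 h, 51 at 4 h, 47 at 24 h), limma tested 36, 42 and 41 transcripts, 4, 3 and 4 had an unadjusted p below 0.05, and 0 were differentially expressed. As symbol sums 8, 8 and 10 had an unadjusted p below 0.05, and only *egr1* at 4 h was differentially expressed.

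**Figure D2:**
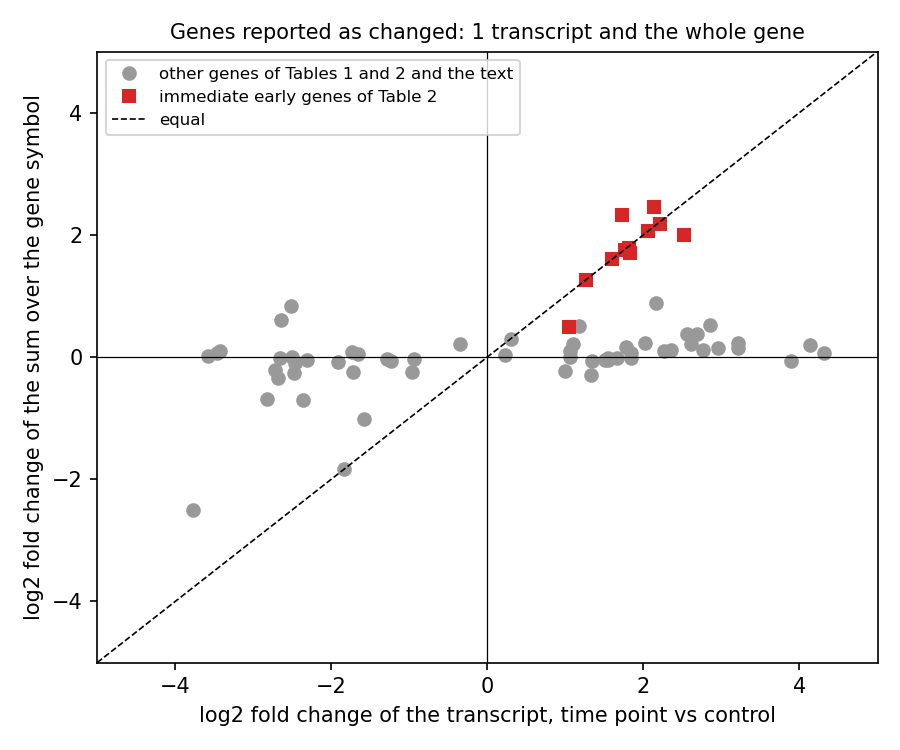
Log2 fold change of the transcript behind each named gene against that of the sum over its gene symbol. IEG (red squares) lie near the diagonal, and most other genes lie near 0 on the vertical axis.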

Given that these genes were selected based on their importance in mammalian learning, it is interesting that most of them are not differentially expressed after prey catching conditioning in *B. orientalis*.

## Discussion

Prey-catching conditioning in *B. orientalis* engaged distinct temporal patterns of brain gene expression relating to structural and synaptic plasticity, programmed cell death, and transcriptional regulation; patterns which generally agree with functional patterns of gene expression after a learning event in other vertebrates (Bolhuis et al., 2000; Cavallaro et al., 2002; D’Agata and Cavallaro, 2003; Velho and Mello, 2008; Valles et al., 2011; Hertler et al., 2016). 

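The paper states that its patterns for programmed cell death, transcriptional regulation and plasticity generally resemble those after learning in other vertebrates. For IEG it states that this mostly holds. Taken over 38 IEG, the score of a library (mean over the genes of log2 values, each centred over the 12 libraries) averaged -0.41 in controls, 0.33 at 2 h, 0.27 at 4 h and -0.19 at 24 h. Of the 15400 ways of placing the libraries into 4 groups of 3, 15 separate the groups as much (exact permutation p = 0.000974). A difference from the remaining libraries as large as that of the controls came from 2 of the 220 choices of 3 libraries (exact permutation p = 0.00909). The controls were handled daily but never placed in the training chamber, so the contrast holds the chamber and the prey shown in it together with conditioning. For the named genes other than IEG the median absolute log2 fold change was 2.21 for the transcript, 0.19 for the Trinity gene and 0.15 for the gene symbol.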

In *B. orientalis*, gene expression following conditioning starts with an increase in IEG expression at 2 h, which coincides with upregulation of gene expression associated with transcriptional regulation and structural plasticity (axon guidance, actin organization, synapse assembly). This is then followed at 4 h post-conditioning by an increase in axon guidance and cell adhesion activity, and a suppression of transcriptional regulation and axonogenesis. The last time point included in our experiment at 24 h is characterized by an increase in transcriptional regulation, apoptotic activity, and the formation of new neuronal projections. Functional group enrichment analysis highlighted structural plasticity, axon guidance, and programmed cell death as important changes in brain tissue induced by conditioning. While some similarities in the components of these pathways exist between mammals and the fire-bellied toad, and suggest phylogenetic conservation of learning pathways in tetrapods, many interesting differences are evident, specifically relating to the absence of well-known mammalian learning-related genes and the temporal patterns of axonogenesis.

### Immediate Early Genes

For the most part, the expression patterns of differentially expressed IEGs in response to prey-catching conditioning are consistent with previous literature on activity-dependent molecular responses in vertebrates (Pinaud, 2004; Burmeister and Fernald, 2005; Pinaud et al., 2006; Wada et al., 2006; Valles et al., 2011; Minatohara et al., 2016). The expression of *c-fos, egr-1, and acr/arg3.1* have been extensively studied and are consistently associated with neural stimulation and activity (Gallo et al., 2018). In rats peak *c-fos* expression generally ranges from 30 min to 2 h and returns to baseline around 4 h after a learning event (Cullinan et al., 1995; Barros et al., 2015). Similarly, *c-fos* peaks as soon as 30 min following song learning in zebra finches (Bolhuis et al., 2000). This resembles what we see in *B. orientalis*, with *c-fos* expression levels peaking early, and tapering to baseline by 24 h post-training. Similarly, *arc/arg3.1* and *nr4a1* expression levels, peak at 30–60 min, and lasts up to 4 h (*arc/arg3.1*: Plath et al., 2006; Bramham et al., 2010; *nr4a1*: Hawk et al., 2012). 

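In 1 fit over the 12 libraries, the sum of transcripts annotated as *c-fos* at 24 h lay below 2 h by a log2 fold change of -2.00 (limma, p adjusted over the 11 named IEG alone 1.42e-06, over all genes 0.00154), and 4 h lay below 2 h by -0.42 (adjusted over the list alone 0.0868). The tested isoform differed by 0.16 between 24 and 2 h.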

In *B. orientalis* these genes peak at 2 h, show reduced expression at 4 h and return to baseline by 24 h after training. 

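Between time points, the fit over 12 libraries put 24 h below 2 h for *arc* by -1.28 (limma, p adjusted over the 11 named IEG alone 0.0183), for the *nr4a1* transcript by -1.21 (0.067) and for the *egr1* isoform by -2.20 (0.0444), and the first 2 genes did not differ between 4 and 2 h as sums (-0.46, adjusted over the list alone 0.129, and -0.26, 0.323). The sum of *egr1* fell by 1.12 from 2 to 24 h (6.16e-05) and by 0.29 from 2 to 4 h (0.149). As transcripts, 5 of the 11 IEG were lower at 24 h than at 2 h and 0 differed between 4 and 2 h (limma). The choice that moved these numbers most was summing per gene symbol, with 8 and 5. Against the controls in the same fit, 24 h was higher for 0 of the 11 as transcripts in limma (3 at an unadjusted p below 0.05), for 5 as Trinity gene sums and for 7 as gene symbol sums (p adjusted over the list alone at most 0.1), and for 0 in each case with p adjusted over all genes.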

Still, not all observed IEG expression patterns in *B. orientalis* are comparable to mammalian or bird patterns. The gene *fosb* is expected to show an early peak like *c-fos* (Nestler, 2015) but instead showed only high upregulation at 4 h in *B. orientalis*. 

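For *fosb* the sum over the gene was higher at 4 h than at 2 h by a log2 fold change of 1.08 (limma, p adjusted over the 11 named IEG alone 0.0868), and 24 h differed from 2 h by -0.08 (0.86). The transcript differed by 0.83 between 4 and 2 h (0.298).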

*Homer1*, which is integral to the regulation of synaptic changes induced by LTP (Chowdhury and Hell, 2018), was not differentially expressed at any time-point after conditioning in *B. orientalis*, and neither was *bdnf*, a gene coding for an important neurotrophic factor associated with neurogenesis and long-term memory in mammals and song learning in birds (Lu et al., 2008; Wang et al., 2019). Therefore, despite observing important similarities in IEG expression between *B. orientalis* and other vertebrates, there were notable differences in that some IEGs showed different temporal patterns of expression while others were not engaged by the learning task used in the present study.

### Structural Modification

Gene ontology (GO) enrichment analysis highlighted several pathways which change as time progresses after prey catching conditioning, such as cytoskeletal modification, cell guidance, and cell death/genesis. We see gene expression early on (2–4 h) related to structural modification (actin cytoskeletal organization, axon guidance, adhesion, synapse assembly), then later expression of genes which mediate neurite genesis and apoptosis (Supplementary Table S4C). It appears that, like mammals, the establishment of new neural connections is started early following learning and transitions into neurite remodeling mechanisms later.

The early phase of memory formation in mammals involves actin cytoskeleton degradation and mobilization of glutamatergic receptors, followed by the consolidation of plasticity into long-term memory by the stabilization of these actin filaments (Abraham and Williams, 2003; Lynch et al., 2007). Interestingly, the early changes in our time course of gene expression revolve around structural modification and cytoskeletal organization, specifically in terms of actin organization. We see early expression of genes like the tropomodulins (*tmod2; tmod3*), which are involved in actin-capping and could help stabilize actin filaments, and the glutamate ionotropic receptor AMPA type subunit 1 (*gria1*), which is mobilized early in learning (Keifer and Zheng, 2010; Rao et al., 2014). Furthermore, several important genes involved in synaptic plasticity are upregulated early on: IQ motif and SEC7 domain-containing protein 3 (*iqsec3*), known to regulate inhibitory synapse formation (Um et al., 2016), neural cell adhesion molecule L1 (*l1cam*), involved in synaptic plasticity (Patzke et al., 2016), ephrin type-B receptor 2 (*ephb2*), involved in dendritic spine modification and excitatory synapse formation (Henkemeyer et al., 2003), and leucine-rich repeat-containing protein 24 (*lrrc24*), associated with synapse formation (Um et al., 2014). 

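The transcript of *tmod2* went from 0.378 ± 0.216 to 5.22 ± 4.7 TPM at 2 h (log2 fold change 2.76, standard error 1.17, limma adjusted p = 0.81) and that of *tmod3* from 0.0763 to 2.71 ± 2.7 TPM (2.96, standard error 1.43, adjusted p = 0.914). Both are isoforms of the same Trinity gene, whose sum changed from 17.4 to 20.0 TPM (0.19). A transcript of *gria1* of 381 bases rose from 10.5 ± 1.9 to 22.5 ± 3.22 TPM (1.10, standard error 0.24, limma adjusted p = 0.181), with 13.3 ± 3.12 at 4 h and 11.1 ± 6.1 at 24 h, while its Trinity gene went from 120 to 139 TPM (0.21).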

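At 2 h the isoform of *iqsec3* rose from 0.00712 to 0.238 ± 0.0349 TPM (limma adjusted p = 0.183), that of *l1cam* from 21.7 ± 1.23 to 47.8 ± 18.9 TPM (log2 fold change 1.06, adjusted p = 0.374) and that of *ephb2* from 4.67e-05 to 0.889 ± 0.425 TPM. An isoform of *lrrc24* rose from 0.125 to 0.712 TPM (1.88, limma adjusted p = 0.584, and 2.46 with adjusted p = 0.0276 in the authors' deposited table), while its most abundant transcript changed by 0.30. The sums over the gene symbol changed by -0.01 for *iqsec3*, 0.00 for *l1cam* and 0.15 for *ephb2*.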

Since short-term memory formation is independent of protein synthesis (actin de/stabilization, AMPA receptor mobilization, etc.) and relies on cell stores of existing proteins, the gene expression observed at the earliest time point may represent turnover of these components.

Understanding the *late* expression of actin cytoskeletal genes observed in *B. orientalis*, as highlighted by GO enrichment analysis, is not straightforward. The structural genes expressed at 2–4 h are associated with *modification* of the neuron or neurites, while at 24 h the structural genes may be involved in neurite *genesis* or *destruction*. At 24 h there are several neuron projection development (GO:0031175) genes involved in neurite genesis or destruction that are differentially expressed. 

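In the authors' deposited table for 24 h, 5 gene symbols with a higher transcript belong to neuron projection development against 1.9 by chance (Fisher p = 0.0417).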

Interestingly, it appears that neurite modification is suppressed early following learning but is promoted as time progresses. 

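At 2 h the isoform of *ctnnb2* fell from 5.13 ± 0.28 to 1.57 ± 0.262 TPM (standard error 0.36, limma adjusted p = 0.179), that of *ulk1* from 0.769 to 0.0185 TPM (log2 fold change -2.66, adjusted p = 0.328), that of *epha8* from 0.286 to 0.0968 TPM (-0.96, adjusted p = 0.914) and that of *gabarap* from 114 ± 31.7 to 47.5 ± 6.1 TPM (-1.23, standard error 0.21, adjusted p = 0.177). The sums over all transcripts of the gene symbol changed by 0.05 for *ctnnb2*, -0.02 for *ulk1*, -0.24 for *epha8* and -0.07 for *gabarap*, the last with a Trinity gene at 176 and 168 TPM. The transcript behind *ctnnb2* is annotated with the symbol CTNB1, so its sum is that of CTNB1.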

At 2 h, genes like catenin beta-2 *(ctnnb2)*, serine/threonine-protein kinase ULK1 *(ulk1*), ephrin type-A receptor 8 *(epha8)*, and gamma-aminobutyric acid receptor-associated protein *(gabarap)*, associated with the generation of new neurites (Okazaki et al., 2000; Coyle et al., 2002; Gu et al., 2005; Lin et al., 2009), are highly suppressed. 

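At 4 h an isoform of *ctnna2* fell from 2.09 ± 1.47 to 0.0578 TPM (log2 fold change -3.58, standard error 0.83, limma adjusted p = 0.191), an isoform of *snap91* from 2.82 ± 2.11 to 0.142 TPM (standard error 0.78, adjusted p = 0.183) and an isoform of *fryl* from 1.56 to 0.167 TPM (-2.46, adjusted p = 0.519). Another isoform of *fryl* rose at 2 h from 0.0471 to 0.208 TPM (1.06, adjusted p = 0.759). Their Trinity genes stood at 19.2 and 19.5 TPM (*ctnna2*), 55.7 and 54.9 TPM (*snap91*) and 10.7 and 9.74 TPM (*fryl*) in controls and at 4 h.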

At 4 h the same pattern is observed, with suppression of genes like catenin alpha-2 (*ctnna2*; Schaffer et al., 2018), clathrin coat assembly protein AP180 (*snap91;* Bushlin et al., 2008), and protein furry homolog-like (*fryl*; Hayette et al., 2005). This contrasts with the late expression peak of neurite development genes like contactin-associated protein-like 2 (*cntnap2*; Poliak et al., 1999), brain-specific angiogenesis inhibitor 1-associated protein 2 (*baiap2*; Kang et al., 2016), and protein furry homolog (*fry*; Hayette et al., 2005) at 24 h. These neuron projection development (GO:0031175) genes are also cytoskeletal modification genes. Therefore, many of the GO highlighted late expressed cytoskeletal genes may be aiding in neurite genesis/destruction functions.

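The most abundant transcript of *cntnap2* changed by a log2 of -0.35 at 24 h, and another isoform rose from 4.0 ± 1.62 to 17.5 ± 7.89 TPM (2.08, standard error 0.43, limma adjusted p = 0.181, and 2.13 with adjusted p = 0.000637 in the authors' deposited table). The sum over *cntnap2* changed by 0.22. For *baiap2* the isoform rose from 0.292 to 0.898 TPM (1.34, limma adjusted p = 0.891) and the Trinity gene from 3.58 to 3.86 TPM. The isoform of *fry* rose from 0.00163 to 0.848 ± 0.133 TPM (adjusted p = 0.181) in a Trinity gene that went from 24.5 to 29.3 TPM (0.26).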

### Shared Molecular Pathways Involving Axon Guidance

We see gene expression associated with axon guidance activity at all timepoints, a well-known mechanism underlying learning and memory processes (Kolodkin and Tessier-Lavigne, 2011; Batool et al., 2019). The four main protein families involved in mammalian axon guidance are netrins, slit homolog proteins, ephrins, and semaphorins. Each family has representatives differentially expressed in our experiment.

The semaphorins 7a, 6a, and 3d (*sema7a/6a/3d*), which act to repulse growth cones or promote axon outgrowth, show differential expression across the treatments with *sema7a* downregulated at 2–4 h (outgrowth promoting; Jeroen Pasterkamp et al., 2003), *sema3d* upregulated at 4 h (axon repulsion; Wolman et al., 2004), and *sema6a* upregulated at 24 h (axon repulsion; Haklai-Topper et al., 2010). 

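Different isoforms of *sema7a* fell at 2 h (0.578 to 0.019 TPM, log2 fold change -2.48, limma adjusted p = 0.199) and at 4 h (0.731 to 0.0184 TPM, -2.72, adjusted p = 0.22). That of *sema3d* rose at 4 h from 0.025 to 0.968 TPM (limma adjusted p = 0.312) and that of *sema6a* at 24 h from 2.26 to 8.06 TPM (1.84, adjusted p = 0.458). The Trinity genes changed by -0.27 and -0.22 for *sema7a*, 0.53 for *sema3d* and -0.02 for *sema6a* (20.2 to 19.9 TPM).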

The semaphorins act by binding the receptor families plexins, neuropilins and integrins, however, expression of these receptors in *B. orientalis* is quite different from the expected mammalian pattern (Neufeld et al., 2002; Drabkin et al., 2014; Alto and Terman, 2017; Boyer and Gupton, 2018). We either saw a different receptor type expressed in toads, for example integrin alpha-7 (*itga7*) is downregulated at 24 h but it is not associated with semaphorin activity in mammals, or we saw no differential expression, as was the case with plexins. 

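An isoform of *itga7* fell at 24 h from 0.92 to 0.402 TPM (log2 fold change -1.03, limma adjusted p = 0.934, and -1.18 with adjusted p = 0.00164 in the authors' deposited table), while its most abundant transcript changed by 0.22. Of the plexins, 9 gene symbols with 33 transcripts are annotated, and 25, 24 and 23 of the transcripts were tested at 2, 4 and 24 h. None was differentially expressed in limma or in the deposited tables, 0 had an unadjusted p below 0.05, and the symbol sums changed by -0.25 to 0.26.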

Further, while semaphorin 3d is known to bind neuropilin 1 (*nrp-1), nrp-1* was downregulated at 24 h in toads while the related *nrp-2* was upregulated along with *sema3d* at 4 h. 

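At 24 h the isoform of *nrp-1* fell from 0.764 to 0.123 TPM (log2 fold change -1.92, standard error 0.73, limma adjusted p = 0.705), and at 4 h the isoform of *nrp-2* rose from 0.986 to 4.99 ± 3.54 TPM (1.84, standard error 0.80, adjusted p = 0.841). Their Trinity genes stood at 9.97 and 9.41 TPM for *nrp-1* (-0.09) and at 29.3 and 24.9 TPM for *nrp-2* (-0.22).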

Other growth cone manipulating genes differentially expressed in our experiment include the ligand netrin-1 (*net-1*), which is down-regulated at 2 h, and while its receptors are not differentially expressed, actin-binding LIM protein (*ablim*) is upregulated at 24 and is a downstream constituent of the *net-1* axon attraction pathway (Roof et al., 1997; Gitai et al., 2003). 

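The transcript of netrin-1 fell at 2 h from 0.313 to 0.0249 TPM (log2 fold change -1.73, standard error 0.46, limma adjusted p = 0.285), with 0.103 at 4 h and 0.125 at 24 h, while its Trinity gene changed by 0.17. The netrin receptors comprise 5 gene symbols with 21 transcripts, of which 19, 18 and 18 were tested. None was differentially expressed, 1 had an unadjusted p below 0.05 (at 2 h), and the symbol sums changed by -0.06 to 0.32.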

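The isoform of *slit2* rose from 0.0121 TPM in controls to 0.23 at 24 h (limma adjusted p = 0.252), after 0.194 ± 0.222 at 2 h and 0.336 ± 0.298 at 4 h, and its Trinity gene went from 3.58 to 3.75 TPM. The isoform of *robo2* fell from 1.15 ± 0.596 to 0.00878 TPM at 2 h (log2 fold change -3.43, standard error 0.67), with 0.755 at 4 h and 0.68 at 24 h. Its Trinity gene stood at 20.7 TPM both in controls and at 2 h.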

Lastly, the slit homolog 2 protein (*slit2*) ligand acts in axon repulsion and is highly upregulated at 24 h in toads, while its receptor roundabout homolog 2 (*robo2*) is downregulated at 2 h (Lopez-Bendito et al., 2007).

While axon repulsion seems to be a late stage event in conditioned *B. orientalis*, ephrin activity complicates this picture. 

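The transcript of *efna5* rose at 4 h from 1.23 to 2.86 TPM (log2 fold change 1.17, standard error 0.44, limma adjusted p = 0.693), with 1.39 at 2 h and 1.19 at 24 h, and its Trinity gene from 4.29 ± 0.182 to 6.16 ± 0.0898 TPM (0.51, unadjusted p = 0.00134 and adjusted p = 0.477 among gene symbols). The isoform of *ephb2* stood at 0.56 ± 0.518 TPM at 4 h and 0.606 ± 0.656 at 24 h, and its Trinity gene went from 3.19 to 4.84 TPM at 2 h (0.58). That of *epha8* lay at 0.169 and 0.209 TPM at 4 and 24 h.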

The ephrin A5 ligand (*efna5*) is upregulated at 4 h and is known to bind to ephrin type-B receptor (*ephb2*; Himanen et al., 2004), which is highly upregulated at 2 h, while the ephrin type-A receptor 8 *(epha8*) is downregulated at 2 h. In mammals, Ephrin signaling was initially thought to be only repulsive but is now considered important for synaptic adhesion, and thus synaptogenesis (Lai and Ip, 2009). This is further evidenced by the fact that *ephb2* is known to produce an increase in NMDA receptors, enhancing LTP (Nolt et al., 2011). Ephrin activity in mammals has also been shown to be temporally mediated in that axon attraction and outgrowth is seen early, but eventually transitions into axon repulsion or withdrawal later (Liu et al., 2018).

While axon guidance pathways in conditioned *B. orientalis* appear to share some similarities with mammals, in terms of the genes involved and late axon repulsion, the overall patterns of expression are inconsistent. Axon outgrowth and attraction are early events during learning in mammals, but they appear to be late events in *B. orientalis*. Ultimately, axon guidance pathways appear to play an important role in tetrapods learning; however, the exact function of these pathways is not clear.

### Shared Molecular Pathways Involving Apoptosis

Functional group analysis showed enrichment of gene expression associated with apoptosis in the toad brains at 4 and 24 h post-conditioning. 

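Of the gene symbols with a transcript higher at 4 h in the authors' deposited table, 6 belong to apoptotic process against 3.87 by chance (Fisher p = 0.192).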

The genes involved are all part of the receptor-mediated “extrinsic” apoptosis pathway, which is well described in mammals (Elmore, 2007). Conversely, the “intrinsic” apoptosis pathway, which is based on the activation of mitochondrial pathways, does not seem to be part of learning-associated apoptotic processes. 

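Of the caspases, 7 gene symbols with 15 transcripts are annotated, and of the *bcl-2* family 14 symbols with 44. With limma 8, 9 and 9 caspase transcripts were tested at 2, 4 and 24 h (0, 1 and 0 with an unadjusted p below 0.05), and 28, 26 and 26 of the *bcl-2* family (2, 1 and 0). None was differentially expressed, nor in the authors' deposited tables. The symbol sums changed by log2 -0.34 to 0.33 for the caspases and -0.88 to 0.75 for the *bcl-2* family.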

Interestingly, the apoptotic cysteine-aspartic proteases (caspases) and the B-cell lymphoma 2 (*bcl-2*) protein family, which are integral to apoptosis, are not differentially expressed across time points in conditioned toads. However, several genes in the apoptotic pathways show changes in expression.

The tumor necrosis factor receptor superfamily member 6 (*fas*) is a death receptor which mediates apoptosis through caspase 8 (Casp8) activation, or through the C-Jun N-terminal kinase (JNK) signaling pathway. The *fas* gene is strongly suppressed at 2–4 h post-conditioning in the toad brain, but FAS-associated factor 1 (*faf1*), which potentiates FAS-induced cell death (Chu et al., 1995), is highly upregulated at 4 h. Furthermore, the *fas* receptor-activated gene death domain-associated protein 6 (*daxx)*, which mediates JNK pathway activation and thus apoptosis, peaks at 4 h and is then suppressed at 24 h. 

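The isoform of *fas* fell from 0.549 ± 0.134 to 0.0136 TPM at 2 h (log2 fold change -2.51, limma adjusted p = 0.182) and 0.00155 TPM at 4 h (adjusted p = 0.171), and stood at 0.145 ± 0.251 at 24 h. Its Trinity gene went from 0.77 ± 0.258 to 1.47 ± 0.567 TPM at 2 h (0.83) and 1.21 ± 0.291 at 4 h (0.61). The isoform of *faf1* rose at 4 h from 0.0399 to 3.67 ± 3.06 TPM (3.89, standard error 1.36, limma adjusted p = 0.601), in a Trinity gene at 12.4 and 12.1 TPM.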

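For *daxx* 2 isoforms are behind the changes. The first rose from 0.397 ± 0.195 to 1.52 TPM at 4 h (log2 fold change 1.78, limma adjusted p = 0.58) and already stood at 1.32 ± 0.504 TPM at 2 h (1.55). The second fell from 1.03 to 0.0332 TPM at 24 h (-2.68, limma adjusted p = 0.501). All transcripts of the Trinity gene went from 10.4 ± 0.947 TPM to 11.6 ± 2.35 at 4 h and 12.7 ± 1.93 at 24 h.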

The downstream effect of *fas-daxx-jnk* pathway activation is transcription of the *fas* receptor and its ligand (*fas-l;* Zhang J. et al., 2000). Perhaps, this suggests that while Fas/Faf1-mediated apoptotic activity begins at 4 h and lasts at least until 24 h, new *fas* receptors do not need to be mobilized until very late. Interestingly, programmed cell death protein 4 (*pdcd4*) and protein kinase C delta type (*prkcd)*, which peak at 24 h in the toad brain, are both associated with altered activity of the *fas-daxx-jnk* signaling pathway and the NF-kB signaling pathway, leading to pro-apoptotic activity (Emoto et al., 1995; Kilpatrick et al., 2002; Brodie and Blumberg, 2003; Lankat-Buttgereit and Göke, 2003). 

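At 24 h the isoform of *pdcd4* rose from 0.0946 to 0.777 TPM (log2 fold change 2.26, limma adjusted p = 0.451), after 0.363 at 2 h and 0.122 at 4 h, in a Trinity gene at 25.0 and 24.5 TPM. The transcript of *prkcd* went from 0.182 ± 0.0701 to 3.21 ± 4.72 TPM (2.16, standard error 1.35, limma adjusted p = 0.934) and its Trinity gene from 0.555 to 7.43 ± 10.6 TPM, with the spread among the 3 toads above the mean.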

Finally, the apoptotic gene death-inducer obliterator 1 (*dido1*) is involved in the regulation of *pdcd4* and is also upregulated at 24 h post-training in the toad brain.

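The isoform of *dido1* stood at 2.43 ± 1.32 TPM in controls, 5.94 ± 3.37 at 2 h, 8.01 ± 5.64 at 4 h and 7.16 at 24 h (log2 fold change 1.54 at 24 h, limma adjusted p = 0.638). Its Trinity gene stood at 14.8 ± 1.74 TPM in controls and 14.6 ± 2.32 at 24 h.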

While we see evidence of activation of apoptotic pathways following conditioning in *B. orientalis*, the underlying purpose of this activation is unclear. One potential clue is that the apoptotic genes expressed in this study appear to modulate apoptotic pathways peripherally. Apoptosis is a well-known mechanism that shapes the developing nervous system, however, during adulthood, learning-related apoptosis activity may function as a pruning mechanism rather than a whole-cell death mechanism. This view is supported by findings showing that apoptosis mechanisms and neurite pruning share some molecular pathways (Riccomagno and Kolodkin, 2015; Mukherjee and Williams, 2017). For example, caspases 3 and 9 as well as the apoptosis regulator BAX (*bax*) are integral to axonal pruning (Simon et al., 2012; Cusack et al., 2013). Caspases are activated very quickly following induction of neurite pruning, but at a low level of expression, which prevents their full-blown apoptotic functions. While we did not see direct evidence of caspase or Bax/Bak activity in the toad brain, either the aforementioned *fas* apoptosis pathway or modulation of the Bax/Bak pathway could contribute to neurite pruning associated with learning. For example, the bifunctional apoptosis regulator (*bfar*) gene, which is suppressed at 24 h in toads, is known to interact with *bcl-2* and works to suppress the intrinsic *bax* activity (Zhang H. et al., 2000; Roth et al., 2003), which may suggest pro-pruning activity. 

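The transcript of *bfar* was listed at 3.13 ± 4.2 TPM in controls, 2.96 ± 0.94 at 2 h, 5.14 ± 2.63 at 4 h and 2.51e-05 at 24 h, where it reached 0.1 TPM in too few libraries for a test. Its Trinity gene went from 12.8 ± 5.2 to 9.61 ± 3.5 TPM at 24 h (log2 fold change -0.39) and the sum over the gene symbol changed by -0.04.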

Ultimately, while we see evidence that extrinsic apoptotic pathways similar to mammals are being activated, the results suggest that activation of these pathways in the late stages following prey catching conditioning underlie neuronal circuit refinement through neurite pruning rather than replacement of neurons through full blown cell death and birth of new neurons.

Interestingly, there is evidence that axon guidance gene families, such as the semaphorins and ephrins, also have neurite pruning functions. For example, *nrp-2* is known to form a complex with a plexin activated by the *sema3f* ligand to initiate pruning activity (Bagri et al., 2003; Schuldiner and Yaron, 2015). It is interesting then, that we see *nrp-2* upregulated with a semaphorin 3 family member at 4 h in this study. A reverse ephrin b3 (*efnb3)* signaling pathway (Eph − > Ephrin signaling, where the ephrin-B protein acts as a receptor; Xu and Henkemeyer, 2009), has also been implicated in neural pruning activity and while the *efnb3* is not differentially expressed in this study, it has been known to bind to the receptor *ephb2* (McClelland et al., 2010), which is upregulated at 2 h in the toad brain and may suggest pathway activation. Such early upregulation of *ephb2* may be a preparatory step for late pruning activity.

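The gene *efnb3* has 2 annotated transcripts, both tested with limma at every time point, with 0 at an unadjusted p below 0.05. Their sum changed by log2 0.12 at 2 h, -0.25 at 4 h and -0.13 at 24 h.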

### Divergent Learning Pathways

Our study on a basal tetrapod provides further support for the hypothesis that basic learning pathways are conserved in animals. Several learning-related genes known from mammalian literature were expected to be differentially expressed in the late stages after conditioning in *B. orientalis*. However, while we saw differential expression of many of these genes, the expression patterns of some well-known learning associated genes were inconsistent with mammalian experiments. 

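The transcript of *slc16a1* went from 2.13 ± 1.68 TPM to 11.3 ± 3.31 at 4 h (log2 fold change 2.56, standard error 0.57, limma adjusted p = 0.181) and 7.56 ± 0.872 at 24 h (2.02, adjusted p = 0.313), and its Trinity gene from 9.41 ± 0.514 to 20.8 ± 4.6 and 16.3 ± 1.53 TPM (1.11 and 0.78). The sum over its gene symbol changed less, by 0.38 at 4 h and 0.23 at 24 h. The isoform of *grm5* rose at 24 h from 0.531 to 1.18 TPM (1.00, limma adjusted p = 0.934), in a Trinity gene at 22.9 ± 1.72 and 21.0 ± 6.5 TPM. For *camk2a* the most abundant transcript went from 50 ± 7.61 TPM to 60.4, 47.9 and 50.7 (0.26, -0.05 and 0.03). An isoform of *ncs-1* rose from 0.091 TPM to 1.2, 2.64 and 3.13 (limma adjusted p = 0.914, 0.351 and 0.181; the authors' deposited table gives 4.7 with adjusted p = 0.00344 at 4 h and 4.98 with adjusted p = 3.36e-12 at 24 h), while the sum went from 34.9 TPM to 40.1, 42.7 and 37.6. For *ngf* TPM was 0.34 in controls and 0.381, 0.426 and 0.424 after training.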

Genes like monocarboxylate transporter 1 (*slc16a1*; Takimoto and Hamada, 2014) and metabotropic glutamate receptor 5 *(grm5;* Jong et al., 2009) are differentially expressed at different times in toads in comparison to mammals, while calcium/calmodulin-dependent protein kinase 2A (*camk2a*), neuronal calcium sensor-1 (*ncs-1*), and nerve growth factor (*ngf*), which are all important learning-related genes in mammals (Weiss et al., 2010; Berry et al., 2012; Lisman et al., 2012), were not differentially expressed in this study. These inconsistencies could represent fundamental differences between the molecular mechanisms of learning in amphibians and other vertebrates. However, caution must be taken before concluding that such fundamental differences exist based on the present study. *B. orientalis* is a novel model in neurobiology and lacks a sequenced genome. Only 19% of expressed sequences and 30% of DEG were successfully annotated using our approach. This limited annotation likely had cascading effects on the pathway analyses presented here.

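Of the 4569 transcripts that pass in an authors' deposited comparison, 1104 carry a Swiss-Prot hit (859 gene symbols) and 1722 a BLASTX hit. They belong to 4013 Trinity genes.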

Poor genomic resources available for this species surely contributed to a low level of annotation, but Kwon (2015) also found thousands of taxonomically restricted genes in *Xenopus tropicalis* and *X. laevis* despite better genome resources. Interestingly, Kwon (2015) points out that *Xenopus laevis and X. tropicalis* genomes contains ∼18,000 taxonomically-restricted genes (Hellsten et al., 2010; Session et al., 2016), possibly suggesting an evolutionary divergence between amphibians and amniotes. Given the basal position of *B. orientalis*, there may be some divergence in the molecular mechanisms of learning compared to other more derived tetrapods; such divergence would be evidenced by the discovery of taxonomically-restricted anuran orthologs in *B. orientalis* learning-related gene expression. Indeed, a number of putative taxonomically-restricted gene orthologs were differentially expressed after conditioning in the *B. orientalis* transcriptome. Therefore, the presence of abundant taxonomically-restricted anuran genes could have contributed to the low annotation success of the *B. orientalis* brain tissue transcriptome. Additionally, differences in learning-related gene expression compared to other vertebrates may reflect divergent evolution of some learning and memory mechanisms in anuran amphibians.

### Methodological Limitations

In addition to poor annotation and the possibility of genomic divergence in vertebrates, the behavioral paradigm used to elicit gene expression may limit what molecular pathways are engaged. The many different tasks used to study the molecular correlates of learning in animals might not all engage comparable gene expression as the prey catching conditioning task used here. Furthermore, time point selection may not have adequately covered important periods of gene expression. While we are confident that the 2 h time point represented the peak of IEG expression based on preliminary qPCR data (Lewis, unpublished), the later time points were based on mammalian literature and light/dark cycle constraints. The 12 h time point was omitted from our experiment due to potential confounding effects of nighttime darkness on gene expression in the diurnal fire-bellied toad. Additionally, because conditioning procedures are difficult to implement in amphibians, our control method allowed only the assessment of candidate gene expression that could be associated with learning. Some gene expression could have instead been associated with exposure to the experimental context or prey stimulus independent of the association between prey catching and food reward. Thus, our conclusions about learning-related gene expression had to rely extensively on comparison with studies done in mammals because relevant gene expression studies are scarce in other animals. Despite the above constraints, our results highlight interesting avenues for future investigation and provide useful genomic resources for comparative research in the molecular basis of learning.

## Conclusion

This study represents the first in-depth transcriptional analysis of the temporal patterns of gene expression following conditioning in an amphibian. *Bombina orientalis* is a basal anuran which may provide clues about the ancestral state of learning and memory mechanisms in tetrapods and thus help evaluate the evolution of learning in vertebrates. Many similarities exist between the present results in *B. orientalis* and learning-related gene expression in mammals, especially with respect to IEG activity and structural plasticity of the neuron, but many interesting differences were also highlighted. It will be important to determine which of the gene candidates outlined in this study are directly associated with learning processes. This could be done by using a different conditioning task that is amenable to unpaired controls, although it could prove difficult to find such a task for work on amphibians. Alternatively, because extended prey catching training produces an increasingly inflexible and automatic response (Ramsay et al., 2013), these different phases of learning could be used to track gene expression as conditioning events progressively lose their potency to influence behavior. Further study of differences in molecular correlates of learning could provide important clues to help explain differences in cognition among vertebrates. Future work on the brain regions and circuits involved in conditioning in amphibians should also help with the latter.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI gene omnibus; accession: GSE135054.

## Ethics Statement

The animal study was reviewed and approved by the University of Guelph animal care committee (animal utilization protocol #3590).

## Author Contributions

All authors listed have made a substantial, direct and intellectual contribution to the work, and approved it for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbrahamW. C.WilliamsJ. M. (2003). Properties and mechanisms of LTP maintenance. *Neuroscientist* 9 463–474. 10.1177/1073858403259119 14678579

[B2] AltoL. T.TermanJ. R. (2017). “Semaphorins and their signaling mechanisms,” in *Semaphorin Signaling*, ed. TermanJ. R. (New York, NY: Springer), 1–25. 10.1007/978-1-4939-6448-2_1 PMC553878727787839

[B3] AltschulS. F.GishW.MillerW.MyersE. W.LipmanD. J. (1990). Basic local alignment search tool. *J. Mol. Biol.* 215 403–410. 10.1006/jmbi.1990.9999 2231712

[B4] Augusto-OliveiraM.ArrifanoG.MalvaJ.Crespo-LopezM. (2019). Adult hiocampal neurogenesis in different taxonomic groups: possible functional similarities and striking controversies. *Cells* 8:125. 10.3390/cells8020125 30764477PMC6406791

[B5] BagriA.ChengH.-J.YaronA.PleasureS. J.Tessier-LavigneM. (2003). Stereotyped pruning of long hiocampal axon branches triggered by retraction inducers of the Semaphorin family. *Cell* 113 285–299. 10.1016/S0092-8674(03)00267-8 12732138

[B6] BaileyC. H.BartschD.KandelE. R. (1996). Toward a molecular definition of long-term memory storage. *Proc. Natl. Acad. Sci. U.S.A.* 93 13445–13452. 10.1073/pnas.93.24.13445 8942955PMC33629

[B7] BarrosV. N.MundimM.GalindoL. T.BittencourtS.PorcionattoM.MelloL. E. (2015). The pattern of c-Fos expression and its refractory period in the brain of rats and monkeys. *Front. Cell. Neurosci.* 9:72. 10.3389/fncel.2015.00072 25814929PMC4357304

[B8] BatoolS.RazaH.ZaidiJ.RiazS.HasanS.SyedN. I. (2019). Synapse formation: from cellular and molecular mechanisms to neurodevelopmental and neurodegenerative disorders. *J. Neurophysiol.* 121 1381–1397. 10.1152/jn.00833.2018 30759043

[B9] BekinschteinP.CammarotaM.KatcheC.SlipczukL.RossatoJ. I.GoldinA. (2008). BDNF is essential to promote persistence of long-term memory storage. *Proc. Natl. Acad. Sci. U.S.A.* 105 2711–2716. 10.1073/pnas.0711863105 18263738PMC2268201

[B10] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate: a practical and powerful aroach to multiple testing. *J. R. Stat. Soc. B* 57 289–300. 10.1111/j.2517-6161.1995.tb02031.x

[B11] BerryA.BindocciE.AllevaE. (2012). NGF, brain and behavioral plasticity. *Neural Plast.* 2012 1–9. 10.1155/2012/784040 22474604PMC3306960

[B12] BlitzerR. D. (2005). Long-term potentiation: mechanisms of induction and maintenance. *Sci. Signal.* 2005:tr26. 10.1126/stke.3092005tr26 16278490

[B13] BolhuisJ. J.ZijlstraG. G. O.den Boer-VisserA. M.Van der ZeeE. A. (2000). Localized neuronal activation in the zebra finch brain is related to the strength of song learning. *Proc. Natl. Acad. Sci. U.S.A.* 97 2282–2285. 10.1073/pnas.030539097 10681421PMC15792

[B14] BoyerN. P.GuptonS. L. (2018). Revisiting Netrin-1: one who guides (Axons). *Front. Cell. Neurosci.* 12:221. 10.3389/fncel.2018.00221 30108487PMC6080411

[B15] BramhamC. R.AlmeM. N.BittinsM.KuipersS. D.NairR. R.PaiB. (2010). The Arc of synaptic memory. *Exp. Brain Res.* 200 125–140. 10.1007/s00221-009-1959-2 19690847PMC2803749

[B16] BrodieC.BlumbergP. M. (2003). Regulation of cell apoptosis by protein kinase c δ. *Apoptosis* 8 19–27.1251014810.1023/a:1021640817208

[B17] BurmeisterS. S.FernaldR. D. (2005). Evolutionary conservation of the egr-1 immediate-early gene response in a teleost. *J. Comp. Neurol.* 481 220–232. 10.1002/cne.20380 15562507

[B18] BushlinI.PetraliaR. S.WuF.HarelA.MughalM. R.MattsonM. P. (2008). Clathrin assembly protein AP180 and CALM differentially control axogenesis and dendrite outgrowth in embryonic hiocampal neurons. *J. Neurosci.* 28 10257–10271. 10.1523/JNEUROSCI.2471-08.2008 18842885PMC2581865

[B19] ByrneJ. H.HawkinsR. D. (2015). Nonassociative learning in invertebrates. *Cold Spring Harb. Perspect. Biol.* 7:a021675. 10.1101/cshperspect.a021675 25722464PMC4448621

[B20] CamachoC.CoulourisG.AvagyanV.MaN.PapadopoulosJ.BealerK. (2009). BLAST+: architecture and alications. *BMC Bioinformatics* 10:421. 10.1186/1471-2105-10-421 20003500PMC2803857

[B21] CameronH. A.GloverL. R. (2015). Adult neurogenesis: beyond learning and memory. *Annu. Rev. Psychol.* 66 53–81. 10.1146/annurev-psych-010814-015006 25251485PMC5612417

[B22] CarrJ. A.BrownC. L.MansouriR.VenkatesanS. (2002). Neuropeptides and amphibian prey-catching behavior. *Comp. Biochem. Physiol.* 132B 151–162. 10.1016/S1096-4959(01)00545-011997218

[B23] CastilloP. E. (2012). Presynaptic LTP and LTD of excitatory and inhibitory synapses. *Cold Spring Harb. Perspect. Biol.* 4:a005728. 10.1101/cshperspect.a005728 22147943PMC3281573

[B24] CavallaroS.D’AgataV.ManickamP.DufourF.AlkonD. L. (2002). Memory-specific temporal profiles of gene expression in the hiocampus. *Proc. Natl. Acad. Sci. U.S.A.* 99 16279–16284. 10.1073/pnas.242597199 12461180PMC138602

[B25] CayreM.MalaterreJ.Scotto-LomasseseS.StrambiC.StrambiA. (2002). The common properties of neurogenesis in the adult brain: from invertebrates to vertebrates. *Comp. Biochem. Physiol.* 132B 1–15. 10.1016/S1096-4959(01)00525-511997205

[B26] ChowdhuryD.HellJ. W. (2018). Homeostatic synaptic scaling: molecular regulators of synaptic AMPA-type glutamate receptors. *F1000Research* 7:234. 10.12688/f1000research.13561.1 29560257PMC5832907

[B27] ChuK.NiuX.WilliamsL. T. (1995). A Fas-associated protein factor, FAF1, potentiates Fas-mediated apoptosis. *Proc. Natl. Acad. Sci. U.S.A.* 92 11894–11898. 10.1073/pnas.92.25.11894 8524870PMC40509

[B28] ChuV. T.GottardoR.RafteryA. E.BumgarnerR. E.YeungK. (2008). MeV+R: using MeV as a graphical user interface for bioconductor alications in microarray analysis. *Genome Biol.* 9:R118. 10.1186/gb-2008-9-7-r118 18652698PMC2530872

[B29] ClaytonD. F. (2000). The genomic action potential. *Neurobiol. Learn. Mem.* 74 185–216. 10.1006/nlme.2000.3967 11031127

[B30] CoyleJ. E.QamarS.RajashankarK. R.NikolovD. B. (2002). Structure of GABARAP in two conformations: implications for GABAA receptor localization and tubulin binding. *Neuron* 33 63–74. 10.1016/s0896-6273(01)00558-x11779480

[B31] CullinanW. E.HermanJ. P.BattagliaD. F.AkilH.WatsonS. J. (1995). Pattern and time course of immediate early gene expression in rat brain following acute stress. *Neuroscience* 64 477–505. 10.1016/0306-4522(94)00355-9 7700534

[B32] CusackC. L.SwahariV.Hampton HenleyW.Michael RamseyJ.DeshmukhM. (2013). Distinct pathways mediate axon degeneration during apoptosis and axon-specific pruning. *Nat. Commun.* 4:1876. 10.1038/ncomms2910 23695670PMC4183061

[B33] D’AgataV.CavallaroS. (2003). Hiocampal gene expression profiles in passive avoidance conditioning. *Eur. J. Neurosci.* 18 2835–2841. 10.1111/j.1460-9568.2003.03025.x 14656332

[B34] DaneriM. F.PapiniM. R.MuzioR. N. (2007). Common toads (*Bufo arenarum*) learn to anticipate and avoid hypertonic saline solutions. *J. Comp. Psychol.* 121 419–427. 10.1037/0735-7036.121.4.419 18085926

[B35] DesmondN. L.LevyW. B. (1986). Changes in the postsynaptic density with long-term potentiation in the dentate gyrus. *J. Comp. Neurol.* 253 476–482. 10.1002/cne.902530405 3025273

[B36] DrabkinH.NasarreP.GemmillR. (2014). The emerging role of class-3 semaphorins and their neuropilin receptors in oncology. *OncoTargets Therapy* 7 1663–1687. 10.2147/OTT.S37744 25285016PMC4181631

[B37] ElmoreS. (2007). Apoptosis: a review of programmed cell death. *Toxicol. Pathol.* 35 495–516. 10.1080/01926230701320337 17562483PMC2117903

[B38] EmotoY.ManomeY.MeinhardtG.KisakiH.KharbandaS.RobertsonM. (1995). Proteolytic activation of protein kinase C delta by an ICE-like protease in apoptotic cells. *EMBO J.* 14 6148–6156. 10.1002/j.1460-2075.1995.tb00305.x 8557034PMC394739

[B39] EwertJ.-P. (1967). Aktivierung der Verhaltensfolge beim Beutefang der Erdkröte (*Bufo bufo* L.) durch elektrische Mittelhirn-Reizung. *Zeitshrift für Vergleichende Physiologie* 54 455–481. 10.1007/BF00298232

[B40] GalloF. T.KatcheC.MoriciJ. F.MedinaJ. H.WeisstaubN. V. (2018). Immediate early genes, memory and psychiatric disorders: focus on c-Fos, Egr1 and Arc. *Front. Behav. Neurosci.* 12:79. 10.3389/fnbeh.2018.00079 29755331PMC5932360

[B41] GitaiZ.YuT. W.LundquistE. A.Tessier-LavigneM.BargmannC. I. (2003). The netrin receptor UNC-40/DCC stimulates axon attraction and outgrowth through enabled and, in parallel, Rac and UNC-115/AbLIM. *Neuron* 37 53–65. 10.1016/S0896-6273(02)01149-2 12526772

[B42] GlanzmanD. L. (2010). Common mechanisms of synaptic plasticity in vertebrates and invertebrates. *Curr. Biol.* 20 R31–R36. 10.1016/j.cub.2009.10.023 20152143PMC5125775

[B43] GuC.ShimS.ShinJ.KimJ.ParkJ.HanK. (2005). The EphA8 receptor induces sustained MAP kinase activation to promote neurite outgrowth in neuronal cells. *Oncogene* 24 4243–4256. 10.1038/sj.onc.1208584 15782114

[B44] GuzowskiJ. F.SetlowB.WagnerE. K.McGaughJ. L. (2001). Experience-dependent gene expression in the rat hiocampus after spatial learning: a comparison of the immediate-early genes *Arc*, c- *fos*, and *zif268*. *J. Neurosci.* 21 5089–5098. 10.1523/JNEUROSCI.21-14-05089.2001 11438584PMC6762831

[B45] HaasB. J.PapanicolaouA.YassourM.GrabherrM.BloodP. D.BowdenJ. (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. *Nat. Protoc.* 8 1494–1512. 10.1038/nprot.2013.084 23845962PMC3875132

[B46] Haklai-ToerL.MlechkovichG.SavariegoD.GokhmanI.YaronA. (2010). Cis interaction between Semaphorin6A and Plexin-A4 modulates the repulsive response to Sema6A. *EMBO J.* 29 2635–2645. 10.1038/emboj.2010.147 20606624PMC2928682

[B47] HawkJ. D.BookoutA. L.PoplawskiS. G.BridiM.RaoA. J.SulewskiM. E. (2012). NR4A nuclear receptors suort memory enhancement by histone deacetylase inhibitors. *J. Clin. Invest.* 122 3593–3602. 10.1172/JCI64145 22996661PMC3461922

[B48] HayetteS.Cornillet-LefebvreP.TigaudI.StruskiS.ForissierS.BerchetA. (2005). *AF4p12*, a human homologue to the *furry* Gene of *Drosophila*, as a novel *MLL* fusion partner. *Cancer Res.* 65 6521–6525. 10.1158/0008-5472.CAN-05-1325 16061630

[B49] HellstenU.HarlandR. M.GilchristM. J.HendrixD.JurkaJ.KapitonovV. (2010). The genome of the western clawed frog *Xenopus tropicalis*. *Science* 328 633–636. 10.1126/science.1183670 20431018PMC2994648

[B50] HenkemeyerM.ItkisO. S.NgoM.HickmottP. W.EthellI. M. (2003). Multiple EphB receptor tyrosine kinases shape dendritic spines in the hiocampus. *J. Cell Biol.* 163 1313–1326. 10.1083/jcb.200306033 14691139PMC1435730

[B51] HertlerB.BuitragoM. M.LuftA. R.HospJ. A. (2016). Temporal course of gene expression during motor memory formation in primary motor cortex of rats. *Neurobiol. Learn. Mem.* 136 105–115. 10.1016/j.nlm.2016.09.018 27686277

[B52] HimanenJ.-P.ChumleyM. J.LackmannM.LiC.BartonW. A.JeffreyP. D. (2004). Repelling class discrimination: ephrin-A5 binds to and activates EphB2 receptor signaling. *Nat. Neurosci.* 7 501–509. 10.1038/nn1237 15107857

[B53] HuangD. W.ShermanB. T.LempickiR. A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4 44–57. 10.1038/nprot.2008.211 19131956

[B54] JarvisE. D.MelloC. V.NottebohmF. (1995). Associative learning and stimulus novelty influence the song-induced expression of an immediate early gene in the canary forebrain. *Learn. Mem.* 2 62–80. 10.1101/lm.2.2.62 10467567

[B55] Jeroen PasterkampR.PeschonJ. J.SpriggsM. K.KolodkinA. L. (2003). Semaphorin 7A promotes axon outgrowth through integrins and MAPKs. *Nature* 424 398–405. 10.1038/nature01790 12879062

[B56] JongY. J. I.KumarV.O’MalleyK. L. (2009). Intracellular metabotropic glutamate receptor 5 (mGluR5) activates signaling cascades distinct from cell surface counterparts. *J. Biol. Chem.* 284 35827–35838. 10.1074/jbc.M109.046276 19840937PMC2791012

[B57] KalettaT.HengartnerM. O. (2006). Finding function in novel targets: *C. elegans* as a model organism. *Nat. Rev. Drug Discov.* 5 387–399. 10.1038/nrd2031 16672925

[B58] KandelE. R. (2012). The molecular biology of memory: cAMP, PKA, CRE, CREB-1, CREB-2, and CPEB. *Mol. Brain* 5:14. 10.1186/1756-6606-5-14 22583753PMC3514210

[B59] KandelE. R.DudaiY.MayfordM. R. (2014). The molecular and systems biology of memory. *Cell* 157 163–186. 10.1016/j.cell.2014.03.001 24679534

[B60] KandelE. R.SchwartzJ. H. (1982). Molecular biology of an elementary form of learning: modulation of transmitter release by cAMP. *Science* 218 433–443. 10.1126/science.6289442 6289442

[B61] KangJ.ParkH.KimE. (2016). IRSp53/BAIAP2 in dendritic spine development, NMDA receptor regulation, and psychiatric disorders. *Neuropharmacology* 100 27–39. 10.1016/j.neuropharm.2015.06.019 26275848

[B62] KatcheC.BekinschteinP.SlipczukL.GoldinA.IzquierdoI. A.CammarotaM. (2010). Delayed wave of c-Fos expression in the dorsal hiocampus involved specifically in persistence of long-term memory storage. *Proc. Natl. Acad. Sci. U.S.A.* 107 349–354. 10.1073/pnas.0912931107 20018662PMC2806699

[B63] KeiferJ.ZhengZ. (2010). AMPA receptor trafficking and learning: AMPAR trafficking and learning. *Eur. J. Neurosci.* 32 269–277. 10.1111/j.1460-9568.2010.07339.x 20646058PMC3985283

[B64] KilpatrickL. E.LeeJ. Y.HainesK. M.CampbellD. E.SullivanK. E.KorchakH. M. (2002). A role for PKC-δ and PI 3-kinase in TNF-α-mediated antiapoptotic signaling in the human neutrophil. *Am. J. Physiol. Cell Physiol.* 283 C48–C57. 10.1152/ajpcell.00385.2001 12055072

[B65] KolodkinA. L.Tessier-LavigneM. (2011). Mechanisms and molecules of neuronal wiring: a primer. *Cold Spring Harb. Perspect. Biol.* 3:a001727. 10.1101/cshperspect.a001727 21123392PMC3098670

[B66] KwonT. (2015). Benchmarking transcriptome quantification methods for duplicated genes in *Xenopus laevis*. *Cytogenet. Genome Res.* 145 253–264. 10.1159/000431386 26112470

[B67] LabergeF.RothG. (2007). Organization of the sensory input to the telencephalon in the fire-bellied toad, *Bombina orientalis*. *J. Comp. Neurol.* 502 55–74. 10.1002/cne.21297 17335050

[B68] LaiK. O.IpN. Y. (2009). Synapse development and plasticity: roles of ephrin/Eph receptor signaling. *Curr. Opin. Neurobiol.* 19 275–283. 10.1016/j.conb.2009.04.009 19497733

[B69] LamprechtR. (2014). The actin cytoskeleton in memory formation. *Prog. Neurobiol.* 117 1–19. 10.1016/j.pneurobio.2014.02.001 24530292

[B70] LangmeadB.SalzbergS. L. (2012). Fast gaed-read alignment with Bowtie 2. *Nat. Methods* 9 357–359. 10.1038/nmeth.1923 22388286PMC3322381

[B71] Lankat-ButtgereitB.GökeR. (2003). Programmed cell death protein 4 (pdcd4): a novel target for antineoplastic therapy? *Biol. Cell* 95 515–519. 10.1016/j.biolcel.2003.09.003 14630388

[B72] LauB. Y.MathurP.GouldG. G.GuoS. (2011). Identification of a brain center whose activity discriminates a choice behavior in zebrafish. *Proc. Natl. Acad. Sci. U.S.A.* 108 2581–2586. 10.1073/pnas.1018275108 21262817PMC3038752

[B73] LinC. C.ChouC. H.HowngS. L.HsuC. Y.HwangC. C.WangC. (2009). GSKIP, an inhibitor of GSK3Î2, mediates the N-cadherin/Î2-catenin pool in the differentiation of SH-SY5Y cells. *J. Cell. Biochem.* 108 1325–1336. 10.1002/jcb.22362 19830702

[B74] LismanJ.YasudaR.RaghavachariS. (2012). Mechanisms of CaMKII action in long-term potentiation. *Nat. Rev. Neurosci.* 13 169–182. 10.1038/nrn3192 22334212PMC4050655

[B75] LiuX. D.ZhuX. N.HalfordM. M.XuT. L.HenkemeyerM.XuN. J. (2018). Retrograde regulation of mossy fiber axon targeting and terminal maturation via postsynaptic Lnx1. *J. Cell Biol.* 217 4007–4024. 10.1083/jcb.201803105 30185604PMC6219728

[B76] LiuY.DayL. B.SummersK.BurmeisterS. S. (2016). Learning to learn: advanced behavioural flexibility in a poison frog. *Anim. Behav.* 111 167–172. 10.1016/j.anbehav.2015.10.018

[B77] Lopez-BenditoG.FlamesN.MaL.FouquetC.Di MeglioT.ChedotalA. (2007). Robo1 and Robo2 cooperate to control the guidance of major axonal tracts in the mammalian forebrain. *J. Neurosci.* 27 3395–3407. 10.1523/JNEUROSCI.4605-06.2007 17392456PMC6672128

[B78] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B79] LuY.ChristianK.LuB. (2008). BDNF: a key regulator for protein synthesis-dependent LTP and long-term memory? *Neurobiol. Learn. Mem.* 89 312–323. 10.1016/j.nlm.2007.08.018 17942328PMC2387254

[B80] LynchG.RexC. S.GallC. M. (2007). LTP consolidation: substrates, explanatory power, and functional significance. *Neuropharmacology* 52 12–23. 10.1016/j.neuropharm.2006.07.027 16949110

[B81] MackintoshN. J. (1974). *The Psychology of Animal Learning.* Oxford: Academic Press.

[B82] MalenkaR. C.BearM. F. (2004). LTP and LTD: an embarrassment of riches. *Neuron* 44 5–21. 1545015610.1016/j.neuron.2004.09.012

[B83] MateszK.KecskesS.BácskaiT.RáczÉBirinyiA. (2014). Brainstem circuits underlying the prey-catching behavior of the frog. *Brain Behav. Evol.* 83 104–111. 10.1159/000357751 24776991

[B84] MatherJ. A.KubaM. J. (2013). The cephalopod specialties: complex nervous system, learning, and cognition. *Can. J. Zool.* 91 431–449. 10.1139/cjz-2013-0009

[B85] McClellandA. C.HruskaM.CoenenA. J.HenkemeyerM.DalvaM. B. (2010). Trans-synaptic EphB2-ephrin-B3 interaction regulates excitatory synapse density by inhibition of postsynaptic MAPK signaling. *Proc. Natl. Acad. Sci. U.S.A.* 107 8830–8835. 10.1073/pnas.0910644107 20410461PMC2889310

[B86] MillerA. J.PageR. A.BernalX. E. (2018). Exploratory behavior of a native anuran species with high invasive potential. *Anim. Cogn.* 21 55–65. 10.1007/s10071-017-1138-y 29030724

[B87] MinatoharaK.AkiyoshiM.OkunoH. (2016). Role of immediate-early genes in synaptic plasticity and neuronal ensembles underlying the memory trace. *Front. Mol. Neurosci.* 8:78. 10.3389/fnmol.2015.00078 26778955PMC4700275

[B88] MitchellM. D.McCormickM. I. (2013). Ontogenetic differences in chemical alarm cue production determine antipredator responses and learned predator recognition. *Behav. Ecol. Sociobiol.* 67 1123–1129. 10.1007/s00265-013-1537-2

[B89] MokinM.KeiferJ. (2005). Expression of the immediate-early gene–encoded protein Egr-1 (zif268) during in vitro classical conditioning. *Learn. Mem.* 12 144–149. 10.1101/lm.87305 15805312PMC1074332

[B90] MukherjeeA.WilliamsD. W. (2017). More alive than dead: non-apoptotic roles for caspases in neuronal development, plasticity and disease. *Cell Death Differ.* 24 1411–1421. 10.1038/cdd.2017.64 28644437PMC5520460

[B91] NestlerE. J. (2015). ΔFosB: a transcriptional regulator of stress and antidepressant responses. *Eur. J. Pharmacol.* 753 66–72. 10.1016/j.ejphar.2014.10.034 25446562PMC4380559

[B92] NeufeldG.CohenT.ShragaN.LangeT.KesslerO.HerzogY. (2002). The neuropilins multifunctional semaphorin and VEGF receptors that modulate axon guidance and angiogenesis. *Trends Cardiovasc. Med.* 12 13–19. 10.1016/S1050-1738(01)00140-2 11796239

[B93] NoltM. J.LinY.HruskaM.MurphyJ.Sheffler-ColinsS. I.KayserM. S. (2011). EphB controls NMDA receptor function and synaptic targeting in a subunit-specific manner. *J. Neurosci.* 31 5353–5364. 10.1523/JNEUROSCI.0282-11.2011 21471370PMC3147026

[B94] OkazakiN.YanJ.YuasaS.UenoT.KominamiE.MasuhoY. (2000). Interaction of the Unc-51-like kinase and microtubule-associated protein light chain 3 related proteins in the brain: possible role of vesicular transport in axonal elongation. *Mol. Brain Res.* 85 1–12. 10.1016/S0169-328X(00)00218-7 11146101

[B95] PagniM.IoannidisV.CeruttiL.Zahn-ZabalM.JongeneelC. V.HauJ. (2007). MyHits: improvements to an interactive resource for analyzing protein sequences. *Nucleic Acids Res.* 35 W433–W437. 10.1093/nar/gkm352 17545200PMC1933190

[B96] PatzkeC.AcunaC.GiamL. R.WernigM.SüdhofT. C. (2016). Conditional deletion of *L1CAM* in human neurons impairs both axonal and dendritic arborization and action potential generation. *J. Exp. Med.* 213 499–515. 10.1084/jem.20150951 27001749PMC4821644

[B97] PerrottiL. I.HadeishiY.UleryP. G.BarrotM.MonteggiaL.DumanR. S. (2004). Induction of FosB in reward-related brain structures after chronic stress. *J. Neurosci.* 24 10594–10602. 10.1523/JNEUROSCI.2542-04.2004 15564575PMC6730117

[B98] PerryC. J.BarronA. B.ChengK. (2013). Invertebrate learning and cognition: relating phenomena to neural substrate: invertebrate learning and cognition. *WIREs Cogn. Sci.* 4 561–582. 10.1002/wcs.1248 26304245

[B99] PinaudR. (2004). Experience-dependent immediate early gene expression in the adult central nervous system: evidence from enriched-environment studies. *Int. J. Neurosci.* 114 321–333. 10.1080/00207450490264142 14754658

[B100] PinaudR.FortesA. F.LovellP.MelloC. V. (2006). Calbindin-positive neurons reveal a sexual dimorphism within the songbird analogue of the mammalian auditory cortex. *J. Neurobiol.* 66 182–195. 10.1002/neu.20211 16288476

[B101] PlathN.OhanaO.DammermannB.ErringtonM. L.SchmitzD.GrossC. (2006). Arc/Arg3.1 is essential for the consolidation of synaptic plasticity and memories. *Neuron* 52 437–444. 10.1016/j.neuron.2006.08.024 17088210

[B102] PoliakS.GollanL.MartinezR.CusterA.EinheberS.SalzerJ. L. (1999). Caspr2, a new member of the neurexin superfamily, is localized at the juxtaparanodes of myelinated axons and associates with K+ channels. *Neuron* 24 1037–1047. 10.1016/S0896-6273(00)81049-1 10624965

[B103] RamsayZ. J.IkuraJ.LabergeF. (2013). Modification of a prey catching response and the development of behavioral persistence in the fire-bellied toad (*Bombina orientalis*). *J. Comp. Psychol.* 127 399–411. 10.1037/a0032059 23668694

[B104] RaoJ. N.MadasuY.DominguezR. (2014). Mechanism of actin filament pointed-end caing by tropomodulin. *Science* 345 463–467. 10.1126/science.1256159 25061212PMC4367809

[B105] RiccomagnoM. M.KolodkinA. L. (2015). Sculpting neural circuits by axon and dendrite pruning. *Annu. Rev. Cell Dev. Biol.* 31 779–805. 10.1146/annurev-cellbio-100913-013038 26436703PMC4668927

[B106] RobertsA.PachterL. (2013). Streaming fragment assignment for real-time analysis of sequencing experiments. *Nat. Methods* 10 71–73. 10.1038/nmeth.2251 23160280PMC3880119

[B107] RoofD. J.HayesA.AdamianM.ChishtiA. H.LiT. (1997). Molecular characterization of abLIM, a novel actin-binding and double zinc finger protein. *J. Cell Biol.* 138 575–588. 10.1083/jcb.138.3.575 9245787PMC2141644

[B108] RothW.KermerP.KrajewskaM.WelshK.DavisS.KrajewskiS. (2003). Bifunctional apoptosis inhibitor (BAR) protects neurons from diverse cell death pathways. *Cell Death Differ.* 10 1178–1187. 10.1038/sj.cdd.4401287 14502241

[B109] RudyJ. W. (2014). *The Neurobiology of Learning and Memory*, 2nd Edn Sunderland, MA: Sinauer Associates, Inc.

[B110] RudyJ. W. (2015a). Actin dynamics and the evolution of the memory trace. *Brain Res.* 1621 17–28. 10.1016/j.brainres.2014.12.007 25498985

[B111] RudyJ. W. (2015b). Variation in the persistence of memory: an interplay between actin dynamics and AMPA receptors. *Brain Res.* 1621 29–37. 10.1016/j.brainres.2014.12.009 25511990

[B112] SchaeferN.RotermundC.BlumrichE.-M.LourencoM. V.JoshiP.HegemannR. U. (2017). The malleable brain: plasticity of neural circuits and behavior - a review from students to students. *J. Neurochem.* 142 790–811. 10.1111/jnc.14107 28632905

[B113] SchafferA. E.BreussM. W.CaglayanA. O.Al-SanaaN.Al-AbdulwahedH. Y.KaymakçalanH. (2018). Biallelic loss of human CTNNA2, encoding αN-catenin, leads to ARP2/3 complex overactivity and disordered cortical neuronal migration. *Nat. Genet.* 50 1093–1101. 10.1038/s41588-018-0166-0 30013181PMC6072555

[B114] SchmajukN. A.SeguraE. T.ReboredaJ. C. (1980). Aetitive conditioning and discriminatory learning in toads. *Behav. Neural Biol.* 28 392–397. 10.1016/s0163-1047(80)91698-26773517

[B115] SchuldinerO.YaronA. (2015). Mechanisms of developmental neurite pruning. *Cell. Mol. Life Sci.* 72 101–119. 10.1007/s00018-014-1729-6 25213356PMC5086088

[B116] SessionA. M.UnoY.KwonT.ChapmanJ. A.ToyodaA.TakahashiS. (2016). Genome evolution in the allotetraploid frog *Xenopus laevis*. *Nature* 538 336–343. 10.1038/nature19840 27762356PMC5313049

[B117] ShomratT.Turchetti-MaiaA. L.Stern-MentchN.BasilJ. A.HochnerB. (2015). The vertical lobe of cephalopods: an attractive brain structure for understanding the evolution of advanced learning and memory systems. *J. Comp. Physiol. A* 201 947–956. 10.1007/s00359-015-1023-6 26113381

[B118] SigristC. J. A. (2002). PROSITE: a documented database using patterns and profiles as motif descriptors. *Brief. Bioinform.* 3 265–274. 10.1093/bib/3.3.265 12230035

[B119] SimonD. J.WeimerR. M.McLaughlinT.KallopD.StangerK.YangJ. (2012). A caspase cascade regulating developmental axon degeneration. *J. Neurosci.* 32 17540–17553. 10.1523/JNEUROSCI.3012-12.2012 23223278PMC3532512

[B120] SokolowskiM. B. (2001). Drosophila: genetics meets behaviour. *Nat. Rev. Genet.* 2 879–890. 10.1038/35098592 11715043

[B121] SquireL.BergD.BloomF. E.Du LacS.GhoshA.SpitzerN. C. (eds) (2012). *Fundamental Neuroscience.* Cambridge, MA: Academic Press.

[B122] StewartM. G.HarrisonE.RusakovD. A.Richter-LevinG.MarounM. (2000). Re-structuring of synapses 24 hours after induction of long-term potentiation in the dentate gyrus of the rat hiocampus in vivo. *Neuroscience* 100 221–227. 10.1016/S0306-4522(00)00295-5 11008162

[B123] TakeiK.OkaY.SatouM.UedaK. (1987). Distribution of motoneurons involved in the prey-catching behavior in the Japanese toad, Bufo japonicus. *Brain Res.* 410 395–400. 10.1016/0006-8993(87)90346-5 3594249

[B124] TakimotoM.HamadaT. (2014). Acute exercise increases brain region-specific expression of MCT1, MCT2, MCT4, GLUT1, and COX IV proteins. *J. Alied Physiol.* 116 1238–1250. 10.1152/jalphysiol.01288.2013 24610532

[B125] ThomasP. D. (2003). PANTHER: a browsable database of gene products organized by biological function, using curated protein family and subfamily classification. *Nucleic Acids Res.* 31 334–341. 10.1093/nar/gkg115 12520017PMC165562

[B126] UmJ. W.ChoiiG.ParkD.KimD.JeonS.KangH. (2016). IQ motif and SEC7 domain-containing protein 3 (IQSEC3) interacts with gephyrin to promote inhibitory synapse formation. *J. Biol. Chem.* 291 10119–10130. 10.1074/jbc.M115.712893 27002143PMC4858964

[B127] UmJ. W.PramanikG.KoJ. S.SongM.-Y.LeeD.KimH. (2014). Calsyntenins function as synaptogenic adhesion molecules in concert with neurexins. *Cell Rep.* 6 1096–1109. 10.1016/j.celrep.2014.02.010 24613359PMC4101519

[B128] VallesA.BoenderA. J.GijsbersS.HaastR. A. M.MartensG. J. M.de WeerdP. (2011). Genomewide analysis of rat barrel cortex reveals time- and layer-specific mRNA expression changes related to experience-dependent plasticity. *J. Neurosci.* 31 6140–6158. 10.1523/JNEUROSCI.6514-10.2011 21508239PMC6632955

[B129] VelhoT. A. F.MelloC. V. (2008). Synapsins are late activity-induced genes regulated by birdsong. *J. Neurosci.* 28 11871–11882. 10.1523/JNEUROSCI.2307-08.2008 19005052PMC2610538

[B130] WadaK.HowardJ. T.McConnellP.WhitneyO.LintsT.RivasM. V. (2006). A molecular neuroethological aroach for identifying and characterizing a cascade of behaviorally regulated genes. *Proc. Natl. Acad. Sci. U.S.A.* 103 15212–15217. 10.1073/pnas.0607098103 17018643PMC1622802

[B131] WangH.SawaiA.TojiN.SugiokaR.ShibataY.SuzukiY. (2019). Transcriptional regulatory divergence underpinning species-specific learned vocalization in songbirds. *PLoS Biol.* 17:e3000476. 10.1371/journal.pbio.3000476 31721761PMC6853299

[B132] WeissJ. L.HuiH.BurgoyneR. D. (2010). Neuronal calcium sensor-1 regulation of calcium channels, secretion, and neuronal outgrowth. *Cell. Mol. Neurobiol.* 30 1283–1292. 10.1007/s10571-010-9588-7 21104311PMC11498851

[B133] WolmanM. A.LiuY.TawarayamaH.ShojiW.HalloranM. C. (2004). Repulsion and attraction of axons by Semaphorin3D are mediated by different neuropilins in vivo. *J. Neurosci.* 24 8428–8435. 10.1523/JNEUROSCI.2349-04.2004 15456815PMC6729895

[B134] XuN. J.HenkemeyerM. (2009). Ephrin-B3 reverse signaling through Grb4 and cytoskeletal regulators mediates axon pruning. *Nat. Neurosci.* 12 268–276. 10.1038/nn.2254 19182796PMC2661084

[B135] YuG.YangJ.ZhangM.RaoD. (2007). Phylogenetic and systematic study of the genus *Bombina* (Amphibia: Anura: Bombinatoridae): new insights from molecular data. *J. Herpetol.* 41 365–377.10.1670/0022-1511(2007)41

[B136] ZhangH.XuQ.KrajewskiS.KrajewskaM.XieZ.FuessS. (2000). BAR: an apoptosis regulator at the intersection of caspases and Bcl-2 family proteins. *Proc. Natl. Acad. Sci. U.S.A.* 97 2597–2602. 10.1073/pnas.97.6.2597 10716992PMC15974

[B137] ZhangJ.GaoJ.-X.SalojinK.ShaoQ.GrattanM.MeagherC. (2000). Regulation of FAS ligand expression during activation-induced cell death in T Cells by p38 mitogen-activated protein kinase and C-Jun Nh 2 -Terminal Kinase. *J. Exp. Med.* 191 1017–1030. 10.1084/jem.191.6.1017 10727463PMC2193110

[B138] ZhaoY.FungC.ShinD.ShinB.-C.ThamotharanS.SankarR. (2010). Neuronal glucose transporter isoform 3 deficient mice demonstrate features of autism spectrum disorders. *Mol. Psychiatry* 15 286–299. 10.1038/mp.2009.51 19506559PMC4208914

# Supplementary material for: Temporal Profile of Brain Gene Expression After Prey Catching Conditioning in an Anuran Amphibian
**Source:** Front Neurosci. 2020 Jan 14;13:1407. doi: 10.3389/fnins.2019.01407
**Supplement:** Supplementary file 1

**Supplementary material**

*Section 1: Figures & Tables*

**Table S1:** *De novo* transcriptome alignment quality statistics. Raw RNA-seq reads were cleaned using the Trimmomatic software suite. Raw reads were aligned back against the transcriptome using the Bowtie2 software suite. Alignment statistics and overall alignment rates are presented for each toad.

|  | **Raw reads** | **Clean reads** | **%Unaligned** | **%Aligned concordantly once** | **%Aligned concordantly**  **> 1** | **Overall alignment rate%** |
| --- | --- | --- | --- | --- | --- | --- |
| **Control 1** | 22312799 | 21357615 | 18.79 | 23.06 | 58.15 | 93.26 |
| **Control 2** | 22185273 | 21428734 | 19.20 | 23.16 | 57.64 | 93.29 |
| **Control 3** | 20177889 | 19447444 | 18.65 | 23.16 | 58.19 | 93.27 |
| **2-Hour 1** | 23226803 | 22400117 | 18.48 | 22.96 | 58.56 | 93.47 |
| **2-Hour 2** | 21404318 | 20660556 | 18.70 | 22.84 | 58.45 | 93.35 |
| **2-Hour 3** | 23395990 | 22673001 | 18.97 | 23.14 | 57.89 | 93.28 |
| **4-Hour 1** | 22599349 | 21847763 | 18.77 | 23.20 | 58.03 | 93.27 |
| **4-Hour 2** | 22394847 | 21684270 | 19.34 | 23.03 | 57.62 | 93.24 |
| **4-Hour 3** | 21985162 | 21376973 | 19.59 | 23.29 | 57.12 | 93.33 |
| **24-Hour 1** | 22079482 | 21302679 | 18.48 | 23.23 | 58.29 | 93.43 |
| **24-Hour 2** | 23178754 | 22332319 | 18.30 | 23.37 | 58.34 | 93.49 |
| **24-Hour 3** | 23984646 | 23018894 | 18.39 | 23.31 | 58.30 | 93.25 |

**Table S2**: *De novo* transcriptome assembly statistics. The Trinity software package was used to assemble a transcriptome based on ~250 million paired end reads utilizing De Bruijn graph-based transcript assembly. Trinity assembles multiple isoforms for each assembled ‘gene’, row 1 represents the statistics for all transcripts assembled, while row 2 represents the statistics for only the longest assembled isoform. N50 represents the minimum length of at least 50% of assembled transcripts.

|  | **Total Base Pairs** | **Total transcripts** | **N50** | **Average length** | **Median length** | **GC%** | **Total genes** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **All transcripts** | 656704220 | 1236332 | 668 | 531.17 | 311 | 39.59 | 714091 |
| **Longest isoform** | 339551472 | - | 552 | 475.5 | 312 | - | - |

**Table S3a**: Gene ontology functional group enrichment of differentially expressed genes in the *Early* co-expression profile (2 h post-training) in comparison to controls.

.

| **GO category** | **Functional group** | **Regulation** | **Gene count** |
| --- | --- | --- | --- |
| Biological process | GO:0006355~regulation of transcription, DNA-templated | UP | 14 |
| Biological process | GO:0007015~actin filament organization | UP | 3 |
| Biological process | GO:0048167~regulation of synaptic plasticity | UP | 3 |
| Biological process | GO:0030036~actin cytoskeleton organization | UP | 3 |
| Biological process | GO:0007411~axon guidance | UP | 3 |
| Biological process | GO:0006810~transport | UP | 5 |
| Biological process | GO:0015031~protein transport | UP | 4 |
| Biological process | GO:0031175~neuron projection development | Down | 4 |
| Biological process | GO:0043410~positive regulation of MAPK cascade | Down | 3 |
| Biological process | GO:0000226~microtubule cytoskeleton organization | Down | 3 |
| Cell component | GO:0005622~intracellular | UP | 12 |
| Cell component | GO:0045254~pyruvate dehydrogenase complex | UP | 2 |
| Cell component | GO:0043025~neuronal cell body | UP | 6 |
| Cell component | GO:0005913~cell-cell adherens junction | UP | 4 |
| Cell component | GO:0030426~growth cone | UP | 3 |
| Cell component | GO:0005925~focal adhesion | UP | 5 |
| Cell component | GO:0030424~axon | UP | 4 |
| Cell component | GO:0005634~nucleus | UP | 31 |
| Cell component | GO:0005886~plasma membrane | Down | 30 |
| Cell component | GO:0030027~lamellipodium | Down | 5 |
| Cell component | GO:0005765~lysosomal membrane | Down | 5 |
| Cell component | GO:0005913~cell-cell adherens junction | Down | 5 |
| Cell component | GO:0071556~integral component of lumenal side of endoplasmic reticulum membrane | Down | 3 |
| Cell component | GO:0005796~Golgi lumen | Down | 3 |
| Cell component | GO:0005776~autophagosome | Down | 3 |
| Cell component | GO:0031902~late endosome membrane | Down | 3 |
| Molecular function | GO:0046983~protein dimerization activity | UP | 4 |
| Molecular function | GO:0003676~nucleic acid binding | UP | 7 |
| Molecular function | GO:0003677~DNA binding | UP | 11 |
| Molecular function | GO:0003700~transcription factor activity, sequence-specific DNA binding | UP | 6 |
| Molecular function | GO:0005515~protein binding | Down | 34 |
| Molecular function | GO:0008022~protein C-terminus binding | Down | 4 |

**Table S3b**: Gene ontology functional group enrichment of differentially expressed genes in the *Intermediate* co-expression profile (4 h post-training) in comparison to controls.

| **GO category** | **Functional group** | **Regulation** | **Gene count** |
| --- | --- | --- | --- |
| Biological process | GO:0007411~axon guidance | UP | 5 |
| Biological process | GO:0016337~single organismal cell-cell adhesion | UP | 4 |
| Biological process | GO:0007157~cell-cell adhesion via plasma membrane adhesion molecules | UP | 3 |
| Biological process | GO:0007160~cell-matrix adhesion | UP | 3 |
| Biological process | GO:0007156~homophilic cell adhesion via plasma membrane adhesion molecules | UP | 3 |
| Biological process | GO:0006897~endocytosis | UP | 4 |
| Biological process | GO:0006915~apoptotic process | UP | 4 |
| Biological process | GO:0008152~metabolic process | UP | 3 |
| Biological process | GO:0006355~regulation of transcription, DNA-templated | Down | 15 |
| Biological process | GO:0006351~transcription, DNA-templated | Down | 15 |
| Biological process | GO:0007409~axonogenesis | Down | 4 |
| Biological process | GO:0010976~positive regulation of neuron projection development | Down | 3 |
| Biological process | GO:0046777~protein autophosphorylation | Down | 5 |
| Biological process | GO:0006461~protein complex assembly | Down | 3 |
| Biological process | GO:0016311~dephosphorylation | Down | 3 |
| Biological process | GO:0006541~glutamine metabolic process | Down | 3 |
| Biological process | GO:0006006~glucose metabolic process | Down | 3 |
| Biological process | GO:0008152~metabolic process | Down | 3 |
| Cell component | GO:0005739~mitochondrion | UP | 11 |
| Cell component | GO:0005667~transcription factor complex | UP | 4 |
| Cell component | GO:0030175~filopodium | UP | 3 |
| Cell component | GO:0005813~centrosome | Down | 7 |
| Cell component | GO:0005783~endoplasmic reticulum | Down | 11 |
| Cell component | GO:0005789~endoplasmic reticulum membrane | Down | 10 |
| Cell component | GO:0014069~postsynaptic density | Down | 5 |
| Cell component | GO:0098793~presynapse | Down | 3 |
| Molecular function | GO:0003676~nucleic acid binding | UP | 8 |
| Molecular function | GO:0051287~NAD binding | Down | 3 |
| Molecular function | GO:0000287~magnesium ion binding | Down | 5 |

**Table S3c**: Gene ontology functional group enrichment of differentially expressed genes in the *Late* co-expression profile (24 h post-training) in comparison to controls.

| **GO category** | **Functional group** | **Regulation** | **Gene count** |
| --- | --- | --- | --- |
| Biological process | GO:0006355~regulation of transcription, DNA-templated | UP | 19 |
| Biological process | GO:0006351~transcription, DNA-templated | UP | 23 |
| Biological process | GO:0043065~positive regulation of apoptotic process | UP | 9 |
| Biological process | GO:0031175~neuron projection development | UP | 6 |
| Biological process | GO:0046326~positive regulation of glucose import | UP | 3 |
| Biological process | GO:0048041~focal adhesion assembly | UP | 3 |
| Biological process | GO:0007015~actin filament organization | UP | 4 |
| Biological process | GO:0007010~cytoskeleton organization | UP | 3 |
| Biological process | GO:0007049~cell cycle | Down | 8 |
| Biological process | GO:0098609~cell-cell adhesion | Down | 6 |
| Biological process | GO:0051017~actin filament bundle assembly | Down | 3 |
| Cell component | GO:0005819~spindle | UP | 5 |
| Cell component | GO:0016363~nuclear matrix | UP | 4 |
| Cell component | GO:0030496~midbody | Down | 6 |
| Cell component | GO:0005913~cell-cell adherens junction | Down | 8 |
| Cell component | GO:0009897~external side of plasma membrane | Down | 6 |
| Cell component | GO:0030133~transport vesicle | Down | 4 |
| Cell component | GO:0031902~late endosome membrane | Down | 4 |
| Molecular function | GO:0003723~RNA binding | UP | 12 |
| Molecular function | GO:0003677~DNA binding | UP | 23 |
| Molecular function | GO:0003779~actin binding | UP | 8 |
| Molecular function | GO:0046872~metal ion binding | UP | 33 |
| Molecular function | GO:0004519~endonuclease activity | UP | 5 |
| Molecular function | GO:0003964~RNA-directed DNA polymerase activity | UP | 4 |
| Molecular function | GO:0016791~phosphatase activity | UP | 4 |
| Molecular function | GO:0005515~protein binding | Down | 56 |
| Molecular function | GO:0042605~peptide antigen binding | Down | 4 |
| Molecular function | GO:0036459~thiol-dependent ubiquitinyl hydrolase activity | Down | 4 |
| Molecular function | GO:0098641~cadherin binding involved in cell-cell adhesion | Down | 7 |
| Molecular function | GO:0004843~thiol-dependent ubiquitin-specific protease activity | Down | 4 |

**Table S4a**: Details of gene ontology enrichment analysis in *Early* co-expression profile. Enriched GO groups have been grouped by similar function into manually selected non-GO functional categories (*Functional category).* The *Gene ontology functional group* column represents all enriched GO groups included in the associated *functional category.* The *Included in GO analysis column* represents all genes included in the enriched GO groups, separated by up and down regulation. The *Similar function* column represents all genes which were part of non-enriched GO functional groups that fall under the relevant *Functional category*.

| **Functional Category** | **Direction of regulation** | | **Gene ontology functional group** | **Included in GO analysis** | **Similar function** |
| --- | --- | --- | --- | --- | --- |
| Transcriptional regulation | Up | GO:0006355~regulation of transcription, DNA-templated | | Zinc finger protein 614  Krueppel-related zinc finger protein 1  Zinc finger protein 347  Thioredoxin-interacting protein  Oocyte zinc finger protein XlCOF8.4  Zinc finger protein 577  Amyloid-beta A4 precursor protein- binding family B member 3  Neuronal PAS domain-containing protein 4B  Protein furry homolog-like  Zinc finger protein 585B  Early growth response protein 1-B  E3 ubiquitin-protein ligase MYCBP2  Lamina-associated polypeptide 2  Histone-lysine N-methyltransferase PRDM9 | Proto-oncogene c-Fos  Immediate early response gene 2 protein  Transcription factor jun-D  DNA-binding protein inhibitor ID-4  Zinc finger MYM-type protein 1  Zinc finger BED domain-containing protein 4  UAP56-interacting factor  Zinc finger protein 706  Gastrula zinc finger protein XlCGF26.1  Genome polyprotein  LIM domain only protein 7  NHP2-like protein 1  Nuclear factor interleukin-3-regulated protein |
|  | Down | - | | - | Host cell factor 1  Transcription factor 25  Transcription factor Sp2  Zinc finger and BTB domain-containing protein 25  Zinc finger protein GLI4  Zinc finger protein 300 |
| Structural plasticity | Up | GO:0007015~actin filament organization  GO:0030036~actin cytoskeleton organization  GO:0007411~axon guidance  GO:0051965~positive regulation of synapse assembly | | Tropomodulin-3  Tropomodulin-2  Sorbin and SH3 domain-containing protein 2  IQ motif and SEC7 domain-containing protein 3  Protein kinase C and casein kinase substrate in neurons protein 2  ETS translocation variant 1  Neural cell adhésion molecule L1  Ephrin type-B receptor 2  Leucine-rich repeat-containing protein 24 | NCK-interacting protein with SH3 domain  Switch-associated protein 70  Tubulin beta-4B chain  E3 ubiquitin-protein ligase MYCBP2  Protein furry homolog-like  Rho-related GTP-binding protein RhoQ  Stromal cell-derived factor 1  Semaphorin-7A |
|  | Down | - | | - | Ankyrin repeat and SAM domain-containing protein 1A  Annexin A6  Band 4.1-like protein 1  CDC42 small effector protein 2-C  Engulfment and cell motility protein 1  Fasciculation and elongation protein zeta-1  Protein RUFY3  Roundabout homolog 2  Unconventional myosin-X |
| Transport | Up | GO:0006810~transport  GO:0015031~protein transport | | Long-chain fatty acid transport protein 4  Glutamate receptor 1  Ras-related protein Rab-15  Neutral amino acid transporter B(0)  Tropomodulin-3  Cysteine protease ATG4B  Formin-2  Mitochondrial import inner membrane translocase subunit TIM14 | Kinesin-like protein KIF1A  Transmembrane emp24 domain-containing protein 2  Dynactin subunit 6  Equilibrative nucleoside transporter 1  Multivesicular body subunit 12A |
|  | Down | - | | - | - |
| Apoptosis | Up | - | | - | BTB/POZ domain-containing protein 10  Dedicator of cytokinesis protein 1  E3 ubiquitin-protein ligase RNF130  Palmitoyl-protein thioesterase 1 |
|  | Down | - | | - | Protein AF1q  Protein FAN  Annexin A6  Engulfment and cell motility protein 1 |
| Process genesis | Up | - | | - | - |
|  | Down | GO:0031175~neuron projection development | | Serine/threonine-protein kinase ULK1  Ephrin type-A receptor 8  Dedicator of cytokinesis protein 7  F-actin-capping protein subunit beta  Pericentrin  Gamma-aminobutyric acid receptor-associated protein | Reticulon-4  Neuronal tyrosine-phosphorylated phosphoinositide-3-kinase adapter 1  Pre-B-cell leukemia transcription factor 3  Protein phosphatase Slingshot homolog 2  Tripartite motif-containing protein 3  Ubiquitin conjugation factor E4 B  Cadherin-2  Catenin beta-1  Glypican-4 |

**Table S4b**: Details of gene ontology enrichment analysis in *Intermediate* co-expression profile. Enriched GO groups have been grouped by similar function into manually selected non-GO functional categories (*Functional category).* The *Gene ontology functional group* column represents all enriched GO groups included in the associated *functional category.* The *Included in GO analysis column* represents all genes included in the enriched GO groups, separated by up and down regulation. The *Similar function* column represents all genes which were part of non-enriched GO functional groups that fall under the relevant *Functional category*.

| **Functional Category** | **Direction of regulation** | **Gene ontology functional group** | **Included in GO analysis** | **Similar function** |
| --- | --- | --- | --- | --- |
| Transcriptional regulation | Up | - | - | Histone deacetylase 9  Oocyte zinc finger protein XlCOF6.1  PIH1 domain-containing protein 1  Protein max  RNA-binding protein 14  SAP domain-containing ribonucleoprotein  Signal transducer and activator of transcription 1-alpha/beta  Transcriptional regulator ATRX  Transcriptional-regulating factor 1  X-box-binding protein 1 |
|  | Down | GO:0006355~regulation of transcription, DNA-templated  GO:0006351~transcription, DNA-templated | Krueppel-related zinc finger protein 1  Zinc finger protein 341  Serine/threonine-protein kinase NLK  Period circadian protein homolog 2  Zinc finger and SCAN domain-containing protein 20  Serine/threonine-protein kinase/endoribonuclease IRE1  Histone-lysine N-methyltransferase 2D  Protein furry homolog-like  Circadian-associated transcriptional repressor  KRAB domain-containing protein 4  Lamina-associated polypeptide 2, isoform alpha  Hepatoma-derived growth factor  Zinc finger protein 160  KH domain-containing, RNA-binding, signal transduction-associated protein 3  Histone deacetylase 5  Ataxin-7-like protein 3  Zinc finger and BTB domain-containing protein 18 | Vacuolar protein sorting-associated protein 72 homolog  Chorion transcription factor Cf2  SAP_PIG Saposin-B-Val |
| Structural plasticity | Up | GO:0007411~axon guidance  GO:0016337~single organismal cell-cell adhesion  GO:0007157~heterophilic cell-cell adhesion via plasma membrane cell adhesion molecules  GO:0007160~cell-matrix adhesion  GO:0007156~homophilic cell adhesion via plasma membrane adhesion molecules | Dihydropyrimidinase-related protein 2  Neuropilin-2  Nuclear receptor subfamily 4 group A member 3  Protein enabled homolog  Ephrin-A5  Polycystin-1  Disks large homolog 5  Vascular cell adhesion protein 1  Galectin-9  Protocadherin gamma-B5  Protocadherin gamma-C5 | Rho-related GTP-binding protein Rho6  Adenylyl cyclase-associated protein 2  Calpain-1 catalytic subunit  Mitogen-activated protein kinase 9  Semaphorin-3D  Protein Tob1  Coiled-coil domain-containing protein 134  Intraflagellar transport protein 27 homolog  Probable 28S rRNA (cytosine-C(5))-methyltransferase |
|  | Down | - | - | Adhesion G protein-coupled receptor L3  Band 4.1-like protein 1  Guanine nucleotide exchange C9orf72  Kelch-like protein 17  Neurexin-2  Semaphorin-7A |
| Transport | Up | GO:0006897~endocytosis | Extended synaptotagmin-2-A  Dihydropyrimidinase-related protein 2  Low-density lipoprotein receptor-related protein 5  SH3-containing GRB2-like protein 3-interacting protein 1 | Synaptotagmin-C  Prenylated Rab acceptor protein 1  Dynactin subunit 6  Serine/threonine-protein kinase 11-interacting protein  TOM1-like protein 2 |
|  | Down | - | - | Adhesion G protein-coupled receptor L2  ADP-ribosylation factor 1  Calcium-dependent secretion activator 2  Conserved oligomeric Golgi complex subunit 1  Importin subunit alpha-3  Kinesin light chain 1  Kinesin-associated protein 3  Syntabulin  Syntaxin-6  Transmembrane emp24 domain-containing protein 4 |
| Apoptosis | Up | GO:0006915~apoptotic process | Fibroblast growth factor receptor 2  FAS-associated factor 1  Death domain-associated protein 6  Ephrin-A5 | Atrophin-1  E3 ubiquitin-protein ligase RNF152  SID1 transmembrane family member 2 |
|  | Down | - | - | RAC-alpha serine/threonine-protein kinase  Cleft lip and palate transmembrane protein 1-like protein |
| Process genesis | Up | - | - | BICD family-like cargo adapter 1  Disks large homolog 5  Fibroblast growth factor receptor 2  MICAL-like protein 2  Mitogen-activated protein kinase 9  Zinc finger and BTB domain-containing protein 16-A |
|  | Down | GO:0007409~axonogenesis  GO:0010976~positive regulation of neuron projection development | Catenin alpha-2  Serine/threonine-protein kinase BRSK2  Clathrin coat assembly protein AP180  Protein-tyrosine kinase 2-beta  Membrane-associated guanylate kinase, WW and PDZ domain-containing protein 2  Glia-derived nexin  Protein furry homolog-like  BICD family-like cargo adapter 1 | SUN domain-containing protein 1  Ankyrin repeat and SAM domain-containing protein 1A  Neuronal PAS domain-containing protein 4  V-type proton ATPase catalytic subunit A |

**Table S4c**: Details of gene ontology enrichment analysis in *Late* co-expression profile. Enriched GO groups have been grouped by similar function into manually selected non-GO functional categories (*Functional category).* The *Gene ontology functional group* column represents all enriched GO groups included in the associated *functional category.* The *Included in GO analysis column* represents all genes included in the enriched GO groups, separated by up and down regulation. The *Similar function* column represents all genes which were part of non-enriched GO functional groups that fall under the relevant *Functional category*.

| **Functional Category** | **Direction of regulation** | **Gene ontology functional group** | **Included in GO analysis** | **Similar function** |
| --- | --- | --- | --- | --- |
| Transcriptional regulation | Up | GO:0006355~regulation of transcription, DNA-templated  GO:0006351~transcription, DNA-templated | Transcriptional-regulating factor 1  Neuronal PAS domain-containing protein 3  Krueppel-related zinc finger protein 1  PHD finger protein 20  Zinc finger protein GLI4  YEATS domain-containing protein 4  Zinc finger protein 84  Histone-lysine N-methyltransferase 2D  Zinc finger protein 22  Cyclin-H  Zinc finger protein 300  Cyclin-L2  Putative zinc finger protein 826  Zinc finger protein neuro-d4  PR domain zinc finger protein 15  Metabotropic glutamate receptor 5  Lamina-associated polypeptide 2, isoform alpha  Chromodomain-helicase-DNA-binding protein 9  Leucine-rich PPR motif-containing protein, mitochondrial  General transcription factor II-I  PAX3- and PAX7-binding protein 1  Myelin transcription factor 1  Actin-binding LIM protein 2  SWI/SNF-related matrix-associated actin-dependent regulator of – chromatin subfamily D member 2  Chromobox protein homolog 3  Death-inducer obliterator 1 | DNA-directed RNA polymerase II subunit RPB7  Eukaryotic translation initiation factor 4 gamma 2  Gastrula zinc finger protein XlCGF49.1  Mediator of RNA polymerase II transcription subunit 16  Protein FAM50A  Transcription elongation regulator 1 |
|  | Down | -- | - | CCAAT/enhancer-binding protein gamma  Oocyte zinc finger protein XlCOF26  Replication factor C subunit 1  Zinc finger protein 182 |
| Apoptosis | Up | GO:0043065~positive regulation of apoptotic process | General transcription and DNA repair factor IIH helicase subunit XPB  Protein FAN  Transcription factor AP-4  Slit homolog 2 protein  Protein kinase C delta type  Rho guanine nucleotide exchange factor 12  Dual specificity protein phosphatase 6  Programmed cell death protein 4  Death-inducer obliterator 1 | N-alpha-acetyltransferase 35_ NatC auxiliary subunit  Next to BRCA1 gene 1 protein  RELT-like protein 2  TIP41-like protein  Calpain-1 catalytic subunit  GPI transamidase component PIG-T |
|  | Down | - | - | V-set domain-containing T-cell activation inhibitor 1  Ubiquitin-conjugating enzyme E2 Z  RNA-binding protein 5  DnaJ homolog subfamily A member 1  Death domain-associated protein 6  Bifunctional apoptosis regulator  B-cell lymphoma/leukemia 11B |
| Process genesis | Up | GO:0031175~neuron projection development | Probable E3 ubiquitin-protein ligase HERC1  Contactin-associated protein-like 2  Protein furry homolog  Contactin-associated protein 1  Brain-specific angiogenesis inhibitor 1-associated protein 2  AP-2 complex subunit alpha-1 | Mimecan  Failed axon connections homolog  Cytochrome b-c1 complex subunit 8  Adhesion G protein-coupled receptor B1  Actin-related protein 3  Disabled homolog 1  E3 ubiquitin-protein ligase HECW1  Metabotropic glutamate receptor |
|  | Down | -- | - | H-2 class I histocompatibility antigen K-K alpha chain  Microtubule-associated protein 2  Tyrosine-protein kinase Lyn |
| Structural plasticity | Up | GO:0007015~actin filament organization  GO:0048041~focal adhesion assembly  GO:0007010~cytoskeleton organization  hsa04360:Axon guidance (KEGG pathway) | Sorbin and SH3 domain-containing protein 1  WASP homolog-associated protein with actin, membranes and microtubules  Epsin-1  Serine/threonine-protein kinase MRCK alpha  Adenylyl cyclase-associated protein 2  Contactin-associated protein 1  Actin-binding LIM protein 2  Rho guanine nucleotide exchange factor 12 | Semaphorin-6A  Protocadherin gamma-B1  Protocadherin-17  ETS translocation variant 1  Slit homolog 2 protein  Protein enabled homolog  Adenylyl cyclase-associated protein 2  C-C chemokine receptor type 9  Connector enhancer of kinase suppressor of ras 2  Nuclear protein MDM1  Spectrin alpha chain non-erythrocytic 1  Tubulin alpha-1 chain  WASP homolog-associated protein with actin membranes and microtubules |
|  | Down | GO:0098609~cell-cell adhesion  GO:0051017~actin filament bundle assembly | EH domain-containing protein 4  Lamina-associated polypeptide 2, isoforms alpha/zeta  Ubiquitin carboxyl-terminal hydrolase 8  Rho GTPase-activating protein 1  Lamina-associated polypeptide 2, isoform alpha  TBC1 domain family member 10A  Epidermal growth factor receptor kinase substrate 8  Switch-associated protein 70  Beta-adducin | Protocadherin gamma-B1  Aggrecan core protein  Reticulon-4  CaM kinase-like vesicle-associated protein  CKLF-like MARVEL transmembrane domain-containing protein 5  E3 ubiquitin-protein ligase SMURF1  Mammalian ependymin-related protein 1  H-2 class I histocompatibility antigen_ K-K alpha chain  Oncostatin-M-specific receptor subunit beta  Protein NDNF  Tyrosine-protein kinase Lyn |
| Transport | Up | - | - | ADP-ribosylation factor GTPase-activating protein 1  BTB/POZ domain-containing protein 9  Epsin-1  Mitochondrial import inner membrane translocase subunit TIM44  PEX5-related protein  Rab3 GTPase-activating protein non-catalytic subunit  Ras-related protein Rab-36  Synaptic vesicle glycoprotein 2C  Synaptotagmin-C  TBC1 domain family member 17  Transposable element Tcb1 transposase  Tetratricopeptide repeat protein 7B  Transmembrane emp24 domain-containing protein 2  t-SNARE domain-containing protein 1  Tubulin alpha-1 chain  Tumor protein p63-regulated gene 1-like protein  Tyrosine-protein kinase transforming protein erbB  Ubiquilin-1  Ubiquitin carboxyl-terminal hydrolase CYLD  Ubiquitin-like-specific protease ESD4  UPF0472 protein C16orf72 homolog  Uridine-cytidine kinase 2  Usher syndrome type-1G protein homolog  Vacuolar protein sorting-associated protein 8 homolog |
|  | Down | - | - | Biogenesis of lysosome-related organelles complex 1 subunit 5  Charged multivesicular body protein 4b  EH domain-containing protein 4  FK506-binding protein 15  Golgi SNAP receptor complex member 2  Kinesin light chain 4  Nephrocystin-1  Ran-binding protein 3  Zinc finger FYVE domain-containing protein 16 |

**Table S5:** Average transcripts per million (TPM) for all genes in enriched KEGG pathways. Pathway analysis was performed for all differentially expressed transcripts using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Only values for transcripts included in significantly enriched pathways (p>=0.05; Fisher’s exact test) are reported. TPM values were obtained from the *eXpress* read alignment tool and were averaged across replicates (+/- StErr).

|  |  |  | Average TPM's (+/- StErr) | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| KEGG pathway | Fisher’s exact | Gene | Control | +/- StErr | 2 Hours | +/- StErr | 4 Hours | +/- StErr | 24 Hours | +/- StErr |
| hsa04360: Axon guidance | P = 0.0006 | Neural cell adhesion molecule L1 | **21.72086** | **0.577645** | **47.80975** | **8.923301** | **28.56571** | **4.435366** | **27.37** | **0.768626** |
|  |  | Netrin-1 | **0.31262** | **0.023406** | **0.02488** | **0.009018** | **0.10334** | **0.067989** | **0.12457** | **0.024612** |
|  |  | Ephrin type-A receptor 8 | **0.28633** | **0.024589** | **0.09678** | **0.001917** | **0.16925** | **0.033527** | **0.20916** | **0.051286** |
|  |  | Slit homolog 2 protein | **0.01212** | **0.008914** | **0.19449** | **0.104754** | **0.33571** | **0.140446** | **0.22953** | **0.028342** |
|  |  | Ephrin type-B receptor 2 | **0.00005** | **4.04E-05** | **0.88853** | **0.200265** | **0.56031** | **0.243982** | **0.60588** | **0.309004** |
|  |  | Rho-related GTP-binding protein Rho6 | **0.07707** | **0.060425** | **3.3686** | **2.306526** | **7.74034** | **3.315619** | **0.15583** | **0.063572** |
|  |  | Actin-binding LIM protein 2 | **0.00678** | **0.005156** | **0.00245** | **0.001501** | **0.65723** | **0.533905** | **1.12901** | **0.451702** |
|  |  | Rho guanine nucleotide exchange factor 12 | **0.55294** | **0.09405** | **0.74728** | **0.233405** | **0.7366** | **0.229872** | **1.53546** | **0.220276** |
| hsa05168: Herpes simplex infection | P = 0.00059 | Tyrosine-protein phosphatase non-receptor type 11 | **0.00739** | **0.000797** | **1.83417** | **0.235172** | **1.0762** | **0.412534** | **0.98797** | **0.400023** |
|  |  | Proto-oncogene c-Fos | **0.06501** | **0.012142** | **1.32774** | **0.746826** | **0.29398** | **0.099408** | **0.14732** | **0.053434** |
|  |  | Class I histocompatibility antigen_ F10 alpha chain | **11.87696** | **1.570289** | **4.34494** | **1.252394** | **8.49862** | **3.448259** | **3.80686** | **0.115395** |
|  |  | Period circadian protein homolog 2 | **1.05342** | **0.412188** | **0.65869** | **0.488398** | **0.06172** | **0.019093** | **0.64332** | **0.515008** |
|  |  | Class II histocompatibility antigen_ B-L beta chain | **17.72676** | **2.697334** | **17.11599** | **2.488512** | **21.82179** | **2.873311** | **4.85164** | **0.69498** |
|  |  | Period circadian protein homolog 3 | **0.43127** | **0.030692** | **0.1921** | **0.082059** | **0.21837** | **0.024676** | **0.12388** | **0.030247** |
|  |  | Eukaryotic translation initiation factor 2-alpha kinase 3 | **0.45793** | **0.163598** | **0.03466** | **0.014936** | **0.00394** | **0.003175** | **0.09251** | **0.041979** |
|  |  | HLA class II histocompatibility antigen DRB1-4 beta chain | **3.03008** | **1.251505** | **0.10034** | **0.081926** | **1.25425** | **0.696452** | **0.10374** | **0.084703** |
|  |  | Probable ATP-dependent RNA helicase DDX58 | **3.11627** | **0.872059** | **0.31629** | **0.064282** | **1.09502** | **0.331185** | **0.75971** | **0.559077** |
|  |  | HLA class II histocompatibility antigen DRB1-9 beta chain | **3.97474** | **1.016881** | **2.78^-69^** | **2.90^-52^** | **1.53434** | **1.252781** | **1.60128** | **0.37847** |
|  |  | Death domain-associated protein 6 | **1.02589** | **0.514829** | **0.55315** | **0.319725** | **0.43115** | **0.118576** | **0.0332** | **0.019526** |
| hsa05169: Epstein-Barr virus infection | P =0.047 | HLA class II histocompatibility antigen DRB1-4 beta chain | **3.03008** | **1.251505** | **0.10034** | **0.081926** | **1.25425** | **0.696452** | **0.10374** | **0.084703** |
|  |  | Probable ATP-dependent RNA helicase DDX58 | **3.11627** | **0.872059** | **0.31629** | **0.064282** | **1.09502** | **0.331185** | **0.75971** | **0.559077** |
|  |  | Ectonucleoside triphosphate diphosphohydrolase 3 | **24.412** | **3.125867** | **12.39731** | **0.625853** | **10.44884** | **4.92963** | **10.13298** | **3.370224** |
|  |  | Tyrosine-protein kinase Lyn | **0.55258** | **0.193562** | **0.12118** | **0.096689** | **0.08206** | **0.033048** | **0.00397** | **0.001709** |
| hsa04141: Protein processing in ER | P =0.041 | ER degradation-enhancing alpha-mannosidase-like protein 1 | **0.00031** | **0.000254** | **0.01619** | **0.008747** | **0.4157** | **0.043879** | **0.38385** | **0.180428** |
|  |  | Eukaryotic translation initiation factor 2-alpha kinase 3 | **0.45793** | **0.163598** | **0.03466** | **0.014936** | **0.00394** | **0.003175** | **0.09251** | **0.041979** |
|  |  | E3 ubiquitin-protein ligase RNF5 | **4.23109** | **1.410057** | **5.54343** | **1.407101** | **12.14245** | **1.409173** | **20.92823** | **1.056655** |
|  |  | Mannosyl-oligosaccharide 1_2-alpha-mannosidase IA | **0.91186** | **0.545284** | **0.19286** | **0.157357** | **0.93372** | **0.414451** | **0.00545** | **0.003233** |
|  |  | Serine/threonine-protein kinase/endoribonuclease IRE1 | **0.67872** | **0.307058** | **0.94665** | **0.528506** | **0.00833** | **0.006801** | **1.09581** | **0.698369** |
|  |  | Ubiquilin-1 | **0.03462** | **0.022696** | **0.01627** | **0.006651** | **0.74348** | **0.318178** | **0.81517** | **0.195491** |
| hsa04514:Cell adhesion molecules (CAMs) | P =0.006 | Neural cell adhesion molecule L1 | **21.72086** | **0.577645** | **47.80975** | **8.923301** | **28.56571** | **4.435366** | **27.37** | **0.768626** |
|  |  | HLA class II histocompatibility antigen DRB1-4 beta chain | **3.03008** | **1.251505** | **0.10034** | **0.081926** | **1.25425** | **0.696452** | **0.10374** | **0.084703** |
|  |  | Cadherin-2 | **1.50865** | **0.191143** | **0.36104** | **0.084761** | **1.52535** | **0.582743** | **1.11722** | **0.564787** |
|  |  | Junctional adhesion molecule C | **0.6827** | **0.153777** | **0.12973** | **0.034756** | **0.24049** | **0.117583** | **0.122** | **0.006951** |
|  |  | HLA class II histocompatibility antigen DRB1-9 beta chain | **3.97474** | **1.016881** | **2.78^-69^** | **3.93^-69^** | **1.53434** | **1.252781** | **1.60128** | **0.37847** |
|  |  | Contactin-associated protein 1 | **0.2088** | **0.035259** | **0.25684** | **0.023106** | **0.55191** | **0.316342** | **0.83552** | **0.223943** |

**Table S6**: Motif analysis of putative anuran taxonomically-restricted learning-related genes. All differentially expressed genes showing only anuran orthologs were subjected to a protein motif search. The search produced 23 of 39 orthologs containing a protein motif. *Prosite score* represents the quality of the sequence match, a score above 6.50 is generally considered a strong match (green), while a score below 6.50 is a weak match (red). *ORF* represents the open reading frame within which the motif was found. *Treatment* represents gene expression log_2_ fold-change at 2, 4, and 24 hours post-training compared to control.

|  | Treatment | | |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Transcript I.D. | 2 Hours | 4 Hours | 24 Hours | Contig Length | Motif | Prosite score | ORF | Ascension |
| TRINITY_DN129288_c5_g2_i8 | -10.97 |  |  | 1172 | \ |  |  |  |
| TRINITY_DN130290_c1_g1_i3 | -10.67 |  |  | 2173 | Phenylalanine-rich region | 14.70 | -2 | PS50314 |
| TRINITY_DN132266_c0_g1_i2 | -10 |  |  | 703 | \ |  |  |  |
| TRINITY_DN133453_c5_g1_i5 | -8.22 |  |  | 1842 | NHL repeat | 4.46 | 1 | PS51125 |
| TRINITY_DN134765_c3_g1_i1 | -8.1 |  |  | 1718 | Uncharacterized conserved protein | 10.56 | 3 | DUF2373 |
| TRINITY_DN140713_c7_g1_i15 | -3.14 |  |  | 880 | \ |  |  |  |
| TRINITY_DN141337_c4_g6_i1 | 2.2 |  |  | 649 | Bipartite nuclear localization signal | 5.00 | -2 | PS50079 |
| TRINITY_DN143598_c4_g1_i1 | 2.69 |  |  | 248 | \ |  |  |  |
| TRINITY_DN145711_c11_g1_i2 | 2.71 | 2.54 |  | 270 | \ |  |  |  |
| TRINITY_DN146095_c0_g2_i7 | 3.47 |  |  | 1286 | Phenylalanine-rich region | 7.88 | 2 | PS50314 |
| TRINITY_DN146095_c0_g2_i9 | 6.12 |  |  | 1741 | BRCA2 repeat | 7.29 | -2 | PF00634 |
| TRINITY_DN148167_c1_g1_i5 | 7.06 |  | 7.76 | 1695 | Uncharacterized conserved protein | 9.82 | 1 | DUF2373 |
| TRINITY_DN150649_c11_g1_i1 |  | -8.23 |  | 800 | DNA/RNA helicase domain (DEAD box) | 6.60 | 2 | PS50136 |
| TRINITY_DN150735_c0_g2_i3 |  | -8.06 |  | 1365 | Lysine-rich region | 9.36 | 3 | PS50318 |
| TRINITY_DN150876_c3_g1_i1 |  | -2.42 |  | 1407 | Big-1 (bacterial Ig-like domain 1) | 4.69 | -3 | PF02369 |
| TRINITY_DN150876_c3_g1_i2 |  | -1.85 |  | 383 | Glutamine-rich region | 15.69 | -2 | PS50322 |
| TRINITY_DN151273_c2_g1_i4 |  | -1.63 |  | 973 | \ |  |  |  |
| TRINITY_DN153426_c5_g1_i2 |  | 1.82 |  | 515 | Bipartite nuclear localization signal | 4.00 | 1 | PS50079 |
| TRINITY_DN153573_c8_g1_i6 |  | 2.03 | 1.82 | 267 | Lysine-rich region | 10.36 | 2 | PS50318 |
| TRINITY_DN153983_c5_g1_i4 |  | 3.43 |  | 1769 | Serine-rich region | 6.63 | 2 | PS50324 |
| TRINITY_DN154332_c7_g1_i1 |  | 4.35 | 4.8 | 3035 | \ |  |  |  |
| TRINITY_DN155146_c2_g2_i5 |  | 4.82 |  | 3149 | \ |  |  |  |
| TRINITY_DN155167_c3_g2_i2 |  | 8.58 | 8.27 | 965 | Lysine-rich region | 12.23 | -3 | PS50318 |
| TRINITY_DN157130_c6_g1_i7 |  | 12.08 |  | 1664 |  |  |  |  |
| TRINITY_DN167692_c3_g2_i1 |  |  | -8.57 | 1379 | \ |  |  |  |
| TRINITY_DN164828_c0_g1_i4 |  |  | -8.18 | 359 | Protein of unknown function | 10.34 | -1 | DUF820 |
| TRINITY_DN163991_c4_g2_i5 |  |  | -6.98 | 1879 | Phenylalanine-rich region | 9.09 | -2 | PS50314 |
| TRINITY_DN159616_c3_g1_i17 |  |  | -6.8 | 2321 | Phenylalanine-rich region | 12.40 | -3 | PS50314 |
| TRINITY_DN166305_c8_g1_i3 |  |  | -4.08 | 1340 | Bipartite nuclear localization signal | 3.00 | 3 | PS50079 |
| TRINITY_DN167929_c13_g1_i2 |  |  | -3.42 | 577 | Bipartite nuclear localization signal | 3.00 | 1 | PS50079 |
| TRINITY_DN158727_c0_g2_i2 |  |  | -3.16 | 1628 | FtsK domain | 4.94 | 2 | PS50901 |
| TRINITY_DN165752_c2_g3_i2 |  |  | -2.66 | 2227 | \ |  |  |  |
| TRINITY_DN157436_c3_g1_i12 |  |  | -1.81 | 503 | Lysine-rich region | 8.35 | -1 | PS50318 |
| TRINITY_DN159758_c5_g2_i2 |  |  | -1.46 | 496 | \ |  |  |  |
| TRINITY_DN164242_c5_g1_i3 |  |  | -1.27 | 1188 | \ |  |  |  |
| TRINITY_DN161895_c3_g1_i1 |  |  | 2.3 | 1197 | ADF-H domain | 5.03 | 1 | PS51263 |
| TRINITY_DN162399_c1_g1_i11 |  |  | 5.83 | 2570 | \ |  |  |  |
| TRINITY_DN160910_c4_g1_i2 |  |  | 5.95 | 304 | \ |  |  |  |
| TRINITY_DN157586_c3_g1_i7 |  |  | 10.72 | 1129 | \ |  |  |  |

**Table S7:** Average transcripts per million (TPM) of the most relevant differentially expressed genes at 2h, 4h, and 24h post-conditioning. *IEG* groups represents any gene categorized as an immediate early gene. *General learning-related* group represents highly relevant mammalian learning-related genes that do not fall into other categories. *Structural* group represents any gene involved in cytoskeletal modification. *Guidance* group represents any gene involved in axon guidance. *Apoptotic* group represents any gene involved in programmed cell death. Gene selection was based on GO functional group enrichment analysis cross-referenced against the mammalian learning literature. Average TPM values for transcripts are reported. TPM values were obtained from the *eXpress* read alignment tool and were averaged across replicates (+/- StErr).

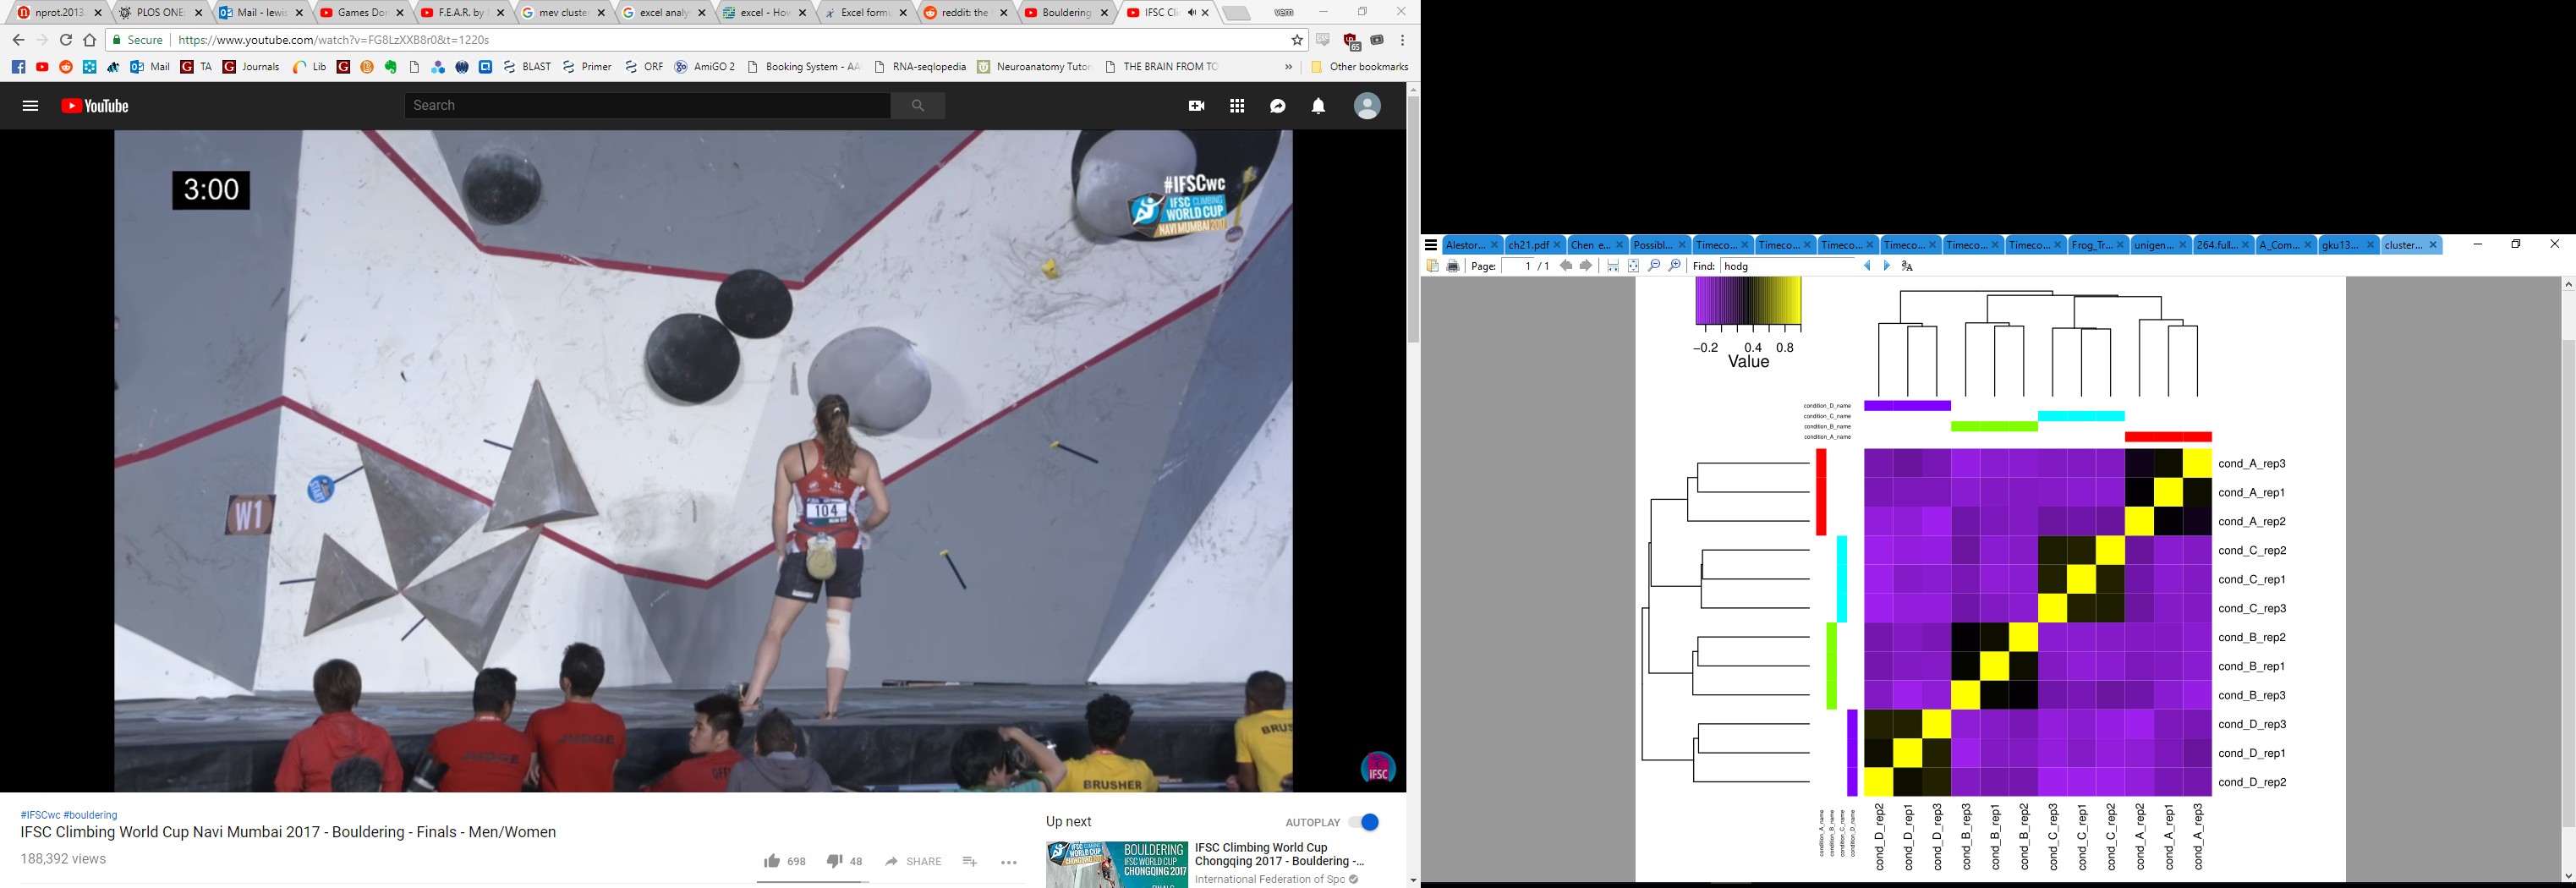

Condition A (Control):

Condition B (2 Hours):

Condition C (4 Hours):

Condition D (24 Hours):

**Figure S1:** Correlation matrix comparing biological replicate variability. The figure is based on variability in the expression data matrix produce by the DESeq2 differential expression analysis. Black/yellow cells indicate greater within replicate similarity than between replicate similarity.

**Figure S2**: Preliminary experiment on the effect of delay between training sessions on acquisition of the prey-catching response. Twelve fire-bellied toads were subjected to 12 prey-catching conditioning trials distributed over two sessions, with the sessions occurring either on the same day (between-session interval of 30 min; 2/d – black bars) or over two days (between-session interval of 24 h; 1/d – white bars). Data are mean + SEM. An equivalent decrease in the time to reach five snaps at the cricket stimulus was found in both groups (session effect: F(1,9)=20.54, p = 0.0014; group effect and session*group interaction: p > 0.05).

**Figure S3:** Individual prey-catching conditioning response curves of the 12 toads used for genomic analysis. The toads were subjected to 12 conditioning trials across two sessions separated by an interval of 30 min. Inter-trial interval within sessions was 3 minutes. Brain tissue was collected at 2 h, 4 h, or 24 h after conditioning to assess temporal profiles of gene expression.

*Section 2: RNA quality and extraction protocol*

**Figure S4:** Nanodrop results of RNA extraction for all samples used in this study.

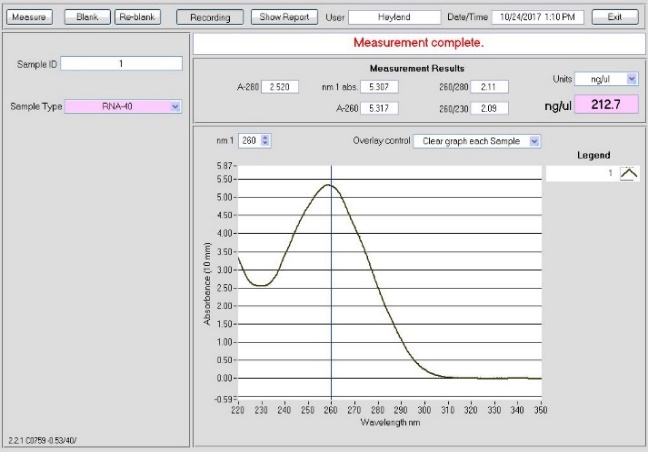

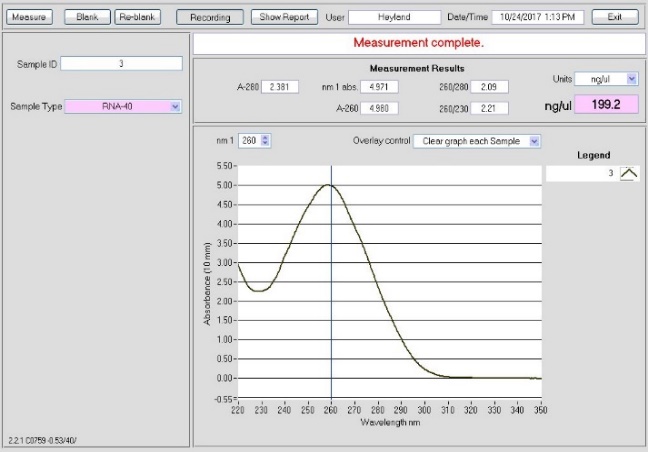

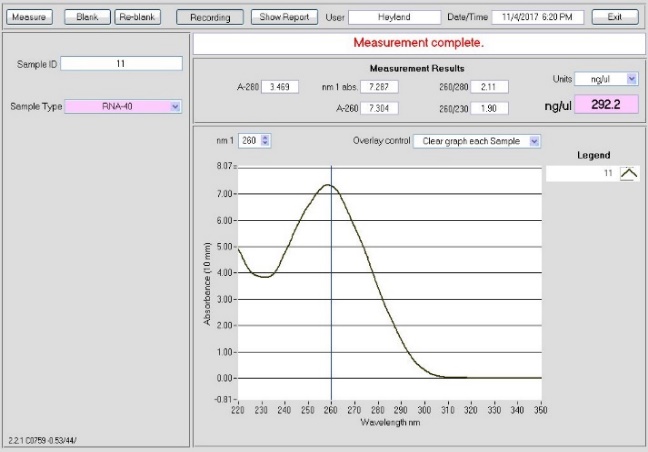

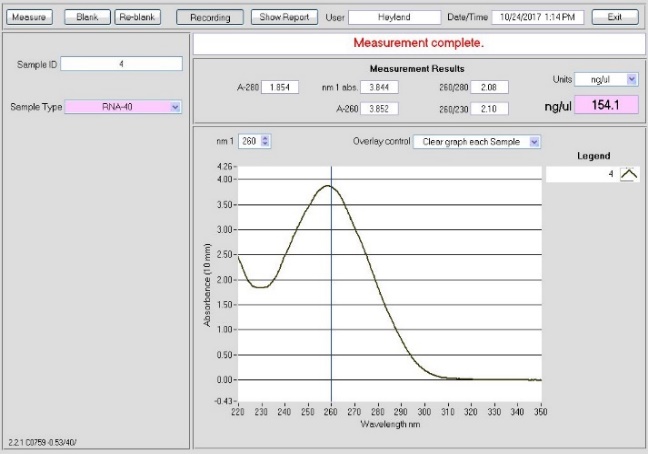

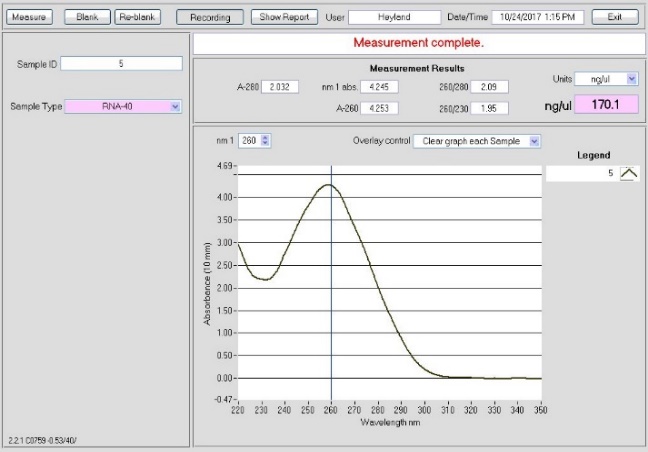

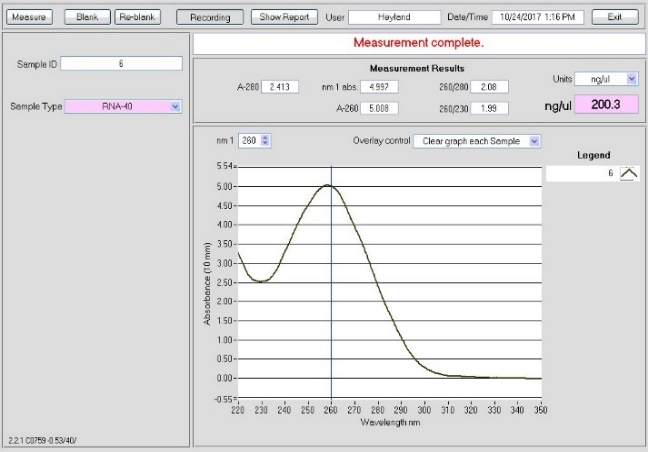

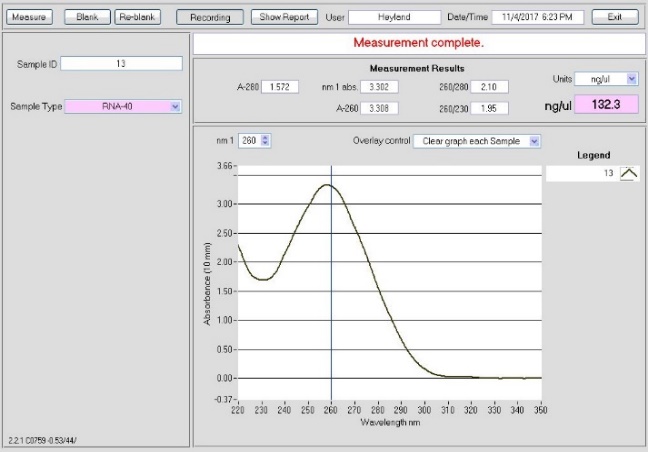

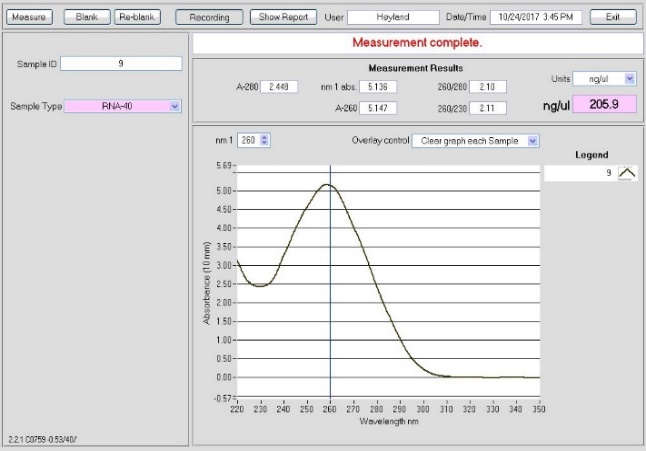

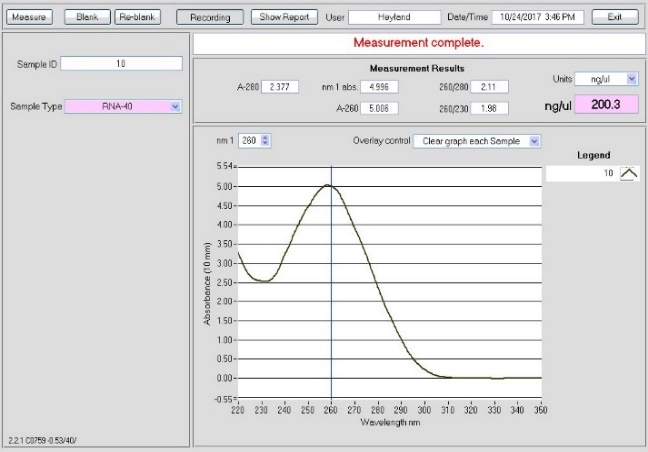

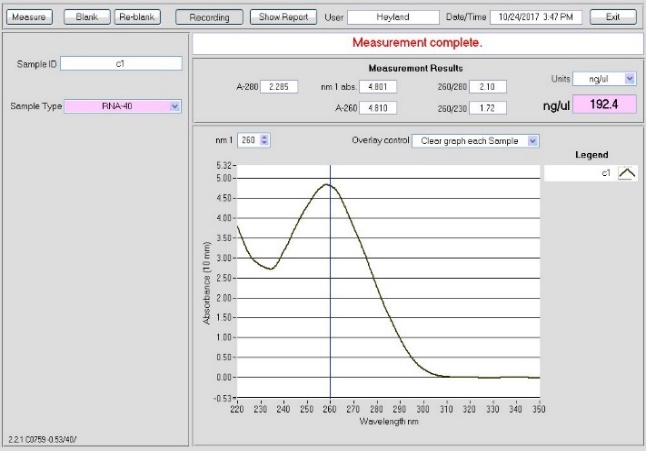

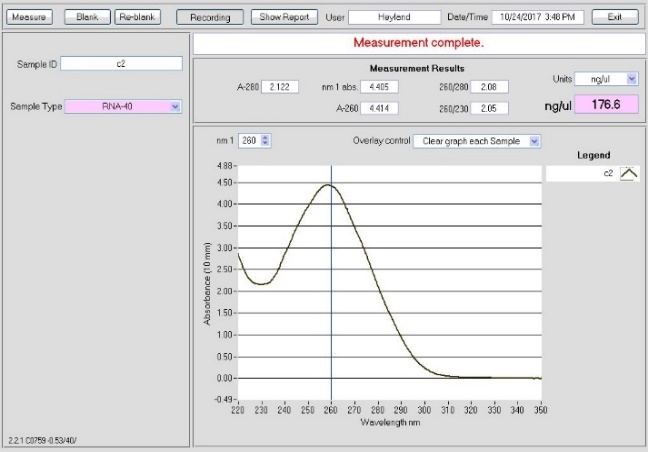

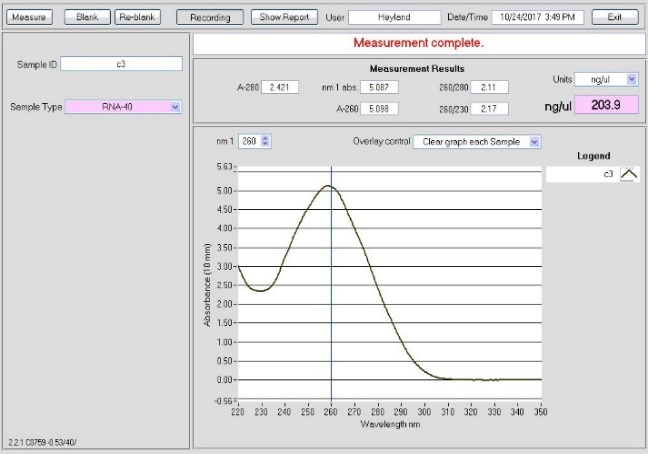

Control

2 Hours

4 Hours

24 Hours

Replicate 1

Replicate 2

Replicate 3

**Table S8:** RNA integrity analysis for all samples used in this study. Analysis was done by The Hospital for Sick Children’s Center for Applied Genomics (TCAG, Toronto, ON).

| Sample | R.I.N. | RNA concentration ng/ul | 28s/18s ratio |
| --- | --- | --- | --- |
| Control -1 | 9 | 156 | 1.1 |
| Control -2 | 9.3 | 157 | 1.1 |
| Control -3 | 9 | 160 | 1.1 |
| 2 hours -1 | 9.5 | 130 | 1.3 |
| 2 hours -2 | 9.5 | 298 | 1.2 |
| 2 hours -3 | 8.7 | 137 | 1.2 |
| 4 hours -1 | 9.3 | 177 | 1.2 |
| 4 hours -2 | 9.7 | 113 | 1.2 |
| 4 hours -3 | 9.6 | 154 | 1.2 |
| 24 hours -1 | 9.5 | 108 | 1.4 |
| 24 hours -2 | 9.5 | 229 | 1.2 |
| 24 hours -3 | 9.2 | 198 | 1.1 |

**RNA extraction protocol**

1. Tissue extraction: Brain removed in fresh prepared, cooled ringer solution (Medulla –olfactory bulb).
2. Remove fresh tissue to 1ml TRIzol™ in 1.5 Eppendorf tube on dry ice.
3. RNA Extraction: Thaw tissue, spin down ~10seconds, grind tissue with pestle.
4. Centrifuge for 10 min, at 12000g/4C. Transfer supernatant to new tube, discard debris pellet.
5. Incubate 5min, at room temp.
6. Add 250ul Chloroform and shake ~1min
7. Incubate 15min at room temp
8. Centrifuge for 15min, at 12000g/4C. Transfer aqueous phase, discard rest.
9. Add 500ul isopropyl alcohol, 100ul sodium acetate, 1ul glycogen. Vortex quickly.
10. Incubate -20C (24h).
11. Centrifuge for 10min, at 12000g/4C. Remove supernatant, keep pellet.
12. Add 1 volume 75% ethyl alcohol (EtOH), shake ~5sec.
13. Centrifuge for 5min, at 7500g/4C. Decant EtOH. Repeat once.
14. Following final EtOH wash, decant and air-dry pellet for ~5min.
15. Elute in 100ul Nuclease-free-water.
16. RNA clean-up (RNeasy mini kit: Qiagen, Venlo, Netherlands): Add 350ul RLT buffer and mix.
17. Add 250ul EtOH, mix with pipette.
18. Transfer to spin column, spin for 15sec at 8000g. Discard flow through.
19. DNase column digestion steps:
    1. Add 350ul RW1 buffer, spin 15sec at 8000g. Discard flow through.
    2. Mix 10ul DNAse 1 and 70ul RDD buffer, spin quick.
    3. Add mix to column incubate at room temp for 15min
    4. Add 350ul RW1 buffer to column, spin 15sec at 8000g.
20. Add 500 RPE buffer to column, spin 15sec at 8000g.
21. Place column in 1.5 ml tube, add 50ul Nuclease-free-water and spin for 1min at 8000g.
22. Nanondrop and store (-20C)

How the deposited data were processed for this re-analysis (not part of the article)

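RNA-seq of whole brain was made from 12 toads, 1 library per toad, in 4 groups of 3: controls that were handled but never trained, and trained toads at 2, 4 and 24 h. The authors assembled the reads with Trinity, aligned them with Bowtie2 and let eXpress estimate abundance. The values deposited by the authors are TPM and FPKM per transcript and library from eXpress, which hold the same information up to 1 factor per library (FPKM divided by TPM between 1.5726 and 1.6716). For each time point the authors deposited a table made with DESeq2 on the 3 libraries of that time and the 3 controls, with group means of the normalized signal, the log2 fold change, the p-value and the adjusted p-value. The merged table that the authors deposited holds the same log2 values with FDR, the sequences and the annotation of each transcript (Swiss-Prot, BLASTX and GO). No count tables were used here, and no reads were aligned again.

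Depth was estimated because no counts were at hand. The lowest FPKM values of a library fall on steps of 1 fragment, and between 46.9% and 51.3% of them lie within 0.15 of a whole step, against 30.0% without steps. The estimates, in units of M fragments, were 14.49, 14.49 and 12.88 for the controls, 15.06, 13.88 and 15.4 at 2 h, 14.69, 14.63 and 14.47 at 4 h, and 15.03, 15.3 and 15.62 at 24 h. They come to 66.2% to 70.6% of the clean reads in the paper's Supplementary Table S1.

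The tests had been set for counts, with TPM as the second choice, and the second choice was used throughout. Values were log2(TPM + 0.1). A transcript was tested if it reached 0.1 TPM in at least 3 of the 6 libraries of a comparison. The test was limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, with each time point fitted against the controls on its own. Transcripts with a Benjamini-Hochberg adjusted p of at most 0.1 and an absolute log2 fold change of at least 1 were counted as differentially expressed. The same test was run on TPM summed over all transcripts of a Trinity gene, and on TPM summed over all transcripts whose Swiss-Prot hit has the same gene symbol (15285 symbols from 89745 transcripts). Sums per gene symbol were chosen as a level of testing after the data were seen. Statements that compare time points with each other used 1 fit over 12 libraries, with p adjusted over the 11 named IEG alone and over all features. The tests were tested on simulated data, in which the values of 200 features were changed.

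Gene lists were IEG (38 of 45 genes measured), circadian genes (19 of 21), feeding peptides (11 of 13) and markers of pituitary, blood, choroid plexus, meninges and microglia. They were tested with fry and camera on sums per gene symbol, camera with a preset and with an estimated correlation between genes. A score per library, the mean over a list of log2 values centred over the 12 libraries, was compared between the 4 groups over all 15400 partitions of the libraries. Similarity of replicates was the mean Pearson correlation of log2(TPM + 1) within groups minus that between groups, with an exact one-sided test over the same partitions. The GO groups of Supplementary Tables S3A–C were tested with a one-sided Fisher test against the annotated gene symbols that passed the filter.

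Genes named in the paper were followed through the transcript whose deposited fold change or TPM matches the printed value. Where none matches (*slc2a3*, *camk2a*, *epha3*, *mhc2 b-l*, *lrrc24*, *cntnap2* and *itga7*), the annotated transcript with the highest mean was taken. To these were added the 5 annotated transcripts with the largest changes per comparison among those differentially expressed, and the gene symbols that were differentially expressed as sums. Fold changes of groups below 0.001 TPM were not compared with printed ones.

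Most choices were made before the data were examined: the test, its limits, the lists and the alternatives, which were pseudocounts of 0.01 and 1, no filter on low values, another scaling, robust spread, an FDR of 0.05, no limit on the fold change, the replicate number as a block, all 4 groups in 1 fit, sums per Trinity gene, and leaving out each replicate. The gene symbol sum had been set for named genes and lists alone, and its use for numbers of genes, a filter at 1 TPM and another scaling for the scores were added later. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, figures with matplotlib 3.10.9, and large files with data.table 1.17.8. KEGG enrichment, the clusters of co-expression, alignment rates, RNA quality and the behavior were not analysed here. The result of 1 gene named in the paper is not reported.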

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

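Of the tests in this part, the splits of 6 libraries for numbers of transcripts, Trinity genes and gene symbols, the sums per gene symbol, the tests of library scaling and of whole genes and the share of reads moved between isoforms were chosen after the result was seen.

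Several gene symbols outside those discussed in the paper's text were differentially expressed as sums and were present in all groups. They are EGR4 at 2 h (log2 fold change 1.91, limma adjusted p 0.0133 to 0.0999 over its alternatives) and 4 h (1.64, 0.038 to 0.241), RAB15 at 2 h (1.48, 0.0261 to 0.278), UIF at 2 h (1.1, 0.0133 to 0.201), CK096 at 4 h (1.01, 0.0802 to 0.509) and RN152 at 4 h (2.12, 0.00698 to 0.0802). The paper's supplementary tables list RAB15, UIF and RN152 by name among upregulated genes, and EGR4 and CK096 were not found there. All 3 trained toads lay above all 3 controls in each. Groups of 3 do not overlap, in either direction, in 10% of unchanged genes, but these genes were picked by the test on the same libraries. RN152 went from 2.36, 2.6 and 2.32 TPM in the controls to 5.68, 4.86 and 7.06 at 2 h, 9.36, 11.6 and 11.7 at 4 h and 4.69, 4.71 and 2.96 at 24 h. The rise of UIF at 2 h is largely that of an isoform that goes from 0.00868 to 10.8 TPM, and its sum varies among toads of the groups outside the comparison (22.4, 11.7 and 36.6 TPM at 4 h and 21.2, 10.7 and 9.89 at 24 h), so differences between individual toads stay open for it. The adjusted p rose above 0.1 without any 1 of the 3 controls, 4 h replicate 1 or 4 h replicate 2 for EGR4 at 4 h, without any 1 of the 6 libraries for RAB15, and without any 1 of the controls, 4 h replicate 1 or 4 h replicate 3 for CK096. The numbers of gene symbols at 2 and 4 h (14 and 8) were reached in 1 and 1 of the 10 splits of the 6 libraries, where chance cannot be excluded by design. With all 12 libraries in 1 fit, 12 symbols at 2 h and 10 at 4 h were differentially expressed, and 1 and 1 of 100 regroupings, the real one, gave as many, so chance can be excluded for these numbers. The controls were handled daily but never placed in the chamber, so training, chamber and prey cannot be separated by this design, and reads shared between related genes were not tested for these symbols.

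Other gene symbols that the paper does not discuss changed between near 0 and present. At 2 h these are RPP38 (-4.12, limma adjusted p 0.0167 to 0.413 over its alternatives), S35D1 (-3.84, 0.0284 to 0.249), SKIT1 (3.74, 0.0806 to 0.413), TMM54 (-3.45, 0.0167 to 0.385) and YL116 (3.33, 0.0957 to 0.53), and at 24 h AROS (6.24, 0.00182 to 0.0606) and CSMD2 (-3.92, 0.0133 to 0.286). These log2 values depend on the constant added before the logarithm and set no bound. The adjusted p passed 0.1 without any 1 of the controls, 2 h replicate 1 or 2 h replicate 3 for RPP38, without any 1 of the 2 h toads for S35D1, without control replicate 2 or 3 or any 1 of the 2 h toads for SKIT1, without any 1 of the controls or 2 h replicate 2 for TMM54, without any 1 of the controls for YL116, and without 24 h replicate 1 or 2 for CSMD2. Several of these genes also vary among toads of groups outside the comparison. S35D1 stood at 0.831 TPM in 1 of the 24 h toads and near 0 in the others. YL116 stood at 0.546 TPM in 1 of the 4 h toads and at 1.99, 0.0284 and 2.14 in the 24 h toads. AROS stood at 1.98 TPM in 1 of the 2 h toads. SKIT1 instead lay above the controls (0.158 TPM at most) in all 4 h toads, at 1.68, 0.788 and 0.773. At 24 h SKIT1 stood at 0.461, 0.000935 and 0.647 TPM. Differences between individual toads may be behind such changes, since 31.5% of the transcripts in the authors' deposited lists spanned at least 4 log2 units within a group that was not compared, against 17.7% of transcripts of the same mean. The 2 symbols at 24 h were reached in 1 of the 10 splits of 6 libraries, and in the fit of 12 libraries 29 of 100 regroupings gave as many as the 1 found there, so chance cannot be excluded at 24 h.

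Transcripts of genes outside those discussed in the paper's text also changed, of which UIF is listed in its supplement. The largest among annotated ones were isoforms of CCNL1 at 2 h (7.31, limma adjusted p 0.0593 to 0.577 over its alternatives), VATF at 2 h (-7.21, 0.00213 to 0.577) and 4 h (-7.41, 0.00219 to 0.563), UIF at 2 h (6.63, 0.0616 to 0.577), ANXA5 at 4 h (8.13, 0.0242 to 0.563) and 24 h (8.62, 0.0308 to 0.601) and IPP2 at 24 h (-6.93, 0.0377 to 0.601). The log2 values of CCNL1 and ANXA5, with control means below 0.001 TPM, depend on the added constant. Each lost its adjusted p of at most 0.1 without any 1 of the 3 controls, and those of VATF also without any 1 of the trained toads, and that of IPP2 without 24 h replicate 2 or 3. Apart from UIF (3.9), the sums per Trinity gene moved by less than 1, although the gene symbol sum of CCNL1 rose by 1.92 (limma adjusted p = 0.299). A change of the whole gene was tested on the authors' deposited lists and argued against there, since 29.3% of the isoforms lie in a Trinity gene that moves the same way by at least 1. As many transcripts as found here came from 1 of 10 splits of the 6 libraries at 2 h (53), 4 at 4 h (19) and 6 at 24 h (7), and as many Trinity genes from 2 at 2 h (9) and 3 at 24 h (9). Chance cannot be excluded from 10 splits. With all 12 libraries in 1 fit of the 518370 transcripts at 0.1 TPM in at least 3 of the 12, 15, 48 and 48 of 100 regroupings gave at least the 874, 781 and 790 transcripts of the real groups, so chance cannot be excluded there either. The 1589, 1516 and 1486 given for all 4 groups in 1 fit come from the 284753, 282969 and 281734 transcripts that pass the filter in the 6 libraries of each comparison, for which no regroupings were run. What stays open is whether isoforms are exchanged after training, differ between individuals, or are assigned reads unevenly by eXpress.

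The feeding peptide list, which the paper does not discuss, lay above the controls at 4 h (median log2 fold change 0.41, 9 of 11 genes higher, fry p = 0.0248, adjusted 0.0559) and 24 h (0.39, 9 of 11, fry p = 0.00485, adjusted 0.0145), and not at 2 h (-0.02 in the median with the test pointing up, 5 of 11, fry p = 0.864), with an exact permutation p = 0.0471 for its score over the 4 groups. Over the alternatives the fry p ran from 0.0174 to 0.209 at 4 h and from 0.00324 to 0.0414 at 24 h. At 4 h the fry p rose above 0.05 without control replicate 1 (with a list median of 0.43), control replicate 2 (median 0.37), 4 h replicate 2 (median 0.38) or 4 h replicate 3 (median 0.30). The score of the list separates the 4 groups as much in 726 of 15400 partitions, a share under 0.05 that excludes chance only if this score is taken alone and not as 1 of 8. Under median-of-ratios scaling 573 partitions do so, which argues against library scaling as its source. The controls differ from the trained toads as much in 45 of 220 choices (exact permutation p = 0.205), so chance cannot be excluded for the contrast with controls, and as small a p came from 9, 1 and 1 of the 10 splits at 2, 4 and 24 h, too few splits to exclude chance. Trained toads ate crickets as a reward on the day of conditioning, and feeding of the controls on that day is not described in the paper, so the list may follow feeding as well as conditioning, and the design does not separate them. The proopiomelanocortin gene POMC varied from 16.3 to 142 TPM at 24 h and from 6.88 to 42.3 in controls, and pituitary tissue left on the brain is a candidate source of it, although the pituitary list gave a median of 0.25 and a fry p = 0.138 at 24 h, and its score did not separate the groups (exact permutation p = 0.285), which excludes no such tissue.

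For 5 of the 11 IEG named in the paper, expression relative to the control differed between 24 h and 2 h, each lower at 24 h (12-library fit, adjusted over the list alone). Library scaling is argued against as the source of the rise at 2 h, since all 6 of the 6 symbols of the IEG list differentially expressed there were so under another scaling. A share of reads moved between isoforms of the same gene symbol is argued against by the 36 of 38 genes whose sum over the gene symbol is higher. Reads shared with paralogs under other symbols, or with transcripts without an annotation, were not tested and stay open. The IEG score separates the groups as much in 15 of 15400 partitions, and in 18 under median-of-ratios scaling, so chance can be excluded and library scaling is argued against, while as small a p of the list came from 1, 1 and 2 of 10 splits at 2, 4 and 24 h. A response of the brain to the training session as a whole is a hypothesis these tests leave standing. Cells of other tissues stay open: the largest absolute median of a marker list at 2 h was 0.2 against 0.49 for the IEG, but the genes of these lists moved in both directions, so the medians exclude nothing. The time of day at sacrifice stays open too: the circadian score separates the groups as much in 63 of 15400 partitions on TPM, but in 1173 under median-of-ratios scaling, so it depends on library scaling and decides nothing.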

How the results depend on the processing

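The gene symbol sum, the filter at 1 TPM and the other scaling for the scores of the lists were tests chosen after the data were seen. The tests of counts with DESeq2 and a stricter count filter were not run because no counts were at hand, and median-of-ratios scaling of TPM stands in for another count normalization.

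The numbers of differentially expressed transcripts (53, 19 and 7 at 2, 4 and 24 h, 74 in any comparison, 1 in all) moved with most choices. With a pseudocount of 0.01 they were 7, 5, 0, 11 and 0, and the same numbers came with an FDR of 0.05 (at 24 h limma had 15933 and 17422 transcripts at an unadjusted p below 0.05). With a pseudocount of 1 they were 35 at 2 h, 12 at 24 h and 2 in all. Without a filter they were 27, 12, 4 and 39 in any, and with robust spread 25, 6 and 33 in any. Median-of-ratios scaling gave 54, 19 and 7, a filter at 1 TPM 48, 19 and 9, and no limit on the fold change 53, 19 and 7, all within 1.5 times. All 4 groups in 1 fit gave 1589, 1516, 1486, 3203 in any and 571 in all, and 15, 10 and 4 of the transcripts found in the pairwise fits were among them. Summed per Trinity gene the numbers were 9, 0 (limma, 12591 at an unadjusted p below 0.05), 9, 18 in any and 0 in all, and per gene symbol 14, 8, 2, 19 in any and 0 in all. In 20 simulations without changes, in which the comparisons shared their controls as here, the number in any comparison was 0 to 2 for transcripts and for gene symbols and 0 in all, whereas other splits of the real libraries gave up to 51, 52 and 60 transcripts. The causes of these shifts were not tested.

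The labels give the groups the same replicate numbers, but these do not pair the toads: over 18 pairs of the same number, the mean correlation of values after removing group means was 0.0 (-0.02 to 0.01). With the replicate number as a replicate block, 0, 0 and 0 transcripts were differentially expressed (limma, 16191, 16228 and 16065 at an unadjusted p below 0.05), 0 in any comparison and 0 in all. Among gene symbols it was 6, 8 and 1.

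Leaving out 1 library at a time lowered the numbers of transcripts or left them as they were. At 2 h they were 7, 4 and 1 without control replicate 1, 2 and 3, and 6, 4 and 0 without 2 h replicate 1, 2 and 3. At 4 h all were 0 (limma, with 14658 to 15810 transcripts at an unadjusted p below 0.05). At 24 h they were 1, 0 and 0 without control replicate 1, 2 and 3, and 7, 0 and 1 without 24 h replicate 1, 2 and 3. The number in any comparison ran from 1 to 74 and that in all from 0 to 1. For gene symbols at 2 h the numbers were 11, 8 and 7 without each control and 10, 11 and 9 without each 2 h toad, at 4 h 5, 5 and 7 and 1, 8 and 10, and at 24 h 1, 1 and 1 and 0, 0 and 2. With 2 toads in an arm, the spread is taken mostly from the other arm.

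The similarity of replicates (0.0012) was 0.0018 without the controls and ran from 0.0008 to 0.0018 when each group was left out. The number of the 11 IEG that differ between 4 h and 2 h (0 as transcripts) was 3 per Trinity gene and 5 per gene symbol, and between 24 h and 2 h (5) it was 6 and 8. It was 4 with the replicate block. Of the 39 GO groups, 0 were enriched with the transcripts found here on either background, from lists of 1 or 2 symbols in each direction. With the authors' deposited lists 14 were, on the background of tested symbols and on that of all annotated ones. Trinity gene sums gave 0 symbols at 2 and 4 h and 1 at 24 h, so they decide nothing.

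The medians of the gene lists ran as follows when each library was left out: IEG 0.41 to 0.56 at 2 h, 0.44 to 0.51 at 4 h and 0.15 to 0.25 at 24 h, circadian genes 0.05 to 0.13, -0.01 to 0.11 and -0.12 to -0.03, and feeding peptides -0.10 to 0.08, 0.30 to 0.53 and 0.35 to 0.49. The fry p of the IEG passed from above 0.05 to 0.00712 at 24 h without 24 h replicate 3. Under median-of-ratios scaling the exact permutation p of the circadian gene score over the 4 groups rose from 0.00409 to 0.0762, and those of the other 7 scores stayed on their side of 0.05. The fry p of the circadian genes fell to 0.0481 at 2 h and 0.0399 at 4 h without control replicate 3 and to 0.0281 at 24 h without 24 h replicate 1. The median of the circadian genes at 4 h was -0.01 without control replicate 1, and that of the feeding peptides at 2 h, not past the threshold at -0.02 with all libraries, was 0.01 without control replicate 1, 0.01 without control replicate 3 and 0.08 without 2 h replicate 2.

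For the 69 tested transcripts of genes named in the paper, 0 were differentially expressed in limma (55 at an unadjusted p below 0.05), and none of the alternatives within the pairwise fits changed this, nor did any of the 342 fits without 1 library. All 4 groups in 1 fit added 5: *arc* at 2 and 4 h, and *nr4a1*, *jund* and *ier2* at 2 h. Summing per Trinity gene reversed the sign of 23: *grm5* -0.17, *iqsec3* -0.03, *ulk1* 0.38, *ctnna2* 0.02, *ctnnb* 0.06, *sema6a* -0.02, *nrp2* -0.22, *arhgef12* -0.30, *netrin-1* 0.17, *fas* 0.83 at 2 h and 0.61 at 4 h, *faf1* -0.03, *daxx* 0.28 at 24 h, *pdcd4* -0.02, *dido1* -0.02, *per2* 0.01, *per3* 0.06, *edem1* -0.06, *ern1* 0.16, *cdh2* 0.08, *jam3* 0.44, *cntnap1* -0.04 and *cntnap2* 0.22. Summing per gene symbol reversed 17: *grm5* -0.23, *iqsec3* -0.01, *ctnna2* 0.02, *ctnnb* 0.05, *snap91* 0.07, *baiap2* -0.06, *sema6a* -0.02, *arhgef12* -0.30, *netrin-1* 0.09, *slit2* -0.05, *robo2* 0.10, *fas* 0.83 and 0.60, *faf1* -0.06, *dido1* -0.02, *cntnap1* -0.05 and *cntnap2* 0.22. It also made 9 results differentially expressed, 8 of IEG and that of *drb1-9* at 2 h. None of the reversed values had a limma adjusted p of at most 0.1, and the cause was not tested.

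Of the 27 results given as gene symbol sums, 11 lost their adjusted p with the replicate block, 4 with a pseudocount of 1, 4 with 0.01 and 1 with median-of-ratios scaling, and 46 of 147 fits without 1 library took it from 14 results. Of the 7 transcripts added for their size, 6 lost it with a pseudocount of 0.01, 4 without a filter, 3 with robust spread, 6 at an FDR of 0.05, 7 with the replicate block and 1 with all 4 groups in 1 fit, and 29 of 30 fits without 1 library took it away. Another scaling moved the median of all genes by at most 0.07.

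The test recovered far fewer simulated changes among transcripts than among gene symbols. Residual spread and the number of features tested both differ between them and were not separated as causes. Simulated changes lay in features with a mean of about 1 TPM or more. Of 200 simulated changes, 10, 4 and 2 were found among transcripts at 2, 4 and 24 h (5%, 2% and 1%) and 194, 193 and 184 among gene symbols. Low numbers of transcripts are therefore no measure of how many changed.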

Differences from the paper's values

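Of the tests in this part, the gene symbol sum and the filter at 1 TPM were chosen after the data were seen. The alternatives named here as set before the data were examined are the others.

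The paper gives 4692 differentially expressed transcripts and 74 were found here. All 4 groups in 1 fit came within 1.5 times (3203), and the other alternatives did not (0 to 75). A fit of the 12 libraries with a filter over all of them gave 874, 781 and 790 transcripts, and random regroupings gave 547 to 991 (mean 776.4), so that fit gives as many for groups drawn at random. For those with an annotation the paper, which searched NCBI_nr and Swiss-Prot, gives 1344. Here 11 carry a Swiss-Prot hit, a narrower definition, and no alternative came within 1.5 times (up to 589). For single time points the numbers are about 1500 at 2 h in Fig. 3A, read by eye, against 53 here, about 1500 at 4 h against 19 and about 2400 at 24 h against 7. All 4 groups in 1 fit came close at 2 h (1589) and 4 h (1516) and not at 24 h (1486), and no other alternative did. For transcripts shared by all time points Fig. 3A, read by eye, gives about 71 against 1 here, and no alternative came within 1.5 times (all 4 groups in 1 fit 571). In the authors' deposited tables 4569 transcripts pass an adjusted p of 0.1 and a log2 fold change of 1, and 4689 pass at 0.105, of which 71 are shared by all time points. These limits were tried after the values were seen.

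The paper gives 10, 18 and 11 enriched biological process groups at 2, 4 and 24 h, and here 0, 0 and 0 of the same groups had a Fisher p of at most 0.05. Of these groups, 2 have 0 members and 1 has 1 in the annotation used. The lists tested here held 1 or 2 symbols in each direction, too few to count against the paper's numbers. With the authors' deposited lists the numbers were 3, 5 and 6 on either background, none of which comes within 1.5 times. Trinity gene sums gave 0 annotated symbols at 2 and 4 h and 1 at 24 h, so they cannot serve as a test of the groups.

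Of the functional groups of Table 2, the paper counts 13 differentially expressed structural genes, 11 of guidance, 7 apoptotic and 14 general learning-related ones. Here the numbers were 0, 0, 0 and 0 in limma (11, 10, 7 and 2 changes at an unadjusted p below 0.05), with no alternative above 0. In the text of the paper the general group counts more genes than are marked as changed in Table 2.

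Of 70 fold changes printed in Tables 1 and 2, 65 match the authors' deposited values or group means and 5 do not. For *npas4* at 2 h Table 2, read by eye, gives about 2.0, and the ratio here is 4.01, whose log2 matches. For *gria1* at 2 h Table 2, read by eye, gives about 4.3 against 2.15, and 2 to the power of the authors' deposited fold change (2.09) is 4.26. For *slit2* and *arhgef12* at 24 h the values compared are those of Table 1. Table 2, read by eye, gives about 4.3 and about 1.5 for them, which match the authors' deposited log2 fold changes of 4.27 and 1.48 (19.2 and 2.79 as ratios). Table 2, read by eye, gives for *fry* at 24 h about 270 against 521, for *fas* at 4 h about -110 against -354 and for *pdcd4* at 24 h about 13 against 8.21. Neither Trinity gene sums nor gene symbol sums closed any of these gaps (for *npas4* 4.22 and 3.3). In its text the paper gives a 21.1-fold change of *nr4a3* at 4 h, and the ratio here is 4.63, with 4.76 and 4.7 for the sums, while 2 to the power of the authors' deposited fold change (4.54) is 23.3. In Supplementary Table S7 the paper gives *nr4a3* a mean of 1.132 TPM at 2 h and 3.047 at 4 h, and the transcript of the deposited fold change has 3.01 and 4.8 here. The values of the table equal those of another isoform of *nr4a3*. No alternative applies to these means.

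The paper states that more of the *Xenopus* orthologs were upregulated than downregulated. Supplementary Table S6 holds positive values on 17 lines and negative ones on 22, and 22 single values of either sign. The paper states that *cntnap2* rises at 24 h. Its most abundant transcript changed by -0.35, another isoform by 2.08. The paper states that *itga7* falls at 24 h, and its most abundant transcript changed by 0.22, another isoform by -1.03. The paper places *jund* at 2 h alone, while the log2 fold change was 1.00 at 4 h against 1.05 at 2 h; the authors' deposited values are 0.98, below their limit of 1, and 1.01. The paper states that *ncs-1* is not differentially expressed, and an isoform has a log2 fold change of 4.98 with adjusted p = 3.36e-12 at 24 h in the authors' deposited table. The paper states that variation between treatments clearly exceeds that within them, and the mean correlation over 1170034 transcripts was 0.742 within groups and 0.741 between them. For transcripts at 0.1 TPM or more in all 12 libraries the means were 0.877 and 0.875. The caption of Supplementary Figure S1 names the data matrix of the paper's DESeq2 analysis, so its set of transcripts and its values may differ from those used here. Of the changes in named genes, the direction matched that of the paper in 67 of 69 transcripts tested, all but the most abundant transcripts of *cntnap2* and *itga7*, and in 55 of 77 gene symbol sums, all 12 of the IEG among them. Most of these transcripts were picked by their match to the printed values, so their direction was largely fixed in advance.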

Other observations

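Of the tests in this part, the tests of whole genes and of library scaling were chosen after the result was seen.

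Most changes in the authors' deposited lists are of single isoforms. In 29.3% of them the Trinity gene moved the same way by a log2 fold change of at least 1 (29.8% at 2 h, 27.6% at 4 h and 30.2% at 24 h), which argues against a change of the whole gene behind the rest. In 41, 57 and 85 Trinity genes isoforms changed in both directions. The mean of a group was below 0.01 TPM in 31.6%, 31.4% and 28.0%. On and off differences between individual toads are a candidate explanation for part of them: 31.5% spanned at least 4 log2 units within a group that was not compared, against 17.7% of transcripts of the same mean. A shift in isoform use after training stays open, since the design cannot separate it from such differences with 3 toads per group.

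In Supplementary Table S7 of the paper, all 52 lines hold the mean TPM of a transcript in the authors' deposited table. From the line of *camk2a* on, 0 of 41 lines equal a transcript of the gene they name and 39 equal the gene named on the next line, and the last line, that of *bfar*, holds the values of *c-fos*. Of the 11 lines before, 10 hold their own gene. In Supplementary Table S5, 34 of 35 lines equal a transcript.

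The circadian list had medians of 0.13, 0.08 and -0.07 at 2, 4 and 24 h (13, 12 and 3 of 19 genes higher, fry p = 0.0846, 0.12 and 0.157, adjusted 0.148, 0.155 and 0.176), while the score of the list gave an exact permutation p = 0.00409. Over the alternatives the fry p ran from 0.0481 to 0.553, 0.0399 to 0.663 and 0.0281 to 0.4, and the highest at 2 and 4 h (0.553 and 0.663) came with median-of-ratios scaling. As small a p came from 2, 2 and 3 of the 10 splits of the 6 libraries at 2, 4 and 24 h, too few splits to exclude chance. The mean scores were -0.02 in controls and 0.09, 0.03 and -0.10 at 2, 4 and 24 h, and 63 of 15400 partitions separate the groups as much, so chance can be excluded for the score on TPM, while 150 of 220 choices of 3 libraries differ from the rest as much as the controls do (exact permutation p = 0.682). Under median-of-ratios scaling 1173 of 15400 partitions separate the groups as much (exact permutation p = 0.0762), so chance is not excluded there and library scaling is a candidate explanation of the score. The time of day at sacrifice was not separated from training.

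The lists of pituitary, blood, choroid plexus, meninges and microglia markers had fry p of at least 0.138, all with an adjusted p of 0.96. Their medians were -0.07, 0.12, 0.09, 0.09 and -0.20 at 2 h, 0.24, 0.17, 0.03, 0.23 and -0.41 at 4 h and 0.25, -0.21, -0.04, 0.08 and -0.37 at 24 h. At 24 h the choroid plexus list has a median below 0 with the test pointing up, and the blood list a mean of 0.05 with a median below 0 and the test pointing down. The most abundant hemoglobin symbols were HBB2, at 431 ± 252 TPM in controls and 641 ± 751 at 4 h, and HBA1, at 270 ± 160 and 441 ± 573 TPM, with a spread among toads that is as wide as the means at 4 h. No score of these lists separated the groups (exact p of at least 0.285).

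Gene symbols of the IEG list with smaller changes include DUSP5 (log2 fold change 1.36 at 2 h and 1.22 at 4 h), FOSL2 (0.73 and 1.13) and VGF (0.59, 0.96 and 0.82 at 2, 4 and 24 h). The mean score of the IEG list at 24 h lies between those of the controls and of the other trained toads, with 1 of the 24 h toads (-0.38) below a control (-0.34).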
